# RNA-Targeting CRISPR/CasRx system relieves disease symptoms in Huntington’s disease models

**DOI:** 10.1186/s13024-024-00794-w

**Published:** 2025-01-13

**Authors:** Yingqi Lin, Caijuan Li, Yizhi Chen, Jiale Gao, Jiawei Li, Chunhui Huang, Zhaoming Liu, Wei Wang, Xiao Zheng, Xichen Song, Jianhao Wu, Jiaxi Wu, Oscar Junhong Luo, Zhuchi Tu, Shihua Li, Xiao-Jiang Li, Liangxue Lai, Sen Yan

**Keywords:** CRISPR/CasRx, Huntington's disease, *HTT*, HD-KI pig

## Abstract

**Background:**

HD is a devastating neurodegenerative disorder caused by the expansion of CAG repeats in the *HTT*. Silencing the expression of mutated proteins is a therapeutic direction to rescue HD patients, and recent advances in gene editing technology such as CRISPR/CasRx have opened up new avenues for therapeutic intervention.

**Methods:**

The CRISPR/CasRx system was employed to target human HTT exon 1, resulting in an efficient knockdown of *HTT* mRNA. This therapeutic effect was substantiated in various models: HEK 293 T cell, the HD 140Q-KI mouse, and the HD-KI pig model. The efficiency of the knockdown was analyzed through Western blot and RT-qPCR. Additionally, neuropathological changes were examined using Western blot, immunostaining, and RNA sequencing. The impact on motor abilities was assessed via behavioral experiments, providing a comprehensive evaluation of the treatment's effectiveness.

**Results:**

CRISPR/CasRx system can significantly reduce *HTT* mRNA levels across various models, including HEK 293 T cells, HD 140Q-KI mice at various disease stages, and HD-KI pigs, and resulted in decreased expression of mHTT. Utilizing the CRISPR/CasRx system to knock down *HTT* RNA has shown to ameliorate gliosis in HD 140Q-KI mice and delay neurodegeneration in HD pigs.

**Conclusions:**

These findings highlight the effectiveness of the RNA-targeting CRISPR/CasRx as a potential therapeutic strategy for HD. Furthermore, the success of this approach provides valuable insights and novel avenues for the treatment of other genetic disorders caused by gene mutations.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13024-024-00794-w.

## Background

Huntington's disease (HD) is a neurodegenerative disease caused by the abnormal expansion of CAG repeats in the Huntington (*HTT*) gene located on chromosome 4 [1–4]. Mutant huntingtin proteins accumulate in the central nervous system in an age-dependent manner [5], affecting the protein transport [6–10], and gene transcription [11, 12]. Similar to the disease process and pathological features of HD, a variety of neurodegenerative diseases, such as Alzheimer's disease (AD), Parkinson's disease (PD), and amyotrophic lateral sclerosis (ALS), show obvious age-dependence and have the corresponding accumulation of toxic proteins [13–18]. Among these diseases, HD is a dominant inherited disease caused by a single gene mutation. This distinctive feature positions HD as a promising avenue for exploring strategies aimed at inhibiting the toxic proteins and developing effective therapeutic interventions.

Although much is known about the pathogenesis of Huntington's disease, and various therapeutic strategies have been explored [19], there are still no effective treatment strategies available. In-depth exploration of polyQ diseases has unveiled a diverse range of detrimental impacts caused by expanded polyQ on various cellular functions. Consequently, a prevailing theory has emerged, suggesting that inhibiting the expression of expanded polyQ proteins could serve as a promising approach to effectively treat these diseases [20–26].

Several researchers have reported remarkable therapeutic effects of antisense oligonucleotide (ASO) on various disease models [27–30]. A clinical study revealed that intrathecal administration of antisense oligonucleotides (ASO) can decrease the levels of mutant huntingtin protein (mHTT) in the cerebrospinal fluid of Huntington's disease (HD) patients, and other studies also have demonstrated that silencing HTT mRNA can effectively rescue various animal models of HD [22, 26, 31, 32]. This suggests that reducing huntingtin expression at the RNA level is a very promising therapeutic approach. At present, it has been proved that the progression of HD related pathology is closely related to the accumulation of mHTT. In addition, preventing the formation of mHTT can alleviate related neuropathology and improve motor dysfunction, which is the key to the treatment of HD [33].

The use of CRISPR/Cas9 knockout of *HTT* to inhibit expanded polyQ protein expression proved to be successful in the treatment of various different HD mouse models [34–36]. Our recent study further demonstrated the efficacy of CRISPR/Cas9-mediated *HTT* knockout in the HD-KI pig model [37]. These results suggest that knockout of *HTT* at the DNA level can be a therapeutic option for HD. However, it is important to acknowledge the potential risks of off-target effects associated with CRISPR/Cas9 system, as it can permanently and irreversibly alter the genome [38]. These risks should not be overlooked, particularly in clinical applications. The large size of the Cas9 protein greatly restricts the packaging and infection efficiency of AAV viruses, as well as the effectiveness of gene therapy. As a novel RNA interference tool, CRISPR/Cas13 is composed of a guide RNA (gRNA) and a Cas13 nuclease [39]. The Cas13 nuclease from Ruminococcus flavefaciens strain XPD3002 (CasRx) is more active, specific, and has a smaller molecular weight compared to other Cas13 nucleases, consisting of only about 930 amino acids [39]. The small size, which allows CasRx to be easily packaged into adeno-associated virus (AAV), and the low neurotoxicity of CasRx in mammals make CRISPR/CasRx an ideal and compatible system for efficient delivery in mammals [39, 40]. Moreover, in contrast to Cas9, CasRx does not possess a protospacer adjacent motif (PAM) limitation. This allows CasRx to process CRISPR arrays and cleave target RNAs with high efficiency and specificity, independently of PAM requirements [39]. The CasRx protein forms a complex with the gRNA, then the CasRx-crRNA complex binds to the target RNA, the CasRx endonuclease domain cleaves the RNA at specific sites, causing its degradation [39]. Therefore, using the CRISPR/CasRx system for RNA targeting appears to be a safer and viable alternative to gene therapy based on the DNA-targeting CRISPR/Cas9 system [41–44].

However, the efficacy of utilizing CasRx to mitigate neurodegenerative effects in patients still needs to be validated. Considering that larger mammals share similarities with humans in terms of brain size, development, and brain structures [45, 46], it is crucial to assess the safety of CasRx through preclinical studies conducted on larger animal models that closely resemble humans in biological and physiological aspects. Significant advancements have been achieved in establishing large animal models of Huntington's disease, including sheep [47–49], minipigs [50, 51], and macaques [52, 53], and these large animal models have proved to be valuable to the Huntington's disease research community with their unique advantages. Among them, our previously constructed the huntingtin knock-in (HD-KI) pig model was constructed by replacing the sequence in the corresponding site of the pig HTT with the human mutant HTT exon1 carrying abnormal expanded CAG repeat sequence, and model serves as an ideal animal model for studying therapeutic interventions in HD, as it faithfully recapitulates the pathological features and motor deficits observed in HD patients [50]. It is essential for conducting preclinical evaluations using these large animal models that closely resemble humans in terms of biological and physiological characteristics [54].

The validity of the CasRx system in large animal model function-restoration study remains unknown. At present, there is still a lack of studies investigating the use of the CRISPR/CasRx to silence HTT for the treatment of HD at different disease stages [44, 55]. In order to explore the therapeutic potential of CRISPR/CasRx in HD, we designed gRNAs targeting the human *HTT* exon1. HD 140Q-KI mice at different disease stages [56], and HD-KI pigs [50] were used to test the efficiency of *HTT* mRNA knockdown and the associated neuropathological changes. Our findings demonstrate that the stereotaxic injection of CRISPR/CasRx into the striatum of HD 140Q-KI mice, both in the early and late stages of the disease, effectively downregulates the expression of *HTT* mRNA and alleviates the neuropathology associated with gliosis. Furthermore, the stereotactic injection of CRISPR/CasRx successfully mitigated some neurodegeneration and partially normalized gene expression dysregulation in HD-KI pigs. These results provide compelling evidence for the therapeutic potential of CRISPR/CasRx in the treatment of HD. The promising therapeutic outcomes of CasRx in large animal models of neurodegenerative diseases underscore the significant potential of CasRx for treating neurological disorders in humans.

## Methods

### Plasmid construction

The plasmid, HTT-N171-150Q contains huntingtin N-terminal 1–171 amino acid sequences, including 150 polyglutamine repeats. And the sequence was cloned into pRK5 vector, and then expresses under the control of CMV promoter. To clone the AAV plasmid AAV-CAG-CasRx, CasRx was PCR-amplified from pXR001, the plasmid encoding CasRx (Addgene, 109049). SgRNAs oligonucleotides targeting *HTT* mRNA were constructed using online software and chemically synthesized by IGE Biotechenology (Guangzhou China). The sequence of gRNAs was: HTT gRNA1 AGGCCTTCATCAGCTTTTCCAGGGTCGCCA; HTT gRNA2 GGTCGGTGCA GCGGCTCCTCAGCCACAGCC; HTT gRNA3 GCTGAGGAAGCTGAGGAGGCG.

GCGGCGGCG; HTT gRNA4 GTGCCTGCGGCGGCGGCTGAGGAAGCTGAG; and Ctrl gRNA CGGAATTCATCCAGCCACCAGGGTCGCCG. More detailed sequences of the gRNAs were shown in Supplementary Table 1. And they were cloned into pXR003 (Addgene, 109053).

### Cell culture and transfections

Human embryonic kidney (HEK) 293 T cells in growth medium composed of Dulbecco's Modified Eagle Medium (DMEM) supplemented with 10% (v/v) fetal bovine serum (FBS; Thermo Fisher Scientific) and 1% (v/v) penicillin/streptomycin solution (Thermo Fisher Scientific). The cells were maintained at 37ºC in a humidified 5% CO_2_ atmosphere. To assess the ability of CRISPR/CasRx to clear mutant huntingtin aggregates in vitro, the 293 T cells were seeded onto 24-well plates at an average density of 2 × 10^5^ cells per well and then transfected. The 293 T cells were divided into four groups, control gRNA, HTT gRNA1 + 2, HTT gRNA3 + 4, HTT gRNA1 + 2 & 3 + 4 groups. All four groups were co-transfected with HTT N171-150Q and AAV-CAG-CasRx, and the corresponding gRNA plasmids were also co-transfected. The 293 T cells for RT-qPCR and WB assays were divided into the same four groups and co-transfected with AAV-CAG-CasRx and the corresponding gRNA plasmid. Transfection of the above plasmids were performed using Lipofectamine 3000 (Thermo Fisher Scientific) according to the manufacturer's instructions. After 48 h of transfection, the cells were collected for western blotting, immunofluorescence, and RT-qPCR.

### Immunohistochemistry

After removing the culture medium, the cells were fixed with cold 4% paraformaldehyde for 10 min at room temperature, then washed three times with PBS, and subsequently blocked with a solution containing 2% goat serum and 0.1% TrionX-100 in 3% BSA for 1 h at room temperature. Following the blocking step, the cells were incubated with primary antibodies overnight at 4 °C. After the primary antibodies were removed, the cells underwent three washes with PBS. Subsequently, the cells were incubated with secondary antibodies at room temperature for a duration of 30 min. Fluorescent images were captured using a Zeiss microscope (Axiovert 200 MOT) equipped with a digital camera (Hamamatsu Orca-100) and Openlab software (Improvision Inc.).

The animals were anesthetized with isoflurane and transcardially perfused with 0.9% saline. The brains were then dissected, and one half of each brain was fixed in 4% paraformaldehyde in PBS at 4 °C for 24 h. Subsequently, the fixed brain tissue was dehydrated in 30% sucrose at 4 °C. After dehydration, the brains were embedded in tissue cryoprotectant (OCT) and sectioned into 30-μm coronal sections using a cryostat (Leica CM1950). For immunofluorescent staining, the brain slices were mounted onto glass slides that had been pre-coated. The following fixation and antibody incubation steps were consistent with the immunostaining steps described above in cells. For DAB staining, we used the Avidin–Biotin Complex kit (Vector ABC Elite, Burlingame, CA, USA). Imaging acquisition was performed using a confocal imaging system (Olympus FV3000 Microscope, Japan) or TissueFAXS PLUS (TissueGnostics, Vienna, AUT). All image analyses were conducted using the ImageJ software.

The following primary antibodies were used: mouse anti-NeuN (1:500; Millipore, MAB377), rat anti-GFAP (1:1000; Invitrogen, 13–0300), rabbit anti-Iba1 (1:500; WAKO, 019–1974), rabbit anti-GFP (1:1000; Invitrogen, A-11122), mouse anti-mEM48 (1:50; Millipore, MAB5374). The following secondary antibodies were used: goat anti-rat IgG Alexa Fluor 594 (1:1000; Invitrogen, A-11007), donkey anti-rabbit IgG Alexa Fluor 488 (1:1000; Abcam, ab150073), goat anti-mouse IgG Alexa Fluor 594 (1:1000; Abcam, ab150116). The antibodies used in the experiments were listed in detail in Supplementary Table 3.

### RT-qPCR analysis

Quantitative reverse transcription polymerase chain reaction (RT-qPCR) was employed to assess the mRNA expression levels of HTT. Total RNAs from 293 T cells, striatum of mice, and striatum of pigs were extracted using the Trizol method (Thermo Fisher Scientific, MA, USA). The extracted RNAs were assessed for purity and integrity before converting to complementary DNA (cDNA) with the PrimeScript™ RT Kit with gDNA Eraser (Takara, Kyoto, Japan). cDNAs were employed as templates for PCR, with the glyceraldehyde-3-phosphate dehydrogenase (GAPDH) serving as the internal reference. PCR primers for GAPDH and HTT were designed for amplification using TB Green Premix Ex Taq II (Takara, Kyoto, Japan). The CFX Connect Real-Time PCR Detection system (Bio-Rad, California, USA) was employed for PCR product detection, with each biological replicate were tested in technical triplicate. The relative expression levels of the genes were calculated using the cycle threshold (2^−ΔΔCt^) method. The formula used for this calculation was △Cq = Cq target gene—Cq internal reference gene, and △△Cq = △Cq experimental group—△Cq control group. The primer sequences used for the RT-qPCR analysis can be found in Supplementary Table 1.

### Western blot analysis

For western blotting analysis, the harvested cells and brain tissues from mice and pigs were grinded by Luka Grinding instrument (LUKYM-II, China). The homogenized samples were then lysed in ice-cold RIPA buffer (50 mM Tris, pH 8.0, 150 mM NaCl, 1 mM EDTA pH 8.0, 1 mM EGTA pH 8.0, 0.1% SDS, 0.5% DOC, and 1% Triton X-100) supplemented with Halt Protease Inhibitor cocktail (Thermo Scientific), 50 mmol/L NaF, and PMSF.The cells and tissue lysates were incubated at 4 °C for 60 min with gentle rocking. After incubation, the samples were sonicated and centrifuged at 12,000 rpm for 10 min. The resulting supernatant containing the protein was collected and the protein concentration was determined by using the BCA Protein Assay Kit (Solarbio). The equal amount of supernatant denatured protein was electrophoresed by SDS–polyacrylamide gel electrophoresis and then electrophoretically transferred to a nitrocellulose (NC) membrane in transfer buffer (20 mM tris–HCl, 150 mM glycine, and 20% (v/v) methanol). To prevent non-specific binding, the NC membrane was blocked with 5% milk/TBST (20 mM Tris–HCl, 150 mM NaCl pH 7.4 with 0.1% Tween 20) for 1 h at room temperature. Primary antibodies were diluted in a solution of 3% BSA/TBST and subsequently incubated with the NC membrane overnight at a temperature of 4 °C. After incubation with primary antibodies, the blotted membrane was washed three times with TBST for 10 min each. Subsequently, the membrane was incubated with horseradish peroxidase (HRP)-conjugated secondary antibodies in 5% milk/TBST for 1 h at room temperature. After undergoing three washes with TBST, the western blot images were developed using enhanced chemiluminescence (ECL) and captured using a ChemiScop 6000 instrument (CLiNqinxiang, Shanghai, China). The intensity of the protein bands was quantified using ImageJ Software (Bio-Rad) and subsequently normalized to the reference protein present in each lane.

The following primary antibodies were used: rabbit anti-vinculin (1:1000; Abcam, ab91459), mouse anti-NeuN (1:500; Millipore, MAB377), rat anti-GFAP (1:1000; Invitrogen, 13–0300), rabbit anti-Iba1 (1:500; WAKO, 019–1974), mouse anti-mEM48 (1:50; Millipore, MAB5374), mouse anti-1C2 (1:1000; Millipore, MAB1574), mouse anti-Flag (1:1000; Millipore, F1804). The following secondary antibodies were used: donkey anti-mouse (1:5000; Jackson ImmunoResearch, 715–035–151), donkey anti-rabbit (1:5000; Jackson ImmunoResearch, 711–035–152), goat anti-rat (1:5000; Invitrogen, 31,470). The antibodies used in the experiments were listed in detail in Supplementary Table 3.

### AAV production and purification

The AAV9-CasRx, AAV9-HTT gRNA1 + 2, AAV9-HTT gRNA3 + 4, and AAV9-Ctrl gRNA vectors were sent to PackGene Biotech for viral packaging and production (PackGene, Guangzhou, China). CasRx was packaged into one AAV, while HTT gRNA1 and 2, and HTT gRNA3 and 4 were packaged into two distinct AAVs. The scrambled sgRNA was used as control gRNA. During the packaging process, all the viral vectors were packaged into the AAV9. Following packaging and purification, the resulting AAV9 viral particles were stored in small aliquots at a temperature of −80℃ in a freeze. The company provided the titers of all the viruses, which were reported to be 1X10^13^ vector genomes (vg)/ml.

### Animals and ethics statement

All mouse procedures conducted in this study were granted ethical approval by the Institutional Animal Care and Use Committee of Jinan University (Approval No.: IACUC-20221118–02). The HD 140Q-KI mice, which express full-length mHTT containing human exon 1 with 140 CAGs [56], were obtained from Jackson Laboratory (#027409). Heterozygous 140Q-KI mice were generated through the breeding of male heterozygous mice with female wild-type C57BL/6 J mice. Mice were housed in the Division of Animal Resources at Jinan University, following a 12-h light/dark cycle. In the experiment, we used mice with an equal ratio of males to females. All procedures and husbandry practices were conducted in accordance with the guidelines outlined in the NIH Guideline for the Care and Use of Laboratory Animals. The use of Rongshui and Bama miniature pigs in this study, was in compliance with the Institutional of Animal Care and Use Committees (IACUC) of Guangzhou Institute of Biomedicine and Health (GIBH), Chinese Academy of Sciences (Animal Welfare Assurance # N2019083). The HD-KI male and female pigs carrying a mutant HTT allele with 150 CAG repeats from the previous study were selected as parents to produce offspring [50]. Wild type pigs were selected from the same litter. All pigs were used in this study were bred at the animal facility of Guangzhou Institute of Biomedicine and Health (GIBH), Chinese Academy of Sciences. To ensure the safety of personnel and animal welfare, the study adhered strictly to the guidelines stipulated in the ‘‘Guide for the Care and Use of Laboratory Animals (2011)’’.

### Genotyping

To genotype the HD-KI DNA fragment, specific primers were designed to amplify genomic DNA fragment containing the homologous arm and CAG repeats in *HTT*. Using primer Genotyping-mouse F (5 ’- ACTGCTAAGTGGCGCCGCGTAG—3’) and Genotyping-mouse R (5 ’- GAGGCAGCAGCGGCTGTGCCTG—3’) to produce PCR products for the identification of HD 140Q -KI mice. The PCR products for the identification of HD-KI pigs were generated using Genotyping-pig F (5’- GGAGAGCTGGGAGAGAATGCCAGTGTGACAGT −3’) and Genotyping-pig R (5’- GCGGCTGAGGCAGCAGCGGCTGTGCCTG −3’). The PCR conditions used were as follows: an initial denaturation step at 94℃ for 5 min, followed by 35 cycles of denaturation at 94℃ for 30 s, annealing at 65℃ for 30 s, and extension at 72℃ for 1 min and 30 s. A final extension step at 72℃ for 5 min was performed, and the samples were then held at 12℃ before being removed from the PCR machine. The template DNA was the genomic DNA isolated from the mouse tail and pig ear.

### Stereotaxic injection of AAV9

Following the protocol previously described by our laboratory [57], for the stereotaxic injection into the brain, HD 140Q-KI mice and control mice were anesthetized using isoflurane inhalation. All mouse procedures were approved by the Institutional Animal Care and Use Committee of Jinan University and conducted in strict adherence to the guidelines outlined in the National Institutes of Health Guide for the Care and Use of Laboratory Animals. The HD 140Q-KI mice were injected with AAV9-CasRx and AAV9-Ctrl gRNA as control group (Untreated), AAV9-CasRx, AAV9-HTT gRNA1 + 2, and AAV9-HTT gRNA3 + 4 as the treatment group (Treated), and the WT mice were injected with AAV9-Ctrl gRNA as the WT control group (WT Ctrl). The experiment was performed on the left and right hemispheres of other WT mice by injecting 2ul of AAV9-Ctrl gRNA on one side and the same volume of PBS on the other side. Viruses expressing gRNAs and CasRx were mixed at a ratio of 1:2 (Ctrl gRNA: CasRx = 1: 2; HTT gRNA1 + 2: HTT gRNA3 + 4: CasRx = 1: 1: 4), and 4 μl of the mixed viruses (a total of 4X10^10^ vg) were injected into both sides (2 μl each side) of the striatum. The mouse's head was securely positioned in a Kopf stereotaxic frame (Model 1900) equipped with a digital manipulator, a UMP3–1 Ultra pump, and a 10 μl Hamilton microsyringe (Hamilton Co., Reno, NV, USA). Based on the following coordinates (relative to the bregma) adjusted to the flat skull position: anteroposterior (AP), + 0.55 mm; mediolateral (ML), ± 2 mm; dorsoventral (DV), − 3.5 mm, then small holes were drilled in the skull with a drill. Virus injection was performed after a 33G needle was carefully inserted through the small hole for 3.5 mm. The microinjections were conducted at a rate of 0.20 μl/min, with the microsyringe being left in position for an additional 10 min after each injection. The mice were euthanized one and a half months after the virus injection.

Pigs also were anesthetized using isoflurane via inhalation. Following the procedures previously described by our previous research [37], when fully anesthetized, each pig was secured in a stereotaxic frame (RWD Instruments). All surgical procedures were conducted in compliance with the guidelines for the Care and Use of Laboratory Animals and biosafety protocols at the Guangzhou Institute of Biomedicine and Health, Chinese Academy of Sciences. The three-month-old pigs were divided into different groups for the injection of viruses. The WT control group (WT Ctrl) received injections of AAV9-Ctrl gRNA, and the HD control group (Untreated) received injections of AAV9-CasRx and AAV9-Ctrl gRNA. The HD treatment group (Treated) was injected with AAV9-CasRx, AAV9-HTT gRNA1 + 2, and AAV9-HTT gRNA3 + 4 at a ratio of 4: 1: 1. A total of 30 μl of the mixed viruses, corresponding to 3X10^11^ vg, were injected into both sides of the pig striatum, with 15 μl being delivered to each side. The injection coordinates were adjusted to the flat skull position: 5 mm posterior to bregma, 10 mm lateral to the midline (left or right side), and 30 mm ventral to the dura surface. Small holes were drilled in the skull using a drill, and a 26-gauge Hamilton syringe connected to a syringe infusion pump (World Precision Instruments, Inc., Sarasota, Florida, USA) was used to deliver the virus at a rate of 800 nl/min. In order to alleviate pain, meloxicam (2 mg/kg) was administered as an analgesic. Additionally, the pigs were placed on a warm pad to aid in their recovery from anesthesia.

### Behavioural analysis

All behavioral experiments were performed by blinded investigators. The behavior tests were performed using 12 mice per group and a assessed according to the method in our previous study [58]. Five weeks after the injection of the virus, motor coordination of HD 140Q-KI mice was assessed using a rotarod apparatus (Rotamex 4/8, Columbus Instruments International). Prior to actual testing, the mice were trained on the rotarod at 40 RPM for 5 min per day for three consecutive days to familiarize them with the task. During the testing phase, the speed of the rotarod was gradually increased to 40 RPM over a period of 5 min. The latency to fall from the rotarod was recorded for each trial. Each mouse underwent three trials, and the average data each mouse was calculated as an evaluation metric. The pole-climbing test was conducted to evaluate the mouse's movement and coordination abilities. For this test, a custom-made wooden rod measuring approximately 50 cm in length and 1 cm in diameter was used. The rod was wrapped with gauze to increase friction. The mouse was positioned in a face-down manner on the top of the vertical pole, and the time taken for it to descend from the top to the bottom platform was recorded. Before the actual testing, each mouse underwent a three-day training period to familiarize themselves with the task. The experimental procedure was repeated three times and the average descent time for each mouse was calculated as an evaluation metric. The balance beam task involves placing the mice on an elevated and narrow beam measuring 1 cm in width and 100 cm in length. The time taken by the mouse to cross the balance beam is recorded as the evaluation measure. Each mouse underwent three trials of the balance beam task, and the mean of the three pass times was taken.

The motor ability of the HD-KI pigs was assessed as previously described [37, 50]. The treadmill running test was conducted three months after the brain-injections of the viruses. For evaluate gait, the footprint tracking method was used. HD KI pigs were trained to traverse an 80 cm wide and 4.5 m long sandy pathway, and their footprints were recorded using a camera camcorder. To conduct the treadmill test, the pigs were positioned on a treadmill equipped with a closed cage to evaluate their running capacity. The closed cage facilitated the pig's movement on the conveyor belt. Prior to testing, the pigs underwent a treadmill training regimen for three consecutive days. During the test, the treadmill speed was maintained at 1.5 km/h.

### Electron microscopy analysis

Electron microscopy (EM) analysis of the pig striatum was conducted by BioServices (Servicebio, Wuhan, China). Freshly isolated pig brain tissue blocks were fixed with a solution containing 4% paraformaldehyde and 0.2% glutaraldehyde for a duration of 48 h. The fixed tissue blocks were then sectioned using a vibratome. To prepare the sections for electron microscopy, a series of dehydration steps were performed using increasing concentrations of ethanol and propylene oxide/Eponate 12 (1:1). Subsequently, the sections were embedded in Eponate 12. Ultrathin sections with a thickness of 60 nm were obtained using a Leica Ultracut S ultramicrotome. These thin sections were then counterstained with a 5% aqueous uranyl acetate solution for 5 min, followed by Reynolds lead citrate staining for another 5 min.

### RNA-seq and data analysis

The total RNA from the striatum of mice and pigs was isolated using RNAiso Plus (TaKaRa, Japan). Subsequently, the mouse RNA samples were sent to SequMed Bio Technology (Guangzhou, China), and the pig RNA samples were sent to HeQin Biotechnology Corporation (Guangzhou, China), then analyzed using the Illumina HiSeq X platform (Illumina, San Diego, CA, USA) for RNA-seq analysis and database construction. For each sample, 2 μg of RNA was used for the analysis. The raw RNA-sequencing data were aligned and quantified using STAR, followed by further analysis [59]. Genes with the *P*-value < 0.01 and an absolute fold change > 2 were considered as differentially expressed genes (DEGs) by using EdgeR [60]. To determine the functional enrichment of the DEGs, GO enrichment analysis was performed using TBtools and ClusterProfiler [61–64]. GO terms with a *P*-value < 0.01 and a hit rate > 0.05 were considered to be significantly enriched.

### Statistical analysis

When comparing two groups, a two-tailed Student t-test was employed to determine the statistical significance. For the analysis of multiple groups, one-way ANOVA was used to assess statistical significance. The data are presented as mean ± standard error of the mean (SEM). The quantification of Western blots was conducted using Image J software. All calculations were performed using GraphPad Prism 8 software. A *P*-value of less than 0.05 was considered statistically significant.

## Results

### CRISPR/CasRx efficiently reduces HTT

We first attempted to use the CRISPR/CasRx system to target and knock down HTT in cultured cells and screen for efficient gRNAs. While the Huntingtin protein (HTT) plays a crucial role in early development in mice [65–69], and complete elimination of HTT leads to the development of motor impairments in mice [70, 71]. However, several studies have demonstrated that long-term elimination of HTT in the striatum of adult mice [27, 34, 36, 68], pigs [26, 37], and rhesus monkeys [24, 27, 72, 73] is well tolerated. Given the more severe effects of mHTT and its influence on various downstream pathways, reducing the expression of the HTT through gene silencing still is a promising strategy [74]. Moreover, CRISPR/CasRx targeting is more inclined towards inducing a knockdown effect rather than achieving complete depletion. To this end, we designed four gRNAs containing 30 nucleotides to target the mature human *HTT* exon1 mRNA, both upstream and downstream of the CAG repeat expansion (Fig. 1A, B; Extended Data Fig. 1A). Compared with native Cas13d, Cas13d variants with a nuclear localization signal (NLS) sequence have higher efficiency of targeting RNA [39]. In order to improve efficiency and facilitate the detection of Cas13d variants (also called as CasRx), we used Cas13d variant with NLS at both the N- and C-terminals, and a Flag tag at the C-terminals. gRNA1 & gRNA2 and gRNA3 & gRNA4 targeting HTT were designed on the same vector, respectively (Fig. 1C).

**Fig. 1:**
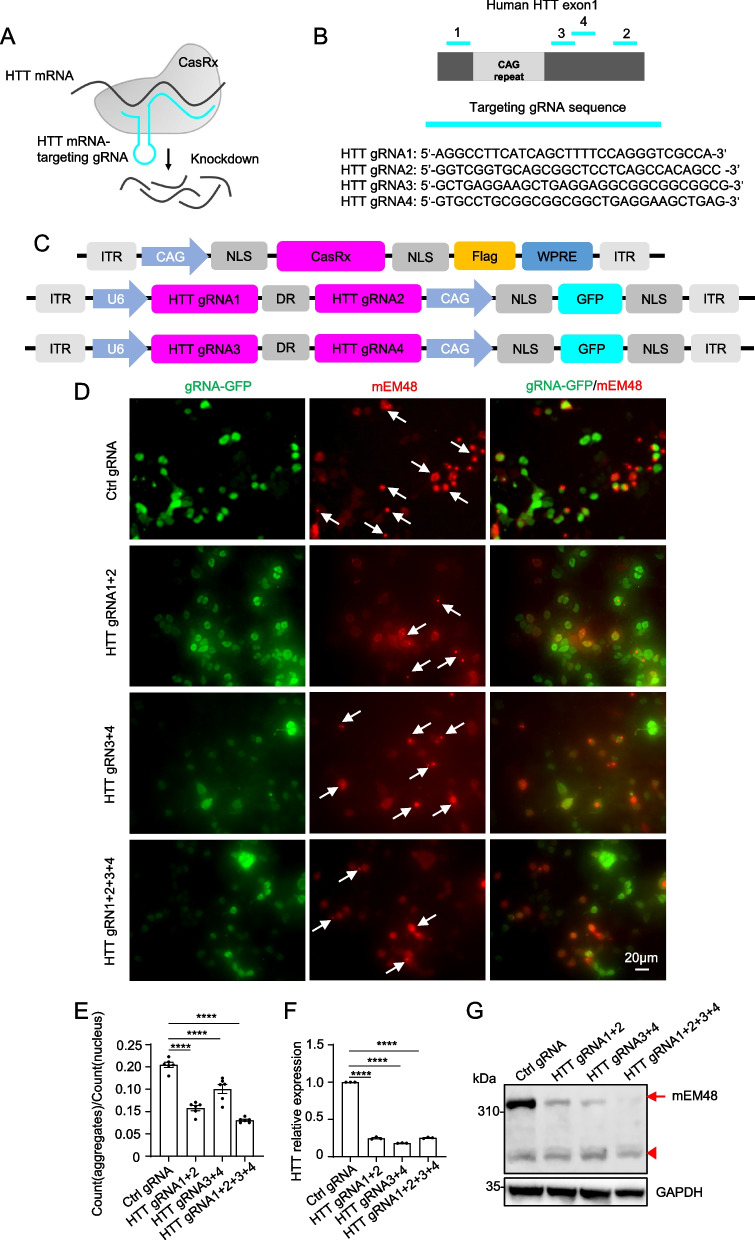
Reduce the expression of HTT in vitro using CRISPR/CasRx. **A** Schematic diagram of CasRx-mediated knockdown of HTT mRNA. **B** Schematic of the human HTT exon1 mRNA and the locations of 4 gRNAs (HTT gRNA1, HTT gRNA2, HTT gRNA3, HTT gRNA4) targeting sites (light blue bars), and below are 4 gRNAs target sequences. **C** The construct used to express CasRx under the control of the CAG promoter, the construct also expresses flag tag as a reporter. Two vectors used to express HTT gRNAs were constructed, and the HTT gRNAs (HTT gRNA1 and HTT gRNA2, HTT gRNA3 and HTT gRNA4) driven by the U6 promoters. The two vectors express green fluorescent protein (GFP) as a reporter. **D** Immunofluorescent staining analysis of the amounts of aggregates from HEK 293 T cells transfected with HTT-N171-150Q, CAG-CasRx and the candidate gRNAs. Scale bar: 20 μm. **E** Quantification of the aggregates in co-transfected HEK 293 T cells (*n* = 6 images per group). Data were analyzed by one-way ANOVA and presented as mean ± SEM. ****P < 0.0001. **F** Detection of HTT mRNA knockdown efficiency of different gRNAs in HEK 293 T cells transfected with CAG-CasRx and the candidate gRNAs using RT-qPCR. Data were analyzed by one-way ANOVA and presented as mean ± SEM. ****P < 0.0001. **G** Western blot analysis of full-length HTT from protein lysates isolated from HEK 293 T cells transfected with CAG-CasRx and the candidate gRNAs using mEM48 antibody. The full-length HTT was indicated by an arrow. Arrowheads indicate non-specific bands. GAPDH was used as a loading control

To evaluate the efficiency of HTT gRNAs in reducing the number of aggregates, we transfected 293 T cells with CasRx, gRNAs (HTT gRNAs or non-targeting control gRNA (Ctrl gRNA)), and N-terminal mutant *HTT* fragments (HTT-N171-150Q), and then performed immunofluorescent staining to quantify the number of aggregates. The antibody mEM48 specifically labeled for N-terminal fragments of human HTT was used in the experiment [5]. Our results demonstrate that both HTT gRNA1 and 2, as well as HTT gRNA3 and 4, effectively reduced the number of aggregates. Notably, the combined use of all four HTT gRNAs resulted in the most significant reduction, with a decrease of approximately 50% (Fig. 1D, E). As all four HTT gRNAs target the mature human HTT exon 1 mRNA (Fig. 1B), we assessed the expression levels of HTT using RT-qPCR and western blot analysis. Our findings demonstrate that the CRISPR/CasRx system effectively silenced HTT expression at both the RNA and protein levels (Fig. 1F, G). Consistent with the reduction in aggregate numbers observed above, the use of all four HTT gRNAs in combination resulted in the most significant decrease in HTT. Consequently, we selected these four gRNAs for further investigation.

### CasRx silencing of HTT rescues mouse models of HD at different stages of disease

HD is a typical neurodegenerative disease characterized by motor dysfunction and severe neuropathology, so the efficacy of treatment is closely related to the stage of the disease [4, 75]. Therefore, we conducted experiments to investigate the effect of CasRx-mediated silencing of HTT on HD 140Q-KI mice at different stages of the disease. The HD 140Q-KI mouse model expresses full-length mHTT with 140Q, as exon 1 of human *HTT* with 140 CAG repeats replaces exon 1 of endogenous mouse *HTT* [56]. We injected the heterozygous HD 140Q-KI mice at 3, 6, and 9 months of age (Fig. 2A), as the motor deficits in HD 140Q-KI mice are age-dependent and do not appear at 3 months of age. Dyskinesias were observed at 6 months of age, and marked motor impairments were evident at 9 months of age. Additionally, HD 140Q-KI mice began to form mHTT intranuclear deposits at 2 months of age, with the size and number of mHTT aggregates increasing with age [56, 76, 77]. AAV vector-encoded CasRx and HTT gRNAs or non-targeting control gRNA were used for stereotaxic injection into the bilateral striatum of mice, and six weeks after the injection, the mice were euthanized for subsequent analysis.

**Fig. 2:**
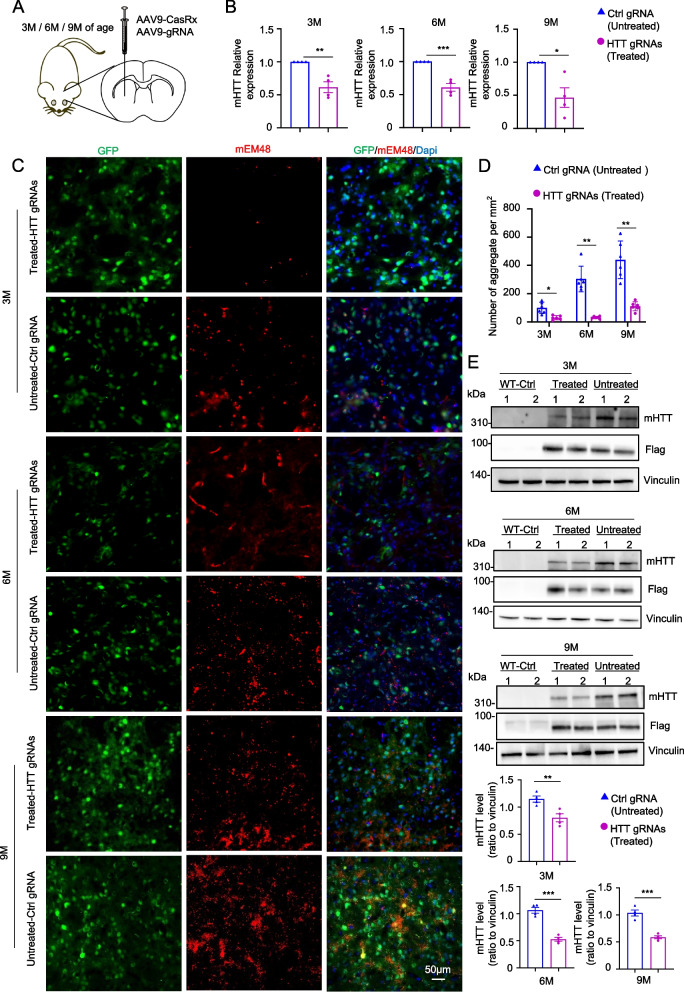
Therapeutic efficacy of CRISPR/CasRx in HD KI-140Q mice with different degrees of disease. **A** Schematic illustration of injecting AAV9-CasRx and AAV9-gRNA into the striatum of HD KI-140Q mice of different ages. **B** RT-qPCR analysis of mutant *HTT* mRNA expression in HD KI-140Q mice treated at 3, 6, and 9 months of age. *n* = 4 mice per group. Data were analyzed by unpaired two-tailed t-test and presented as mean ± SEM. **P = 0.0032, ***P = 0.0005, *P = 0.0109. **C** Representative immunofluorescent images of the striatum from HD KI-140Q mice injected with the CasRx/gRNA at 3, 6 and 9 months old. Antibodies for mEM48 and GFP (gRNA) were used. DAPI is used for nuclear staining. Scale bars: 50 μm. **D** Quantification of mHTT aggregates in HD KI-140Q mice treated at different ages. Cells expressing mHTT aggregates were counted per 0.1 mm.^2^, *n* = 6 mice per group. Data were analyzed by two-way ANOVA and presented as mean ± SEM. *P (3 M) = 0.0193, **P (6 M) = 0.0020, **P (9 M) = 0.0042. **E** Representative Western blots of mHTT expression in HD KI-140Q mice treated at 3, 6, and 9 months of age. Antibody used was the polyQ specific antibody 1C2. Flag indicated CasRx expression (CAG-CasRx constructs containing flag tag) and vinculin was used as a loading control. Beneath the blots, the quantification ratios of mHTT to vinculin were presented. Unpaired two-tailed t-test was used for statistical analysis of two groups and data were expressed as mean ± SEM. Four animals were used for Western blotting in each group: **P = 0.0098 (3 M), ***P = 0.0001 (6 M), ***P = 0.0003 (9 M)

Consistent with the expression of the CRISPR/CasRx system in 293 T cells, the RT-qPCR results showed that the injection of AAV-CasRx/HTT gRNAs reduced *HTT* mRNA in HD 140Q-KI mice of different ages (Fig. 2B). Furthermore, it was observed that AAV-CasRx/HTT gRNAs efficiently silenced the expression of HTT in the striatum of different age groups, as demonstrated by immunofluorescence staining (Fig. 2C, D). Western blotting analysis using the 1C2 antibody, which reacts only with polyQ expanded protein [78, 79], revealed that the expression of CasRx/HTT gRNAs significantly reduced mHTT in the striatum of mice at different ages, compared to the CasRx/Ctrl gRNA -injected striatum (Fig. 2E). The results of western blotting analysis using the EM48 antibody were consistent with those of the 1C2 antibody, and a significant reduction in aggregates was observed after AAV-CasRx/HTT gRNAs injection, especially in 9-month-old treated HD 140Q-KI mice (Extended Data Fig. 2A). In summary, our findings demonstrate that the CRISPR/CasRx system can efficiently silence the expression of *HTT* at the RNA and protein levels in the striatum of HD 140Q-KI mice.

### CRISPR/CasRx treatment mitigated a portion of the neuropathological changes in the striatum of HD 140Q-KI mice

We investigated whether CRISPR/CasRx treatment could reverse the typical neuropathology of HD 140Q-KI mice, which includes increased gliosis with nuclear accumulation and aggregation of mHTT [56, 76, 77]. Western blotting using glial fibrillary acidic protein (GFAP) [80–82], a marker of astrocytes and ionized calcium binding adapter molecule 1 (Iba1) [83, 84], a marker of microglia, showed that the increase of GFAP and Iba1 were reverted 6 weeks after injecting AAV-CasRx/HTT gRNAs into the striatum of HD 140Q-KI mice at different ages (Fig. 3A, B). At the same time, immunofluorescence results were consistent with our previous study in pigs [37]. In WT mice, we did not observe significant proliferation of glial cells after AAV9 injection compared with injection of PBS (Extended Data Fig. 3A). In addition, consistent with the WB results mentioned above, administration of AAV-CasRx/HTT gRNAs effectively reduced the number of GFAP-positive and IBA1-positive cells (Fig. 3C, D). We also examined the number of neurons labeled with neuronal nuclear protein (NeuN) [85], and the results of western blotting and immunofluorescence staining consistently showed that CRISPR/CasRx treatment did not change the number of neurons (Fig. 3A, B; Extended Data Fig. 4A). This was due to the limitations of HD 140Q-KI mice, which do not have significant neuronal loss [77, 86–88]. Therefore, no significant changes in the number of neurons were observed in HD 140Q-KI mice after CRISPR/CasRx treatment. In summary, the above experimental results support the notion that CRISPR/CasRx treatment can reverse the increased gliosis in the striatum of HD 140Q-KI mice.

**Fig. 3:**
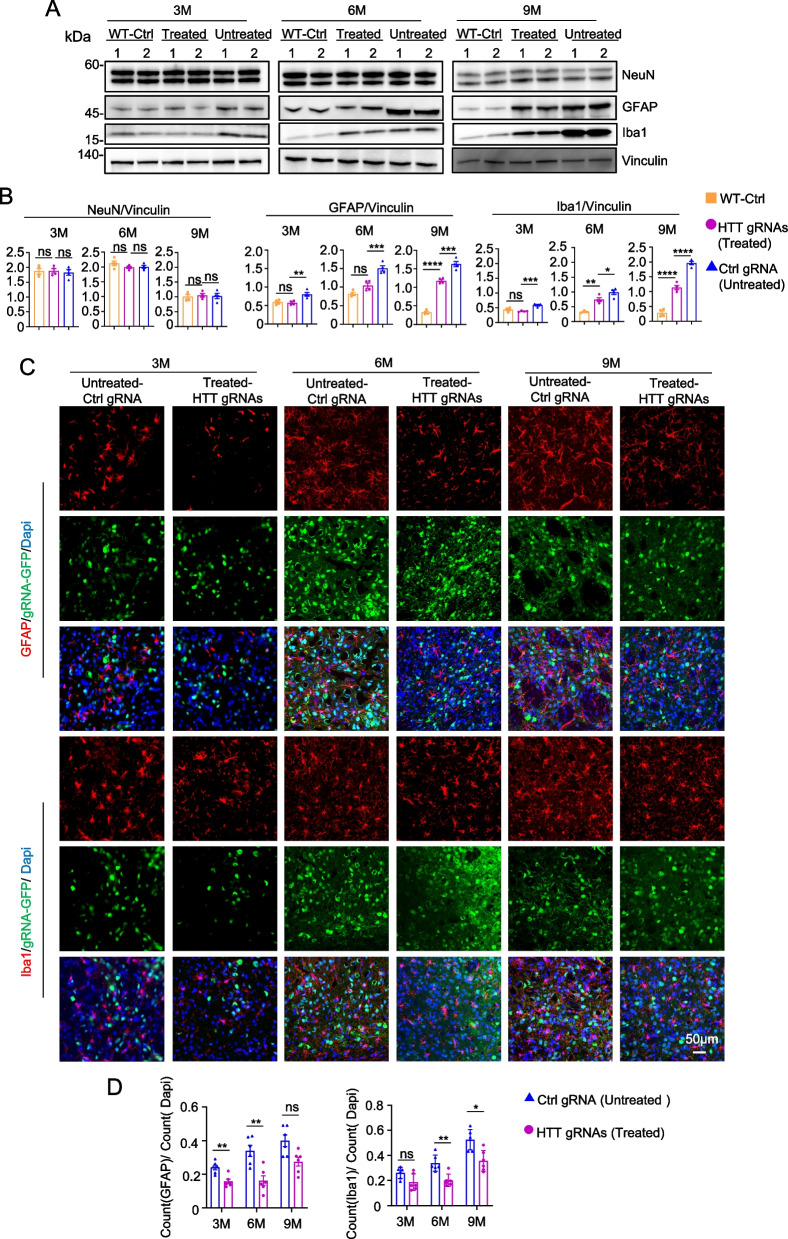
Analysis of the neuropathology in HD KI-140Q mice after AAV-CRISPR/CasRx treatment. **A** Western blots of neuronal (NeuN) and glial (GFAP, Iba1) proteins expression in the striatum of HD KI-140Q mice injected with AAV-CasRx/Ctrl gRNA (Untreated) or AAV-CasRx/HTT gRNAs (Treated) at 3, 6, and 9 months of age and age-matched wild-type (WT) mice. Vinculin was used as a loading control. **B** Quantification of the ratios of NeuN, GFAP, and Iba1 to vinculin on the western blots. *n* = 4 mice per group. Data were analyzed by one-way ANOVA and presented as mean ± SEM. NeuN: WT vs Treated ( *P* = 0.9922 (3 M), *P* = 0.2382 (6 M), *P* = 0.8823 (9 M)), Treated vs Untreated ( *P* = 0.8593 (3 M), *P* = 0.9602 (6 M), *P* = 0.9698 (9 M)); GFAP: WT vs Treated ( *P* = 0.9366 (3 M), *P* = 0.0588 (6 M), ****P < 0.0001 (9 M)), Treated vs Untreated ( **P = 0.0042 (3 M), ***P = 0.0010 (6 M), ***P = 0.0002 (9 M)); Iba1: WT vs Treated ( *P* = 0.2684 (3 M), **P = 0.0013 (6 M), ****P < 0.0001 (9 M)), Treated vs Untreated ( ***P = 0.0004 (3 M), *P = 0.0258 (6 M), ****P < 0.0001 (9 M)). **C** Representative micrographs of immunofluorescence staining of the striatum from HD KI-140Q mice injected with AAV-CasRx/Ctrl gRNA (Untreated) or AAV-CasRx/HTT gRNAs (Treated) at 3, 6, and 9 months of age. Brain slices were examined after 1.5 months of viral injection and stained with antibodies to GFAP, Iba1 and GFP. GFP indicated gRNA expression. Scale bars: 50 μm. **D** Quantification of the numbers of GFAP-positive or Iba1-positive cells. Data are presented as mean ± SEM. *n* = 6 animals per group, two-way ANOVA were used for statistical analysis. GFAP, **P = 0.0055 (3 M); **P = 0.0073 (6 M); *P* = 0.0528 (9 M). Iba1, *P* = 0.1423 (3 M); **P = 0.0070 (6 M); *P = 0.0152 (9 M)

**Fig. 4:**
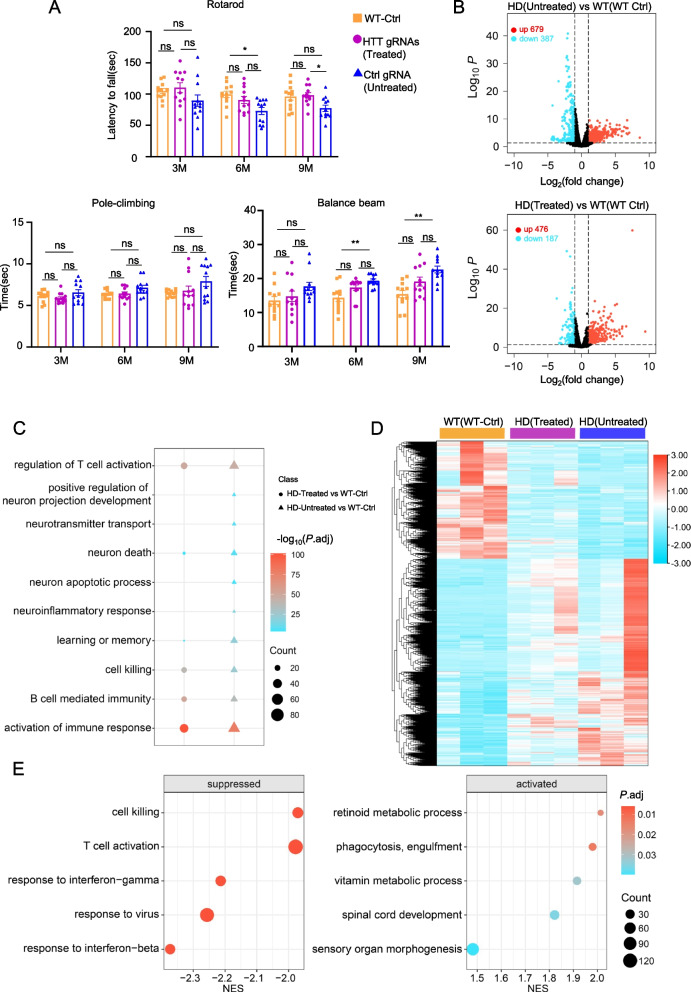
CRISPR/CasRx alleviated the motor dysplasia and mitigated gene expression dysregulation in the HD 140Q-KI mice. **A** Motor functions of WT mice injected AAV-Ctrl gRNA and HD KI-140Q mice injected with AAV-CasRx/Ctrl gRNA (Untreated) as control or with AAV-CasRx/HTT gRNAs (Treated). Mice were injected at 3, 6, and 9 months of age and examined 1.5 months after injection. *n* = 12 mice per group. Data were analyzed by two-way ANOVA and presented as mean ± SEM. Rotarod: WT vs Treated ( *P* = 0.8453 (3 M), *P* = 0.5126 (6 M), *P* = 0.9421 (9 M)), Treated vs Untreated ( *P* = 0.2108 (3 M), *P* = 0.1780 (6 M), *P = 0.0212 (9 M)), WT vs Untreated ( *P* = 0.2834 (3 M), *P = 0.0188 (6 M), *P* = 0.0719 (9 M)); Pole-climbing: WT vs Treated ( *P* = 0.5147 (3 M), *P* = 0.9058 (6 M), *P* = 0.8507 (9 M)), Treated vs Untreated ( *P* = 0.2330(3 M), *P* = 0.1471 (6 M), *P* = 0.3280 (9 M)), WT vs Untreated ( *P* = 0.5805 (3 M), *P* = 0.1068 (6 M), *P* = 0.0866 (9 M)); Balance beam: WT vs Treated ( *P* = 0.4292 (3 M), *P* = 0.1162 (6 M), *P* = 0.0529 (9 M)), Treated vs Untreated ( *P* = 0.3078 (3 M), *P* = 0.1553 (6 M), *P* = 0.0597 (9 M)), WT vs Untreated ( *P* = 0.0659 (3 M), **P = 0.0072 (6 M), **P = 0.0012 (9 M)). **B** Differential expressed genes (DEGs) while AAV-CasRx/HTT gRNAs (Treated)- or AAV-CasRx/Ctrl gRNA (Untreated)-injection HD-KI mice versus AAV-Ctrl gRNA (WT-Ctrl)-injection WT mice; volcano plot indicates Group HD (Untreated) versus Group WT (WT-Ctrl) with 1066 total DEGs (387 downregulated; 679 upregulated) while Group HD (Treated) versus Group WT (WT-Ctrl) with 663 DEGs(187 downregulated; 476 upregulated) that much less than untreated HD-KI mice (*n* = 3, *P* < 0.05, foldchange ≥ 2). **C** Gene Ontology (GO) pathway enrichment analysis of two groups DEGs from (B) reveals AAV-CasRx/HTT gRNAs treatment can affect the neuronal related pathway genes on HD-KI mice. (*P* < 0.05). **D** Heatmap of the expressing levels (FKPM) of total DEGs from Group HD (Untreated) vs Group WT (WT-Ctrl) in HD (Untreated)/HD (Treated)/WT (WT Ctrl) mice shows the transcriptome of HD (Treated) mice are more similar to WT control mice than HD(Untreated) mice (*n* = 3). **E** Gene Set Enrichment Analysis (GSEA) of the differential analysis of group HD (Treated) versus group HD (Untreated) mice shows AAV-CasRx/HTT gRNAs treatment suppressed such immune-related pathways and activated the pathways like phagocytosis and others. (*P*.adj < 0.05)

### CRISPR/CasRx treatment partially mitigated gene expression dysregulation in the HD 140Q-KI mice striatum

Previous studies have demonstrated that motor dysfunction in HD 140Q-KI mice can be assessed through rotarod and balance beam tests [56, 77]. Similarly, we performed behavioral tests on WT mice injected Ctrl gRNA and HD 140Q-KI mice injected with CasRx and HTT gRNAs or Ctrl gRNA. We found that HD 140Q-KI mice treated with AAV-CasRx/HTT gRNAs at 6 and 9 months of age had improved motor performance compared with mice treated with AAV-CasRx/Ctrl gRNA (Fig. 4A). This result indicated that CRISPR/CasRx could improve the motor function of HD KI-140Q mice. We then selected HD 140Q-KI mice that were treated at 6 months of age to examine whether the deregulation of gene expression was reversed by CRISPR/CasRx treatment. We isolated striatum RNA from wild-type (WT) mice injected AAV-Ctrl gRNA, HD 140Q-KI mice injected with AAV-CasRx/Ctrl gRNA, and AAV-CasRx/HTT gRNAs for RNA sequencing (RNA-seq) analysis. 

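The striatal RNA came from 9 mice, 3 in each group, injected at 6 months of age and analysed 6 weeks later. HD 140Q-KI mice carry human HTT exon 1 with an expanded CAG repeat in their own Htt gene. WT mice received the control gRNA without CasRx, whereas both HD groups received CasRx. A difference between either HD group and WT therefore covers at least the knock-in allele and the CasRx vector together. The libraries were made from the 3′ ends of mRNA with an oligo-dT primer. The authors aligned the reads with STAR and deposited the number of reads counted on each of 55357 Ensembl genes, without normalization. Total counts ranged from 27184356 to 31112342 in WT mice (median 27675089), from 28628414 to 29311041 in untreated mice (median 29100087) and from 29943675 to 32102121 in treated mice (median 30504223). The 10 most abundant genes held between 5.39% and 7.81% of the counts of a library. The within-group standard deviation over all tested genes was 0.44 in WT, 0.48 in untreated and 0.37 in treated mice, on the scale of log2 CPM, the counts scaled to a common library size. Low-count genes were removed by edgeR's filterByExpr function, which left 19463, the libraries were normalized by its TMM method, and all 9 were fitted together. As in Fig. 4B, a DEG had an unadjusted P under 0.05 and a fold change of at least 2. Htt (ENSMUSG00000029104, chromosome 5) was counted at 187 ± 4.81 CPM (SD, n = 3 mice) in WT, 145 ± 4.62 CPM (SD, n = 3) in untreated and 135 ± 4.65 CPM (SD, n = 3) in treated mice. A count at the 3′ end does not separate the knock-in allele from the WT allele. Its log2 fold change in treated against untreated mice was −0.10 (standard error 0.06, adjusted p = 0.942 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with each mouse left out in turn it stayed between −0.12 and −0.07. Each treated mouse had a lower value than each untreated mouse (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). Against WT, the log2 fold change of Htt was −0.37 (standard error 0.06, adjusted p = 0.00656 from the same edgeR test) in untreated and −0.46 (standard error 0.06, adjusted p = 0.00425 from the same edgeR test) in treated mice. Xist (ENSMUSG00000086503, X chromosome) was counted at 826 to 983 CPM in the 3 treated mice and in untreated replicates 2 and 3, and at no more than 3.76 CPM in the other 4 mice. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had no count in those 5 libraries and 3435 to 5005 summed counts in the other 4, which are the 3 WT mice and untreated replicate 1. The labels do not state the sex of single mice. If these counts reflect it, the comparisons with WT also cover sex, completely for treated mice and in part for untreated mice.

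**Figure D1:**
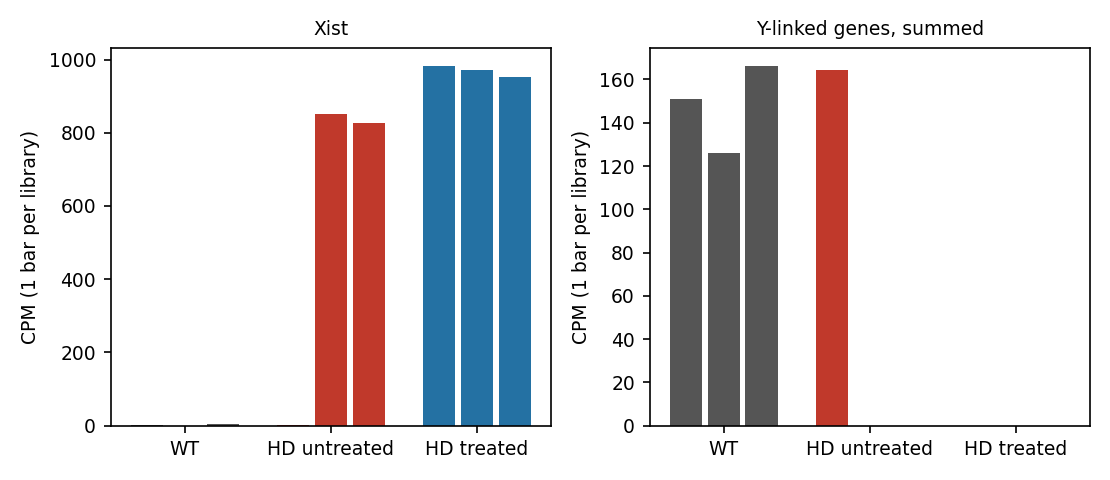
Level of Xist (left) and the summed level of 4 Y-linked genes (right) in CPM, 1 bar per mouse in the order of the replicates. Xist stands at 826 CPM or more in 5 libraries, and the Y-linked genes are counted only in the other 4.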

The volcano plot of differential analysis shows that the AAV-CasRx/HTT gRNAs treatment HD-KI mice have fewer differentially expressed genes (DEGs) (665 DEGs) compared to the untreated AAV-CasRx/Ctrl gRNA HD-KI mice relative to the WT mice injected Ctrl gRNA (1066 DEGs). (*P* < 0.05, foldchange ≥ 2) (Fig. 4B). 

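Against WT mice, the deposited counts gave 1588 DEGs in untreated mice, 1085 higher and 503 lower, and 1016 DEGs in treated mice, 747 higher and 269 lower. The count in treated mice was 0.640 of that in untreated mice. Of the choices changed singly, requiring an adjusted p under 0.05 moved this ratio most, to 0.302, with 733 and 221 DEGs. Of these, 442 were higher and 291 lower in untreated mice, and 106 higher and 115 lower in treated mice. At that threshold the ratio depended on the fit, and a fit of only the compared groups, a combination chosen after the data were seen, gave 343 and 540 DEGs, a ratio of 1.57. With each mouse left out in turn, the ratio stayed between 0.556 and 0.919. Of the DEGs, 803 were shared by both comparisons, and each of these changed in the same direction in both. Among genes that passed the adjusted threshold, immunoglobulin genes rose most. Ighg2b (ENSMUSG00000076613) had no count in any WT mouse, 34.5 ± 17.7 CPM (SD, n = 3 mice) in untreated and 79.9 ± 43.5 CPM (SD, n = 3) in treated mice. It was at least 304-fold higher in untreated mice (adjusted p = 0.00185 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and at least 705-fold higher in treated mice (adjusted p = 0.00325 from the same edgeR test), set against a floor of 3 counts. Igkv4-53 (ENSMUSG00000095753) was likewise not counted in WT mice. It varied widely among HD mice, at 13.6 ± 12.9 CPM (SD, n = 3) in untreated and 58.6 ± 51.9 CPM (SD, n = 3) in treated mice. It was at least 120-fold higher in untreated (adjusted p = 0.0390 from the same edgeR test) and at least 517-fold higher in treated mice (adjusted p = 0.0338 from the same edgeR test). With 1 mouse left out in turn, these adjusted p-values reached 0.105 and 0.103. Igha (ENSMUSG00000095079) completed the largest rises in untreated mice and Igkv16-104 (ENSMUSG00000076522) those in treated mice. Immunoglobulin genes have near-identical copies among which the authors' counting could divide reads, so the level of a single member is uncertain. Among the falls, Gpx6 (ENSMUSG00000004341, chromosome 13) went from 5.72 ± 1.41 CPM (SD, n = 3) in WT to 0.282 ± 0.237 CPM (SD, n = 3) in untreated and 0.436 ± 0.0645 CPM (SD, n = 3) in treated mice. The log2 fold change of Gpx6 was −4.31 (standard error 0.50, adjusted p = 0.00137 from the same edgeR test) in untreated and −3.70 (standard error 0.48, adjusted p = 0.00452 from the same edgeR test) in treated mice. The other falls named by the same rule had fewer counts. They were the pseudogene Gm17091 and the long non-coding RNA gene Gm1559 in untreated mice, and Ifi27l2b and Ceacam10 in treated mice.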

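GO terms were not at hand, so the DEGs were tested in 20 gene lists named by cell type or process, with a one-sided Fisher's exact test against all tested genes and Benjamini-Hochberg adjustment over the lists. Genes are not independent replicates, and the p-values describe these DEGs. In untreated mice, 8 lists passed an adjusted p of 0.05. All 45 tested genes of the interferon response list were DEGs, each of them higher than in WT (adjusted p = 1.19e-48, Fisher's exact test). So were 29 of 34 genes of the T cell and cytotoxic lymphocyte list, 28 of them higher (adjusted p = 4.02e-26, Fisher's exact test), 17 of 19 of antigen presentation and 14 of 15 of B cell and immunoglobulin. Of the striatal projection neuron list, 32 of 45 genes were DEGs, all lower (adjusted p = 1.90e-24, Fisher's exact test), and of the choroid plexus list 20 of 22, also all lower. The choroid plexus list varied widely among WT mice, whose means stood at −2.73, 2.02 and 0.71 around the group's mean in log2 CPM, and WT replicate 1 lay below each untreated mouse. The lists closest to neuronal projection were not enriched. They held 2 DEGs among 61 genes for axon and neuron projection and 1 among 68 for synapse, both with an adjusted p of 1 (Fisher's exact test). In treated mice, 10 lists passed, among them the sex-linked list with 5 of 5 genes, and no gene of the choroid plexus list was a DEG. The interferon response list held 43 DEGs among 45 genes (adjusted p = 5.52e-52, Fisher's exact test), the T cell list 19 of 34 (adjusted p = 1.62e-15, Fisher's exact test) and the striatal list 20 of 45 (adjusted p = 6.87e-14, Fisher's exact test). Among interferon response genes with the smallest P, Usp18 (ENSMUSG00000030107, chromosome 6) had 0.921 ± 0.0494 CPM (SD, n = 3 mice) in WT, 12.4 ± 9.73 CPM (SD, n = 3) in untreated and 9.51 ± 7.72 CPM (SD, n = 3) in treated mice. The treated mouse was lower in 3 of 3 same-numbered pairs, which are pairs of different animals, and the difference between the group means was smaller than either SD. Scn4b (ENSMUSG00000046480, chromosome 9), of the striatal list, had 1205 ± 106 CPM (SD, n = 3) in WT, 293 ± 36.4 CPM (SD, n = 3) in untreated and 367 ± 5.23 CPM (SD, n = 3) in treated mice.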

In HD 140Q-KI mice injected with AAV-CasRx/Ctrl gRNA, DEG were enriched in HD-related pathological pathways, and knockdown of *HTT* mRNA by CRISPR/CasRx effectively alleviated some gene transcription dysregulation related to immune and inflammatory responses and neuronal projection (Fig. 4C). DEG enrichment analysis found that compared with HD 140Q-KI mice injected with AAV-CasRx/Ctrl gRNA, the gene expression levels of HD 140Q-KI mice treated with CRISPR/CasRx were closer to those of WT mice used as control (Fig. 4D). 

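The distance from WT was measured in each mouse as the mean over the 1588 DEGs of untreated mice of the difference in log2 CPM from the WT mean, counted as positive in the direction of the untreated change. It was 1.82 ± 0.555 (SD, n = 3 mice) in untreated and 1.52 ± 0.137 (SD, n = 3) in treated mice, so treated mice held 83.8% of the untreated distance. This difference was within the spread between untreated mice (two-sided exact permutation test without regard to replicate number, p = 0.4). The treated mouse had the smaller distance in 3 of 3 same-numbered pairs, which are pairs of different animals. Across numbers, treated replicates 2 and 3 (1.57 and 1.63) had larger distances than untreated replicate 1 (1.38). For 1231 of the DEGs (77.5%) the treated mean lay nearer to the WT mean than the untreated mean did, and 1575 (99.2%) kept their direction. For 74 (4.66%) the change back toward WT passed the DEG threshold between treated and untreated mice. The genes were chosen on the untreated mice, which raises the untreated distance. When DEGs were chosen on 2 untreated and 2 WT mice and scored on the mice left out, the mean treated distance was 95.1% of the mean untreated distance. Within the 9 choices of mice left out the share ran from 56.2% to 145%, with a median of 103%, and was below 100% in 4 of them. It was above 100% in each choice that left out untreated replicate 1 and below 100% in each that left out untreated replicate 3. In simulated counts with equal changes in both HD groups, the distance read 69.6% in the same mice and 99.2% in the mice left out. Those counts held 200 changed genes, and 221 genes met the DEG definition between simulated groups without change. The mice had 1588 DEGs, so the 69.6% does not measure how far gene choice lowered the 83.8%. Over the DEGs that were lower in untreated mice, the distances were 1.53, 1.38 and 1.53 in untreated and 1.00, 1.13 and 0.75 in treated mice, replicates 1 to 3. Over those that were higher, they were 1.31, 1.74 and 2.86 in untreated and 1.54, 1.77 and 2.04 in treated mice.

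**Figure D2:**
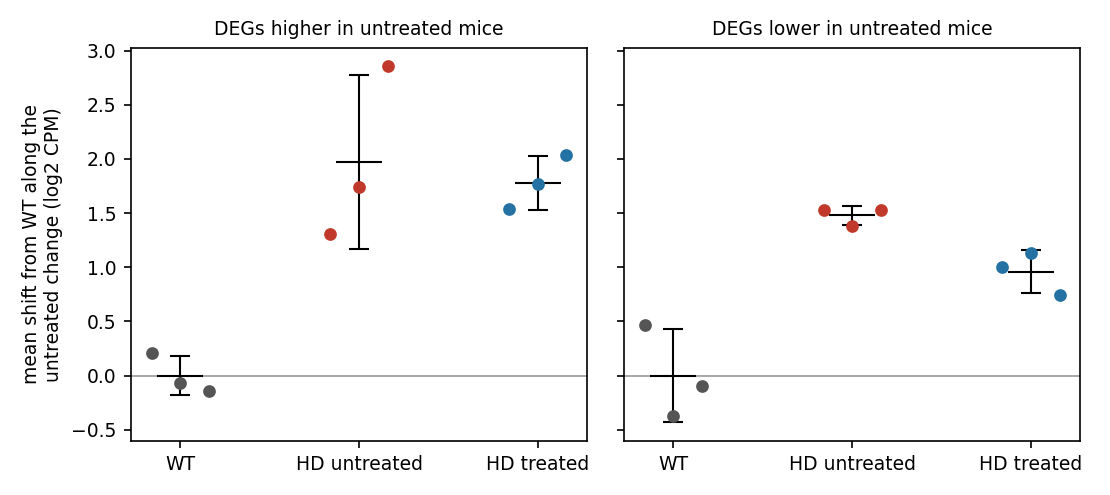
Mean shift from the WT mean in log2 CPM over the DEGs that were higher (left) or lower (right) in untreated mice, counted along the untreated change. Points are mice, bars the mean and SD of 3 mice. Treated mice lie below the untreated mice for the DEGs that were lower, at 0.75 to 1.13, and within their range for those that were higher.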

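Between treated and untreated mice, 150 genes were DEGs, 70 higher and 80 lower in treated mice. None had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the smallest was 0.348, and 1071 genes had an unadjusted P under 0.05. The number of DEGs rose most, to 485, when low-count genes were kept. The balance of higher and lower DEGs in treated against untreated mice depended on single mice. It was 184 and 79 without untreated replicate 3, and 78 and 134 without untreated replicate 1. Mice with the same replicate number in these 2 groups are different animals, and their deviations from the group means had a mean correlation of 0.141 across genes, which are not independent replicates. With the replicate number as a block, the comparison gave 163 DEGs, 119 of them among the 150. Other tests were less strict, with 5 DEGs past the adjusted threshold in DESeq2 and 31 in edgeR's exact test. Of the 20 gene lists, only the sex-linked one was enriched among the 150 DEGs, with 4 of 5 genes, all lower in treated mice, which had no Y-linked counts. The largest rises by unadjusted P were in Hoxc4 (ENSMUSG00000075394), Igkv3-7 (ENSMUSG00000076598) and Wdr86 (ENSMUSG00000055235), and the largest falls in Igkv5-48 (ENSMUSG00000076563), Nnmt (ENSMUSG00000032271) and AC113104.3 (ENSMUSG00000117888). Nnmt had 0.410 ± 0.146 CPM (SD, n = 3 mice) in untreated and 0.0439 ± 0.0761 CPM (SD, n = 3) in treated mice, a log2 fold change of −3.14 (standard error 1.00, adjusted p = 0.886 from the same edgeR test).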

We conducted Gene Set Enrichment Analysis (GSEA) analysis on the differential analysis results of AAV-CasRx/HTT gRNAs treated HD-KI mice versus control HD-KI mice. The findings indicated that treatment with AAV-CasRx/HTT gRNAs significantly inhibited immune and pro-inflammation related pathways, while simultaneously activating pathways such as phagocytosis, vitamin metabolism and neuronal-related pathways (*P.adj* < 0.05) (Fig. 4E). 

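The genes were ranked by the signed square root of edgeR's quasi-likelihood F and the 20 gene lists were tested with fgsea, whose normalized enrichment score (NES) is positive where a list is higher in treated mice. The adjusted p passed 0.05 for 14 lists, the sex-linked one included. With the replicate number as a block 14 passed as well, but microglia took the place of antigen presentation. With each mouse left out in turn, from 10 to 16 lists passed. A rotation test of mice rather than genes (limma's fry) passed 0 lists. Limma's camera, with an inter-gene correlation set to 0.01, passed the 14 lists of the main fit except 2 of them. These were antigen presentation (adjusted p = 0.309 from camera) and the sex-linked list (adjusted p = 0.0731 from camera). Camera also passed the red blood cell list (adjusted p = 0.0402 from camera). The striatal projection neuron list rose most (NES 3.41, adjusted p = 3.68e-28 from fgsea), and its NES stayed between 3.03 and 3.41 in each run of fgsea, while its adjusted p was 0.0900 in fry. With the WT mean set to 0, the list's mean in log2 CPM was −1.35 ± 0.108 (SD, n = 3 mice) in untreated and −0.91 ± 0.0332 (SD, n = 3) in treated mice (two-sided exact permutation test, p = 0.1, the smallest possible). Retinoid and vitamin metabolism genes also rose (NES 1.83, adjusted p = 0.00307 from fgsea), but did not pass without untreated replicate 2, untreated replicate 3 or treated replicate 3. Phagocytosis and engulfment genes did not pass (NES −0.95, adjusted p = 0.621 from fgsea). The synapse list fell (NES −2.33, adjusted p = 1.22e-07 from fgsea), as did axon and neuron projection (NES −1.61, adjusted p = 0.0100 from fgsea). The axon and neuron projection list did not pass without untreated replicate 1, untreated replicate 2 or treated replicate 2. Against the WT mean, the synapse list's mean in log2 CPM was 0.040 ± 0.079 (SD, n = 3 mice) in untreated mice. It was −0.070 ± 0.053 (SD, n = 3) in treated mice. The axon and neuron projection list's mean was 0.095 ± 0.063 (SD, n = 3) in untreated and 0.0051 ± 0.038 (SD, n = 3) in treated mice. Both differences were small (two-sided exact permutation test, p = 0.2 for each list). Interferon response (NES −2.13, adjusted p = 2.34e-05 from fgsea), T cell and cytotoxic lymphocyte (NES −2.0, adjusted p = 3.82e-04 from fgsea) and antigen presentation (NES −1.78, adjusted p = 0.00953 from fgsea) fell too. With the block on replicate number, their NES was −2.09, −1.59 and −1.48, the last with an adjusted p of 0.0643 from fgsea. These 3 lists changed direction when untreated replicate 3 was left out, to an NES of 2.64, 2.10 and 2.57. They stayed lower in treated mice with any other HD mouse left out. Without treated replicate 1, however, interferon response (NES −1.15, adjusted p = 0.305 from fgsea) and antigen presentation (NES −1.32, adjusted p = 0.169 from fgsea) did not pass. The T cell list also changed direction with at least 10 counts in every library (NES 0.99, adjusted p = 0.570 from fgsea). In log2 CPM above the WT mean, the interferon response list stood at 1.75, 2.32 and 4.28 in untreated mice, replicates 1 to 3, and at 1.70, 2.11 and 3.68 in treated mice (two-sided exact permutation test without regard to replicate number, p = 0.6). The treated mouse was the lower one in 3 of 3 same-numbered pairs, which are pairs of different animals. The T cell list stood at 1.16, 2.04 and 4.37 in untreated and at 1.48, 2.17 and 2.80 in treated mice (two-sided exact permutation test, p = 0.9). The B cell and immunoglobulin list rose (NES 2.01, adjusted p = 0.00116 from fgsea), but did not pass without untreated replicate 1 or treated replicate 2. Of 727 Reactome sets over 15537 genes, 19 passed an adjusted p of 0.05 in fgsea, 9 higher and 10 lower. Neuronal System (NES −1.83, adjusted p = 8.32e-04 from fgsea) and Interferon gamma signaling (NES −1.89, adjusted p = 0.00885 from fgsea) were among the lower ones and mRNA Splicing (NES 1.84, adjusted p = 0.00496 from fgsea) among the higher ones.

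**Figure D3:**
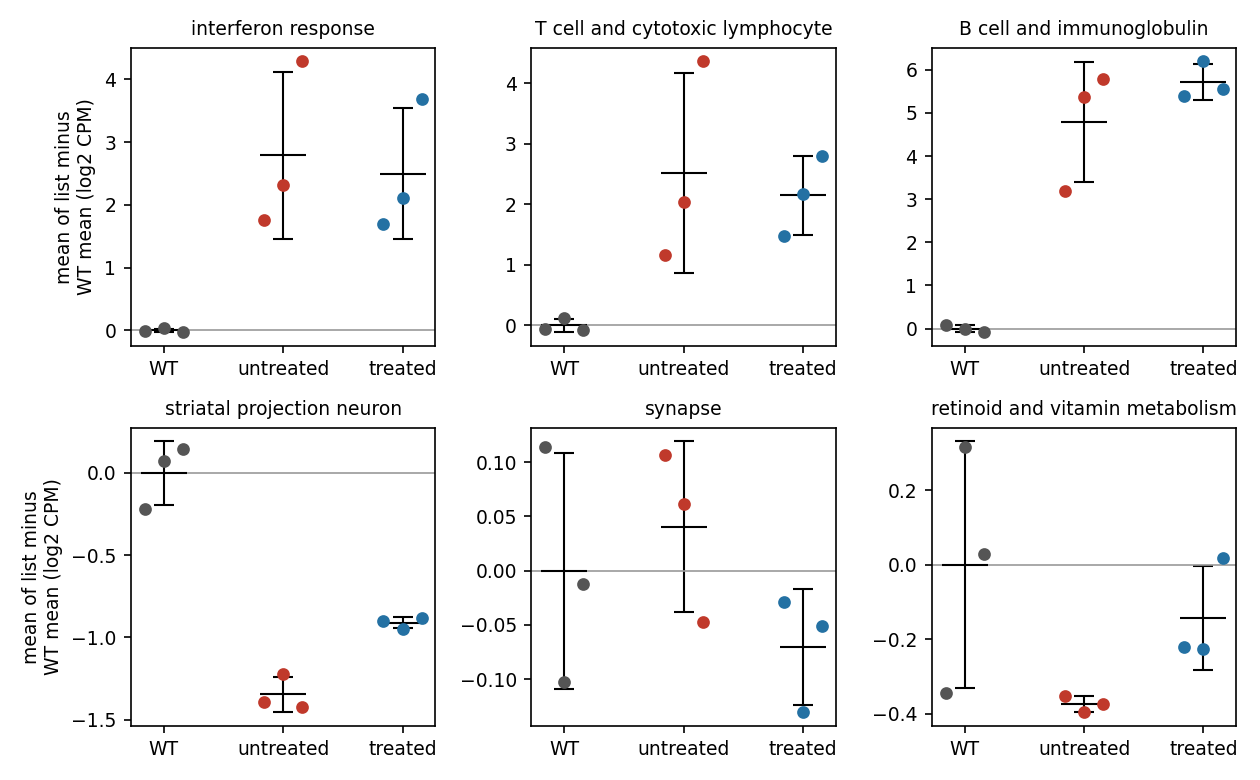
Mean of 6 gene lists in each mouse minus the WT mean, in log2 CPM. Points are mice in the order of the replicates, bars the mean and SD of 3 mice. The striatal list lies below WT in both HD groups, at −1.22 or lower in untreated mice and at −0.88 to −0.95 in treated mice, while the immune lists overlap between the HD groups.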

In conclusion, targeting *HTT* mRNA by CRISPR/CasRx can partially alleviate gene expression dysregulation in HD 140Q-KI mice.

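Over the DEGs of untreated mice, the median change from WT in treated mice was 0.791 of that in untreated mice. The first principal component of the log2 CPM values held 47.9% of the variance and placed the WT mice at −50.0, −72.2 and −65.8, the untreated mice at 0.419, 26.1 and 71.3, and the treated mice at 19.6, 34.0 and 36.4. The treated mice thus lay within the range of the untreated mice on it. Among striatal projection neuron genes, Adora2a (ENSMUSG00000020178, chromosome 10) had 283 ± 31.1 CPM (SD, n = 3 mice) in WT, 64.6 ± 9.93 CPM (SD, n = 3) in untreated and 109 ± 0.921 CPM (SD, n = 3) in treated mice. Its log2 fold change in treated against untreated mice was 0.75 (standard error 0.11, adjusted p = 0.348 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tac1 (ENSMUSG00000061762, chromosome 6) had 179 ± 31.8 CPM (SD, n = 3) in WT, 92.7 ± 7.12 CPM (SD, n = 3) in untreated and 161 ± 8.25 CPM (SD, n = 3) in treated mice, a log2 fold change of 0.80 (standard error 0.12, adjusted p = 0.348 from the same edgeR test). After comparing the DEGs of both HD groups, their enrichment and their levels, and the gene sets that differ between treated and untreated mice, the paper concludes that targeting HTT mRNA partly relieves the dysregulation of gene expression in these mice.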

### Stereotactic injection of CRISPR/CasRx reduced mutant HTT expression in the striatum of HD-KI pigs

To extend our studies to large animal models of HD, we investigated the therapeutic effect of CRISPR/CasRx on heterozygous HD knock-in pigs carrying a mutant *HTT* allele with 150 CAG repeats [50]. Similar to HD 140Q-KI mice, HD-KI pigs carry endogenous *HTT* exon 1 that is replaced by human *HTT* exon 1 containing abnormally repetitive CAG repeats [50, 56]. Therefore, we wanted to treat HD-KI pigs with the four gRNAs targeting the mature human *HTT* exon1 mRNA (Fig. 5A). HD-KI pigs generally show HD-related pathology and movement disorders at the age of 3 months, and the striatum is the earliest and most severely affected brain region in HD-KI pigs [50]. Thus, we injected AAV-CasRx/gRNA into the bilateral striatum of 3-month-old HD-KI pigs by brain stereotaxic injection, and injected AAV-Ctrl gRNA into WT pigs of the corresponding age (Fig. 5A). Four months after virus injection, the pigs were euthanized after motor ability testing, and brain tissues were collected for the following analysis.

**Fig. 5:**
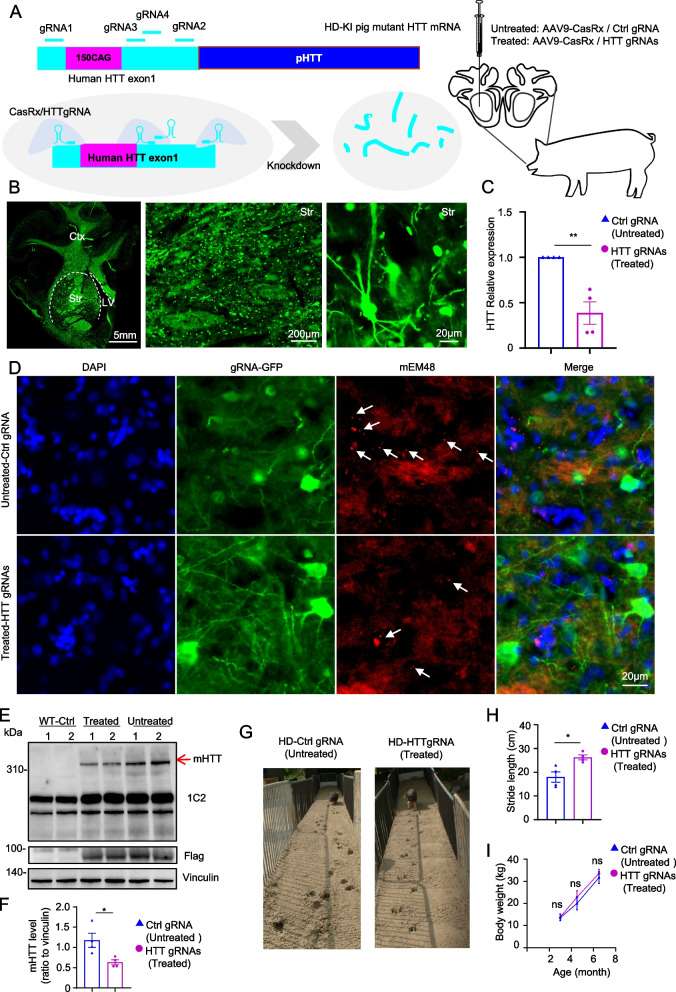
Analysis of HD-KI pig after stereotaxic injection with AAV-CasRx/HTT gRNAs. **A** Schematic diagram of CasRx-mediated knockdown of *HTT* mRNA in HD-KI pigs. AAV9 viruses carrying HTT gRNAs (gRNA1 and gRNA2; gRNA3 and gRNA4) and CasRx (Treated group) were delivered by brain stereotaxic injection into the striatum of HD KI pigs at 3 months of age. The control group (Untreated group) was injected with AAV9 viruses carrying CasRx and Ctrl gRNA. **B** Immunofluorescence staining with antibody against GFP showing expression of gRNA (gRNA constructs containing GFP tag) in a wide range of the pig’s striatum. ctx, cortex; Str, striatum; LV, lateral ventricle. On the right are the high magnification micrographs displaying GFP expression in the striatum. Scale bar: 5 mm (left), 200 μm (middle), 20 μm (right). **C** RT-qPCR analysis of *HTT* mRNA expression in HD-KI pigs treated at 3 months of age. *n* = 4 pigs per group. Data were analyzed by unpaired two-tailed t-test and presented as mean ± SEM. **P = 0.0026. **D** Double immunofluorescent images of brain sections (striatum) stained with antibodies GFP (gRNA) and mEM48 (mHTT). DAPI was used for nuclear staining. Scale bars: 20 μm. **E** Representative Western blots of mHTT (1C2) expression in HD-KI pigs treated at 3 months of age. Flag indicated the expression of CasRx (CAG-CasRx constructs containing flag tag) and vinculin was used as a loading control. **F **The quantification ratios of mHTT to vinculin. Unpaired two-tailed t-test was used for statistical analysis of two groups and data were expressed as mean ± SEM. Each group was four animals. *P = 0.0257. **G** The foot-printing test of HD-KI pigs injected with AAV-CasRx/Ctrl gRNA (left) and AAV-CasRx/HTT gRNAs (right). **H **Quantification of stride lengths for front and rear footprints of HD KI pigs, both untreated and treated with AAV-CasRx/HTT gRNAs injected into the striatum. The untreated pigs received injections of AAV-CasRx/Ctrl gRNA. Data are presented as mean ± SEM, with *n* = 4 animals per group. A statistically significant difference was observed (*P = 0.0140), determined using an unpaired two-tailed t-test. **I** Body weight of untreated and treated HD-KI pigs (*n* = 4 animals per group) was presented. Data are expressed as mean ± SEM, and with two-way ANOVA employed for statistical analysis

The results of immunofluorescence staining showed that GFP was widely expressed in the injected area, which was because the AAV9-gRNA carried the coding sequence of GFP (Fig. 5B). After confirming that the virus was successfully expressed, we evaluated the therapeutic effect of CRISPR/CasRx on HD-KI pigs at both the RNA and protein levels. Due to the high similarity between the *HTT* exon1 sequences of pigs and humans, specific primers capable of distinguishing mutant *HTT* mRNA from WT *HTT* mRNA in HD-KI pigs were not available. As a result, we could only identify changes in total *HTT* mRNA. The RT-qPCR results demonstrated a significant reduction of total *HTT* mRNA in the treatment group injected with AAV-CasRx/HTT gRNAs compared to HD-KI pigs injected with AAV-CasRx/Ctrl gRNA (Fig. 5C). In addition, we detected the expression of mHTT in the striatum of 7-month-old HD-KI pigs injected with AAV-CasRx/gRNA at 3 months of age through immunostaining and western blotting. Both aggregated mHTT (Fig. 5D; Extended Data Fig. 5A) and full-length mHTT (Fig. 5E) were significantly reduced after AAV-CasRx/HTT gRNAs injection compared with control striatum injected with control gRNA, which was also verified by quantitative analysis (Fig. 5F; Extended Data Fig. 5B).

In addition to the typical pathological features of the production of aggregated mHTT, HD patients exhibit typical involuntary choreiform movements accompanied by severe voluntary movement deficits, which were also observed in HD-KI pigs [50, 89, 90]. The motor performance of 7-month-old HD KI pigs injected with AAV-CasRx/gRNA was assessed by analyzing their performance over sandy tracks. HD-KI pigs injected with AAV-Ctrl gRNA (untreated) showed an irregular gait and shorter stride lengths, whereas HD-KI pigs injected with AAV-HTT gRNAs/CasRx exhibited much improved gait performance (Fig. 5G, H; Supplementary video-1). Nonetheless, the brain injection of AAV-CasRx/HTT gRNAs did not have a significant impact on the body weight of HD KI pigs (F ig. 5I). In our previous experiments, we employed treadmill performance as a measure to assess the locomotor capacity of pigs [37, 50]. In this study, we conducted treadmill experiments on the same HD-KI pig before and after treatment. Following treatment with CasRx, a significant improvement in the motor function of HD pigs was observed (Extended Data Fig. 6A; Supplementary video-2).

**Fig. 6:**
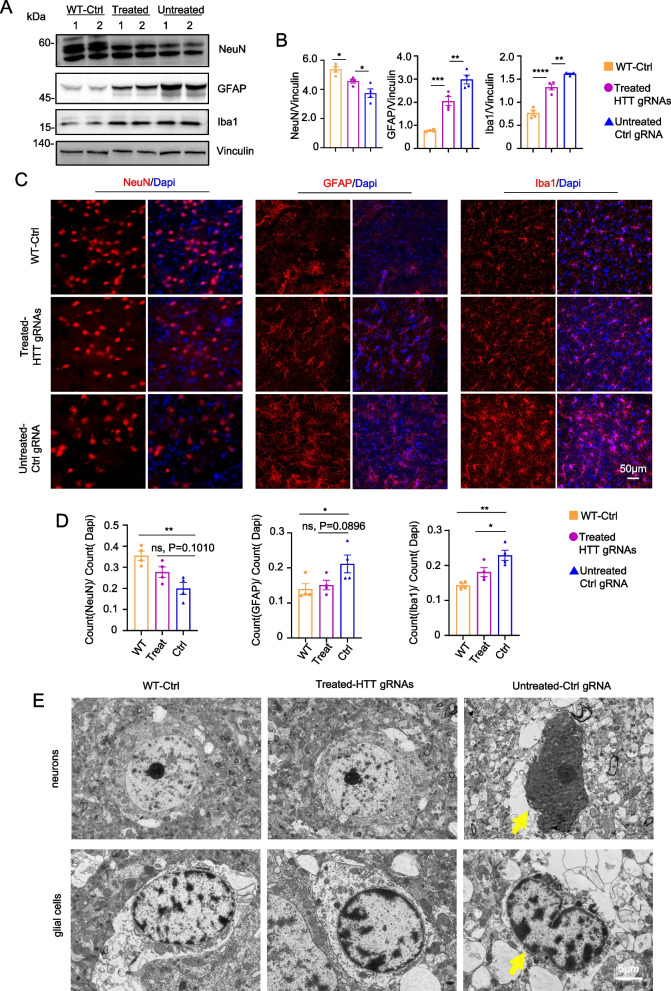
Analysis of the neuropathology in HD-KI pigs after AAV-CRISPR/CasRx treatment. **A** Western blot analysis of the injected pig brain striatum tissues with antibodies to NeuN, GFAP, and IBA1 in WT pigs injected AAV-Ctrl gRNA, AAV-CasRx/HTT gRNA (Treated)- or AAV-CasRx/Ctrl gRNA (Untreated)-injection HD-KI pigs. Vinculin was used as a loading control. **B** Quantification of the ratios of NeuN, GFAP, and IBA1 to vinculin on the Western blots. *n* = 4 pigs per group. Data were analyzed by one-way ANOVA and presented as mean ± SEM. NeuN: WT vs Treated (*P = 0.0457), Treated vs Untreated (*P = 0.0428); GFAP: WT vs Treated (***P = 0.0005), Treated vs Untreated (**P = 0.0040); Iba1: WT vs Treated (****P < 0.0001), Treated vs Untreated (**P = 0.0038). **C** Representative immunofluorescent fluorescent images of the striatum from WT pigs injected AAV-Ctrl gRNA, AAV-CasRx/HTT gRNAs (Treated)- or AAV-CasRx/Ctrl gRNA (Untreated)-injection HD-KI pigs. Antibodies for NeuN, GFAP, Iba1 were used. Scale bars: 50 μm. **D** Quantification of the numbers of NeuN-positive, GFAP-positive and Iba1-positive cells. *n* = 4 animals per group. Data were analyzed by one-way ANOVA and presented as mean ± SEM. NeuN: WT vs Untreated (**P = 0.0034), Treated vs Untreated (*P* = 0.1010); GFAP: WT vs Untreated (*P = 0.0451), Treated vs Untreated (*P* = 0.0896); Iba1: WT vs Untreated (**P = 0.0011), Treated vs Untreated (*P = 0.0321). **E** Representative micrographs of electron microscopy examination of the neuronal and reactive glial morphology in WT pigs injected AAV-Ctrl gRNA (WT Ctrl), and HD-KI pigs (Treated and Untreated). The untreated HD-KI pigs displayed degenerated neurons that appeared as dark neurons (arrows). The degenerated neurons show an electron-lucent cytoplasmic region containing degenerated organelles and irregular and disintegrated nuclear membranes. In the untreated HD-KI pig striatum, reactive glial cells exhibit electron-dense and tightly clustered heterochromatin, which is distinctly accumulated beneath the nuclear envelope, along with variable-sized cytoplasmic vacuoles (arrows). Scale bars: 5 μm

### Injection of CRISPR/CasRx partially alleviates neuropathology in the striatum of HD-KI pigs

Since HD-KI pigs display neurodegeneration, we then investigated whether brain injection of CRISPR/CasRx could alleviate this important pathological feature. We focused on neuropathology observed in both HD patients and HD-KI pigs, including neuronal loss and gliosis [50, 91]. Four months after the injection of AAV-CasRx/gRNA into the striatum of HD-KI pigs, we examined the changes in NeuN, GFAP, and IBA1 expression levels using western blotting. The results showed that the pathological changes of NeuN reduction, GFAP and IBA1 increase were reversed after CasRx/HTT gRNAs treatment (Fig. 6A, B). The results of immunofluorescence staining were consistent with those of western blotting. That is, the knockdown of *HTT* mRNA by CRISPR/CasRx significantly reduced neuronal death and effectively alleviated the proliferation of astrocytes and microglia (Fig. 6C, D). Many degenerated neurons were found in the striatum of HD-KI pigs [50], but the results of electron microscopy showed most of the neurons exhibited normal morphology similar to the wild type neurons after treatment with CRISPR/CasRx. We also observed glial cells with highly condensed heterochromatin in the untreated group as our previous research (Fig. 6E) [50]. These findings suggest that CRISPR/CasRx-mediated knockdown of *HTT* mRNA has therapeutic effects on attenuating neurodegeneration and reducing gliosis in HD-KI pig brains.

### CRISPR/CasRx treatment partially mitigated gene expression dysregulation in the striatum of HD KI pigs

To evaluate the potential off-target effects of AAV-CasRx/HTT gRNAs, we screened 5 candidate off-target transcripts for each HTT gRNA by aligning on the whole genome of pigs, and a total of 20 candidate off-target genes were selected. Each candidate off-target gene has at least 10 consecutive nucleotides consistent with the corresponding HTT gRNAs (Extended Data Fig. 7A). Out of these 20 candidate genes, one gene was not detected in any of the experimental groups. For the other 19 genes, we found no significant expression differences in HD-KI pigs injected with AAV-CasRx/Ctrl gRNA or AAV-CasRx/HTT gRNAs, when compared to the WT control injection group (Extended Data Fig. 7B). In addition, RT-qPCR analysis revealed no significant differences in the expression of all candidate genes in HD-KI pigs treated with CasRx/HTT gRNAs compared to those injected with AAV-CasRx/Ctrl gRNA (Extended Data Fig. 7C). These findings demonstrate the high specificity of CRISPR/CasRx-mediated RNA knockdown in the treatment of HD-KI pigs.

**Fig. 7:**
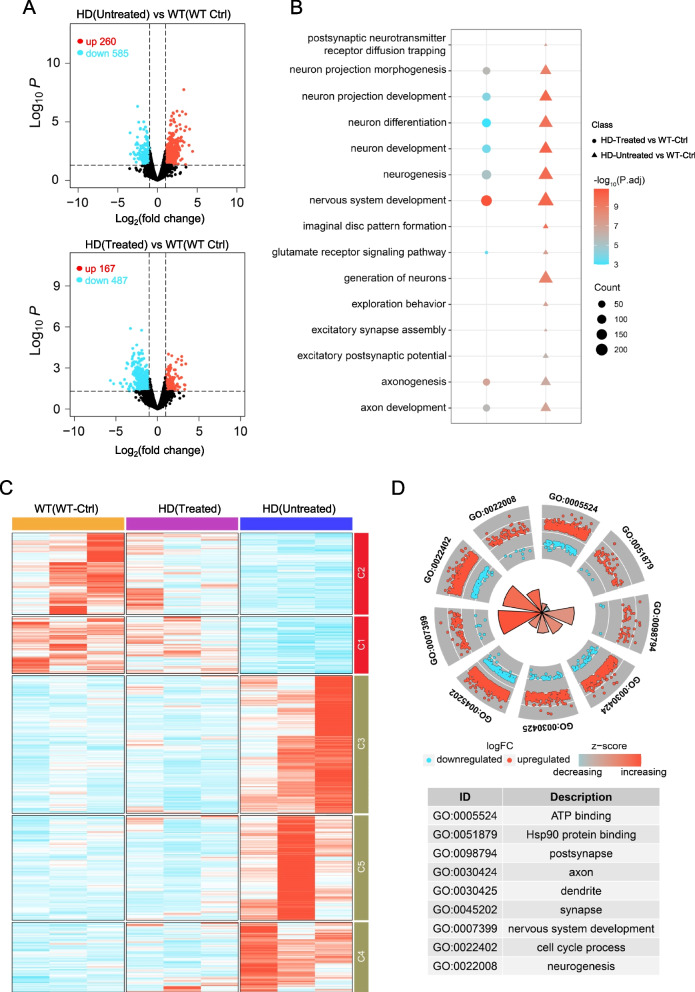
RNA-Seq Analysis reveals the neuropathological alleviation in HD-KI pigs after AAV-CRISPR/CasRx treatment. **A** DEGs while AAV-CasRx/HTT gRNAs (Treated)- or AAV-CasRx/Ctrl gRNA (Untreated)-injection HD-KI pigs versus WT pigs injected AAV-Ctrl gRNA (WT Ctrl); volcano plot indicates Group WT (WT Ctrl) versus HD (Untreated) with 845 total DEGs (585 downregulated; 260 upregulated) as well as WT (WT Ctrl) versus Group HD (Treated) with 654 DEGs (487 downregulated; 167 upregulated) that lower than untreated HD-KI pigs (*n* = 3, *P* < 0.05, foldchange ≥ 2). **B** Gene Ontology (GO) pathway enrichment analysis of two groups DEGs from (A) reveals AAV-CasRx/HTT gRNAs treatment alleviates the neuronal impairment in HD-KI pigs. (*P* < 0.05). **C** Heatmap of the expressing levels (RPM-normalized) of total DEGs from Group HD (Untreated) vs WT (WT Ctrl) in HD(Untreated)/HD(Treated)/WT(WT Ctrl) pigs shows the transcript dysfunctions of HD-KI pigs were recovered after AAV-CasRx/HTT gRNAs treatment (*n* = 3, Cluster K-means = 5). **D** Gene Ontology (GO) pathway enrichment of the total DEGs from Group HD(Untreated) versus HD(Treated) shown by circle plot reveals that mostly neuron/axon/synase related genes dysregulated in HD pigs got rescued after AAV-CasRx/HTT gRNA treatment. (*P.adj* < 0.05)

Due to the impact of mHTT on the transcription process [11, 12], its accumulation in the striatum can lead to dysregulation of gene expression in both HD patients and several HD animal models [37, 92–95]. In order to investigate whether the dysregulation of gene expression in the striatum of HD-KI pigs could be reversed by knocking down *HTT* mRNA using CRISPR/CasRx, we conducted gene expression analysis using striatum from WT pigs injected AAV-Ctrl gRNA and HD-KI pigs injected with AAV-CasRx/Ctrl gRNA or AAV-CasRx/HTT gRNAs. 

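The striatal samples came from 9 pigs, 3 in each group, injected at 3 months of age and analysed 4 months later. HD-KI pigs carry human HTT exon 1 with an expanded CAG repeat in their HTT gene, and as in the mice only the HD groups received CasRx. The authors deposited the number of reads counted on each of 35670 Ensembl genes, made with STAR and without normalization. The files do not pair the pig gene IDs with names, so HTT itself and gene lists were not analysed here. Total counts ranged from 7583305 to 8603735 in WT pigs (median 7881733), from 4819236 to 5503982 in untreated pigs (median 5438265) and from 9120925 to 16017775 in treated pigs (median 10051136). The 3 ranges did not overlap, so depth and group cannot be told apart by design. The 10 most abundant genes held between 19.0% and 37.5% of the counts of a library. The within-group standard deviation in log2 CPM was 0.70 in WT, 0.80 in untreated and 0.70 in treated pigs. The 13184 genes left by the expression filter were analysed as the mouse genes were. In simulated counts with the depth and spread of these libraries, 23% of 200 changed genes had an adjusted p under 0.05, and 44.4% of those changed 4-fold.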

RNA was isolated from the striatum for subsequent RNA-Seq analysis. 

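Relative to WT pigs, the deposited counts gave 702 genes with P under 0.05 and a fold change of at least 2 in untreated pigs, 422 higher and 280 lower, and 497 in treated pigs, 97 higher and 400 lower. The second count was 0.708 of the first. At the unadjusted threshold, the alternatives moved this ratio as low as 0.308, with the log2 total count as a covariate chosen after the data were seen, and as high as 1.07, without treated replicate 1. Scaling to library size alone gave a ratio of 0.944, with 655 DEGs in untreated pigs (320 higher and 335 lower) and 618 in treated pigs (36 higher and 582 lower). Under that scaling the median log2 fold change over all genes was −0.08 in untreated and −0.19 in treated pigs. No gene had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the smallest was 0.321 for untreated and 0.768 for treated pigs. An unadjusted P under 0.05 at any fold change was found for 1278 genes in untreated and 803 in treated pigs. Some alternatives did give DEGs past the adjusted threshold, 63 in untreated and 13 in treated pigs with DESeq2, 57 and 4 with edgeR's exact test, and 203 and 223 without an expression filter. With each pig left out in turn, the counts ran from 705 to 1160 in untreated and from 293 to 757 in treated pigs. Same-numbered WT and treated pigs, which are different animals, had a mean correlation of −0.149 across genes in their deviations from the group means. With the replicate number as a block, the counts were 582 and 339. Only 54 DEGs were shared by the comparisons, 44 of them changed in the same direction.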

The volcano plot of differential analysis shows that the AAV-CasRx/HTT gRNAs treatment HD-KI pigs have fewer differentially expressed genes (654 DEGs) compared to the untreated AAV-CasRx/Ctrl gRNA HD-KI pigs relative to the WT injection control group (845 DEGs). (*P* < 0.05, foldchange ≥ 2) (Fig. 7A). Importantly, the reversed DEGs were found to be enriched in each of the HD-associated pathological pathways, including neuronal projection, axon, neuronal development, and synaptic signaling (Fig. 7B).This suggests that our gene therapy approach has the potential to alleviate the downstream effects of mHTT that have been reported in previous studies [96–98]. 

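Of the 702 DEGs of untreated pigs, 372 (53.0%) were also DEGs between treated and untreated pigs with a change back toward WT. For 676 (96.3%) the treated mean lay nearer to the WT mean than the untreated mean did, and 477 (67.9%) kept the direction of the untreated change in treated pigs. The median change from WT in treated pigs was 0.156 of that in untreated pigs. The genes were chosen for being far from WT in the untreated pigs. Which pathways hold these genes was not analysed here. From the enrichment of the reversed DEGs in HD-associated pathways, the paper proposes that the approach can relieve downstream effects of mutant HTT.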

We conducted an enrichment analysis on the DEGs within each group (Extended Data Fig. 8A). Our findings revealed significant disparities between the WT pigs injected AAV-Ctrl gRNA and HD-KI pigs that were injected with AAV-CasRx/Ctrl gRNA. However, these differences were notably diminished following injection of AAV-CasRx/HTT gRNAs (Fig. 7C). 

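Over the DEGs of untreated pigs, the mean shift from WT along the untreated change was 1.52 ± 0.201 (SD, n = 3 pigs) in untreated and 0.24 ± 0.114 (SD, n = 3) in treated pigs, in log2 CPM. Treated pigs thus held 16.0% of the untreated distance (two-sided exact permutation test, p = 0.1, the smallest p that 3 pigs against 3 allow). When DEGs were chosen on 2 untreated and 2 WT pigs and scored on the pigs left out, the mean distance was 0.27 in untreated pigs, with a range from 0.06 to 0.40 over the 9 choices, and −0.21 in treated pigs. The treated distance was below the untreated distance in 9 of the 9 choices, and the mean treated distance was −79.8% of the mean untreated one, on the far side of WT. In 3 of the 9 choices the treated pigs were farther from WT on that side than the untreated pigs were on the other. In simulated counts with equal changes in both HD groups, treated samples read 63.0% on the genes' own samples and 104% on samples left out. Those counts held 200 changed genes, and 407 genes met the DEG definition between simulated groups without change. The share of changed genes among the 702 DEGs of untreated pigs is not known, so the 63.0% does not measure the effect of gene choice there. Over the 497 DEGs of treated pigs, the untreated pigs in turn held 7.06% of the treated distance, 0.11 ± 0.214 (SD, n = 3) against 1.51 ± 0.402 (SD, n = 3). The first principal component held 28.8% of the variance and placed the WT pigs at −19.7, 17.4 and −4.65, the untreated pigs at 10.1, 53.5 and 71.4, and the treated pigs at −12.6, −93.7 and −21.8, replicates 1 to 3.

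**Figure D4:**
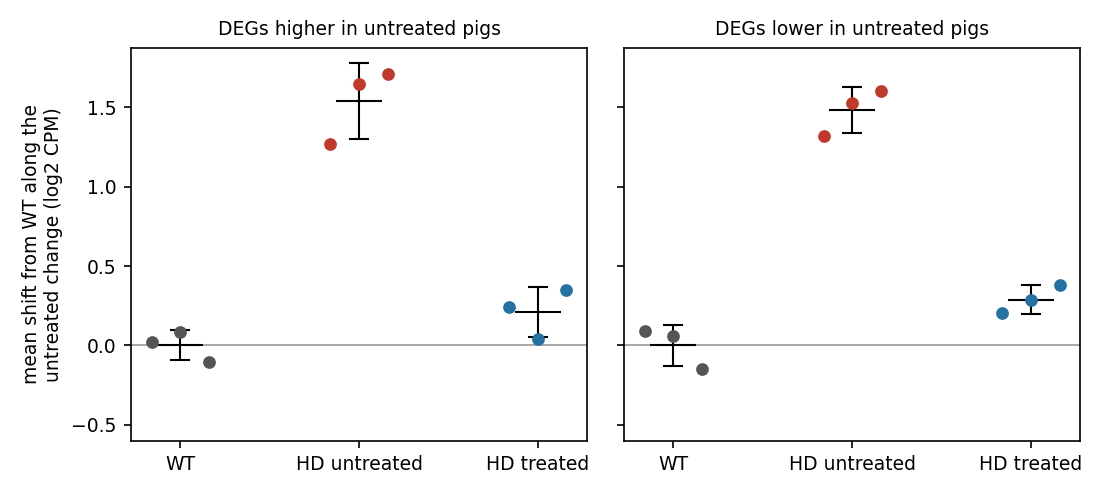
Mean shift from the WT mean in log2 CPM over the DEGs that were higher (left) or lower (right) in untreated pigs, counted along the untreated change. Points are pigs, bars the mean and SD of 3 pigs. The genes were chosen on these untreated pigs, which lie between 1.27 and 1.71, while treated pigs lie between 0.04 and 0.38.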

We also performed differential analysis between AAV-CasRx/HTT gRNAs injected HD-KI pigs and AAV-CasRx/Ctrl gRNA injected HD-KI pigs and then conducted GO enrichment analysis on the differentially expressed genes (*P* < 0.05, foldchange ≥ 2). The enrichment results showed that the relative DEGs after AAV-CasRx/HTT gRNAs treatment were predominantly enriched in pathways related to neuron/axon/synapse (*P.adj* < 0.05) (Fig. 7D).

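Between treated and untreated pigs, the deposited counts gave 1434 DEGs, 370 higher and 1064 lower in treated pigs. Scaled to library size alone, 1393 genes passed, 220 higher and 1173 lower, with a median log2 fold change of −0.10 over all genes. With the log2 total count as a covariate, chosen after the data were seen, the balance turned, with 362 higher and 112 lower. Depth did not overlap between the groups, so that fit extrapolates and cannot decide whether depth matters. No gene had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the smallest was 0.0875, and 2283 genes had an unadjusted P under 0.05. The adjusted threshold was passed by 573 DEGs with DESeq2, 463 with edgeR's exact test, 715 without an expression filter and 12 with at least 10 counts in every library. Leaving out each pig in turn gave from 970 to 1873 DEGs. The same-numbered pigs of these groups, again different animals, had a mean correlation of −0.130 across genes in their deviations, and the block on replicate number gave 1244 DEGs. Of the genes with the largest changes, the Ensembl gene ENSSSCG00000006171 had no count in untreated pigs and 1.46 ± 1.33 CPM (SD, n = 3 pigs) in treated pigs, at least 2.23-fold higher against a floor of 3 counts. ENSSSCG00000016030 likewise had none in untreated and 1.11 ± 0.797 CPM (SD, n = 3) in treated pigs. ENSSSCG00000050323 had 2.61 ± 1.21 CPM (SD, n = 3) in untreated pigs and no more than 2 counts in any treated pig, at least 7.23-fold lower. ENSSSCG00000033010 had 2.15 ± 1.05 CPM (SD, n = 3) in untreated pigs and likewise no more than 2 counts in a treated pig. These counts are near the lowest that the depth can show.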

## Discussion

In this study, we used the CRISPR/CasRx system to effectively down-regulate *HTT* mRNA and subsequently reduce the expression of HTT in 293 T cells. In addition, we co-delivered AAV9 vectors carrying CasRx and HTT gRNAs to the striatum of HD 140Q-KI mice at different stages of the disease and HD-KI pigs, resulting in a significant reduction in the expression of mHTT. Notably, this approach also led to improvements in gliosis in HD 140Q-KI mice [56], as well as mitigated neurodegeneration and dysregulation of gene expression in HD-KI pigs [50]. These findings strongly indicate that CRISPR/CasRx-mediated RNA editing holds promise as a novel therapeutic strategy for HD, as it effectively reduces mHTT expression by targeting *HTT* mRNA and alleviates HD-associated neuropathology.

HD is a neurodegenerative disease caused by a single-gene mutation, and mHTT plays a key role in the development of the disease [1, 2, 4]. The mutant protein has a significant impact on various physiological processes such as transcription [11, 12], synaptic function [99], axonal transport [7, 10], and mitochondrial function [100, 101]. Thus, developing drugs that target these affected downstream pathways is complex and challenging. So far, there are no successful therapeutic strategies specifically designed for these downstream pathways [102], suggesting that focusing on drug screening and development for the injured downstream pathways may not be the most effective approach. Instead, direct inhibition of mHTT expression is considered to be the most promising strategy for HD treatment [22]. According to the central dogma of molecular biology [103], blocking the expression of extended polyQ proteins can be achieved by targeting either the *HTT* DNA or mRNA. At present, CRISPR/Cas9 has been used in various HD models to knockout the *HTT* DNA for the treatment [34–37]. Typically, CAS9 is delivered by AAV vector, but the capacity of AAV vectors to accommodate foreign DNA is limited [104, 105], and the large size of the DNA sequence encoding the Cas9 protein [106] can negatively impact the packaging efficiency of the virus.

Consequently, the viral titers may be insufficient, posing limitations for future clinical applications. Additionally, since CRISPR/Cas9 permanently alters the sequence of the genome [38], the potential risks of off-target effects must be considered. In addition to targeting *HTT*, researchers have also explored approaches to enhance the clearance of mHTT through the intracellular antibody (intrabody) targeting HTT [107–112]. This approach shows promise for HD treatment as well. However, recent studies have revealed that in addition to mutated polyQ proteins, RNA transcripts carrying abnormal expanded CAG repeats are also toxic [113, 114]. These mutated RNA transcripts form abnormal CAG repeat hairpin motifs, which interfere with normal cellular functions by recruiting RNA-binding proteins abnormally [115, 116]. Therefore, it is necessary to prevent the accumulation of the toxic RNA carrying an abnormal number of CAG repeats in advance to prevent the accumulation of expanded polyQ proteins, in order to achieve better therapeutic effect.

At present, strategies for reducing mHTT expression by targeting *HTT* RNA primarily involve the use of ASO and RNAi. Among these strategies, intrathecal delivery of ASO has been shown to effectively reduce the expression of mHTT in the cerebrospinal fluid of HD patients [22]. Targeting *HTT* mRNA with microRNA reduced mHTT in HD transgenic pigs [26], and these results demonstrate the potential of inhibiting HTT mRNA expression as a therapeutic approach for HD. With the advancement of gene editing technology, the CRISPR/Cas13 RNA editing tool has been applied to the research and treatment of a variety of diseases, including genetic deafness [117], ALS [55], Duchenne muscular dystrophy (DMD) [118], and HD [44, 55], due to its high knockdown efficiency and low off-target effects. In addition, it has great potential in the treatment of diseases caused by RNA viruses. It can directly degrade viral RNA and inhibit viral replication. However, further investigation is needed to determine whether CRISPR/CasRx can be used to knock down *HTT* mRNA in large animals to alleviate neurodegeneration. Since rodent models of HD lack striking neurodegeneration, addressing this issue using HD-KI pigs is important and will contribute to the success of clinical trials of therapies using CRISPR/CasRx to knock down *HTT* mRNA.

In our study, our results demonstrated that CRISPR/CasRx-mediated RNA editing can rescue HD animal models, including the HD 140Q-KI mouse model [56] at different disease stages and the HD-KI pig model [50]. Although CRISPR/CasRx has therapeutic effects on HD 140Q-KI mice at different disease stages, the effects appear to be dependent on the disease stages. Treatment administered at earlier stages of the disease showed more significant benefits compared to treatment initiated at later stages. This finding is consistent with our understanding of the disease progression, as the proliferation of glial cells and accumulation of aggregates intensify as the disease advances [56], thereby reducing the efficacy of treatment in the middle and late stages. Consequently, it is crucial to identify the optimal timing for therapeutic intervention, with early treatment generally yielding better outcomes. Furthermore, we successfully delivered AAV9-CasRx/HTT gRNAs into the striatum of HD-KI pigs and observed a reduction in mHTT accumulation, as well as improvements in gene expression dysregulation and motor deficits. The more exciting finding is that CRISPR/CasRx-mediated RNA targeting, like mHTT DNA targeting, can also effectively reduce neurodegeneration, further supporting the potential of CRISPR/CasRx as a novel therapeutic strategy for HD. In this study, the inclusion of a limited number of HD KI pigs was noted. However, our analysis revealed a consistent treatment effect, with HD-KI pigs in the treatment group demonstrating improvements in HD-related pathology. Nonetheless, for future applications of CRISPR/CasRx targeting HTT RNA in HD patient treatment, a larger sample size of animals in the experiment is imperative to ensure robustness and reliability of the findings.

Because gRNA has the potential to target non-target genes and Cas13 family of enzymes has promiscuous RNase activity, CasRx may nonspecifically cut surrounding RNA (bystander RNA) [119–122]. Therefore, it is important to test the specificity of CRISPR/CasRx in targeting *HTT* mRNA. In our study, both RT-qPCR and RNA-seq results showed that the expression of 20 candidate off-target transcripts did not change significantly after knocking down *HTT* mRNA using CRISPR/CasRx in HD-KI pigs. Previously, some researchers have used CRISPR/CasRx to inhibit the expression of *HTT* [44, 55], *SOD1* [55], *ATXN2* [43]*, C9ORF72* containing the abnormal repeat sequence of GGGGCC [42], and *Tmc1* [117] in the mouse central nervous system, and no obvious off-target events were found. However, cas13 itself still has promiscuous RNase activity, and studies have shown that this incidental activity is positively correlated with the abundance of the target RNA [123]. Therefore, the specificity and safety of using CRISPR/CasRx for RNA knockdown are still important issues that need further research.

## Conclusion

Overall, we successfully rescued HD 140Q-KI mice at different disease stages by knocking down *HTT* mRNA using CRISPR/CasRx. Additionally, we validated the effectiveness of CRISPR/CasRx in treating HD by employing the HD-KI pig and demonstrated that this treatment can also mitigate the decline in motor function. These findings highlight the promising potential of CRISPR/CasRx for future therapeutic interventions not only in HD but also in other genetic mutation-related diseases.

## Supplementary Information

Supplementary Material 1.

## Data Availability

All data presented in this study are accessible within the main text or the supplementary materials. All raw sequencing data generated in this study have been deposited at NCBI’s Gene Expression Omnibus repository and are accessible under accession numbers GSE248873. For any additional data pertaining to this paper may contact the authors for further information or requests.

## Abbreviations

HD: Huntington's disease
*HTT*: Huntingtin
AD: Alzheimer's disease
PD: Parkinson's disease
ALS: Amyotrophic lateral sclerosis
ASO: Antisense oligonucleotide
mHTT: Mutant huntingtin
gRNA: Guide RNA
CasRx: Ruminococcus flavefaciens strain XPD3002
AAV: Adeno-associated virus
PAM: Protospacer adjacent motif
HD-KI pig: Huntingtin knock-in pig
HEK 293 T cells: Human embryonic kidney 293 T cells
RT-qPCR: Quantitative reverse transcription polymerase chain reaction
cDNA: Complementary DNA
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
EM: Electron microscopy
DEGs: Differentially expressed genes
GFAP: Glial fibrillary acidic protein
Iba1: Ionized calcium binding adapter molecule 1
NeuN: Neuronal nuclear protein
WT: Wild-type
RNA-seq: RNA sequencing
GSEA: Gene Set Enrichment Analysis
Intrabody: Intracellular antibody
DMD: Duchenne muscular dystrophy
PFS: Protospacer flanking sequence

# Supplementary material for: RNA-Targeting CRISPR/CasRx system relieves disease symptoms in Huntington’s disease models
**Source:** Mol Neurodegener. 2025 Jan 13;20:4. doi: 10.1186/s13024-024-00794-w
**Supplement:** Supplementary file 1 — Supplementary Material 1.

Supplementary material

Supplementary Figures

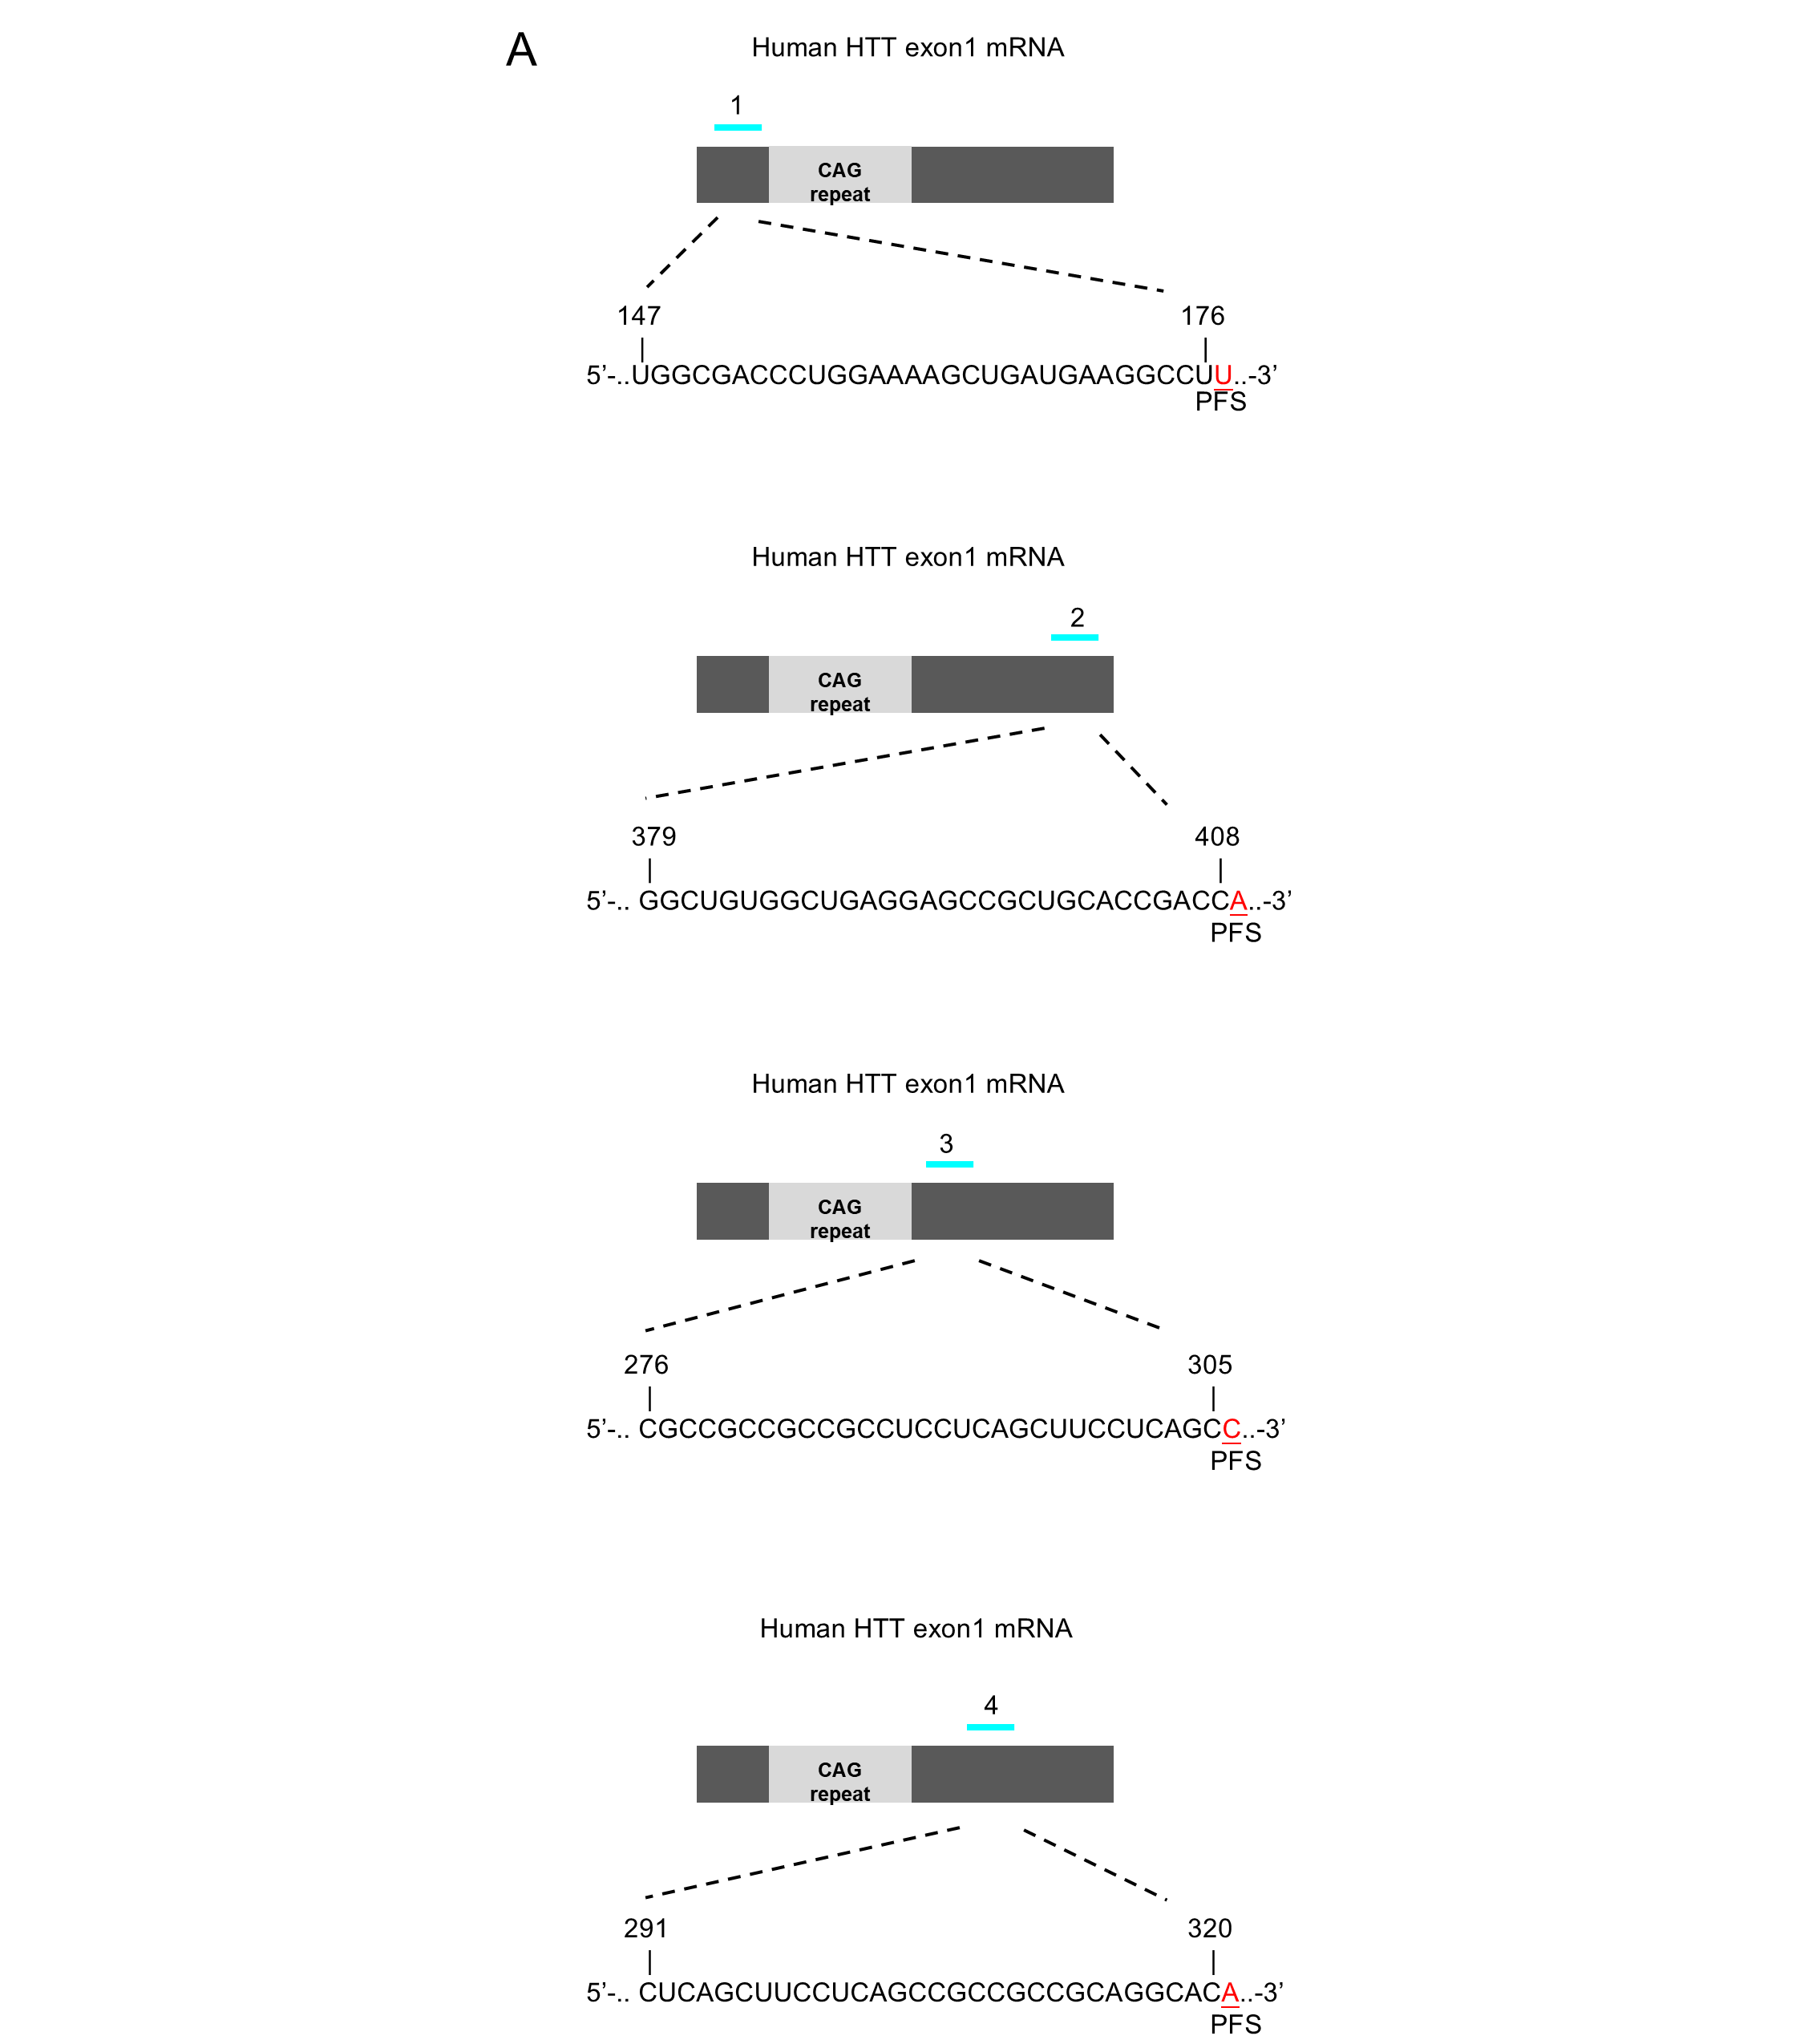

Extended Data Fig. 1 | Schematic of the human HTT exon1 mRNA. (A) Details about the protospacer flanking sequence (PFS) and recognition sites of each HTT gRNA.

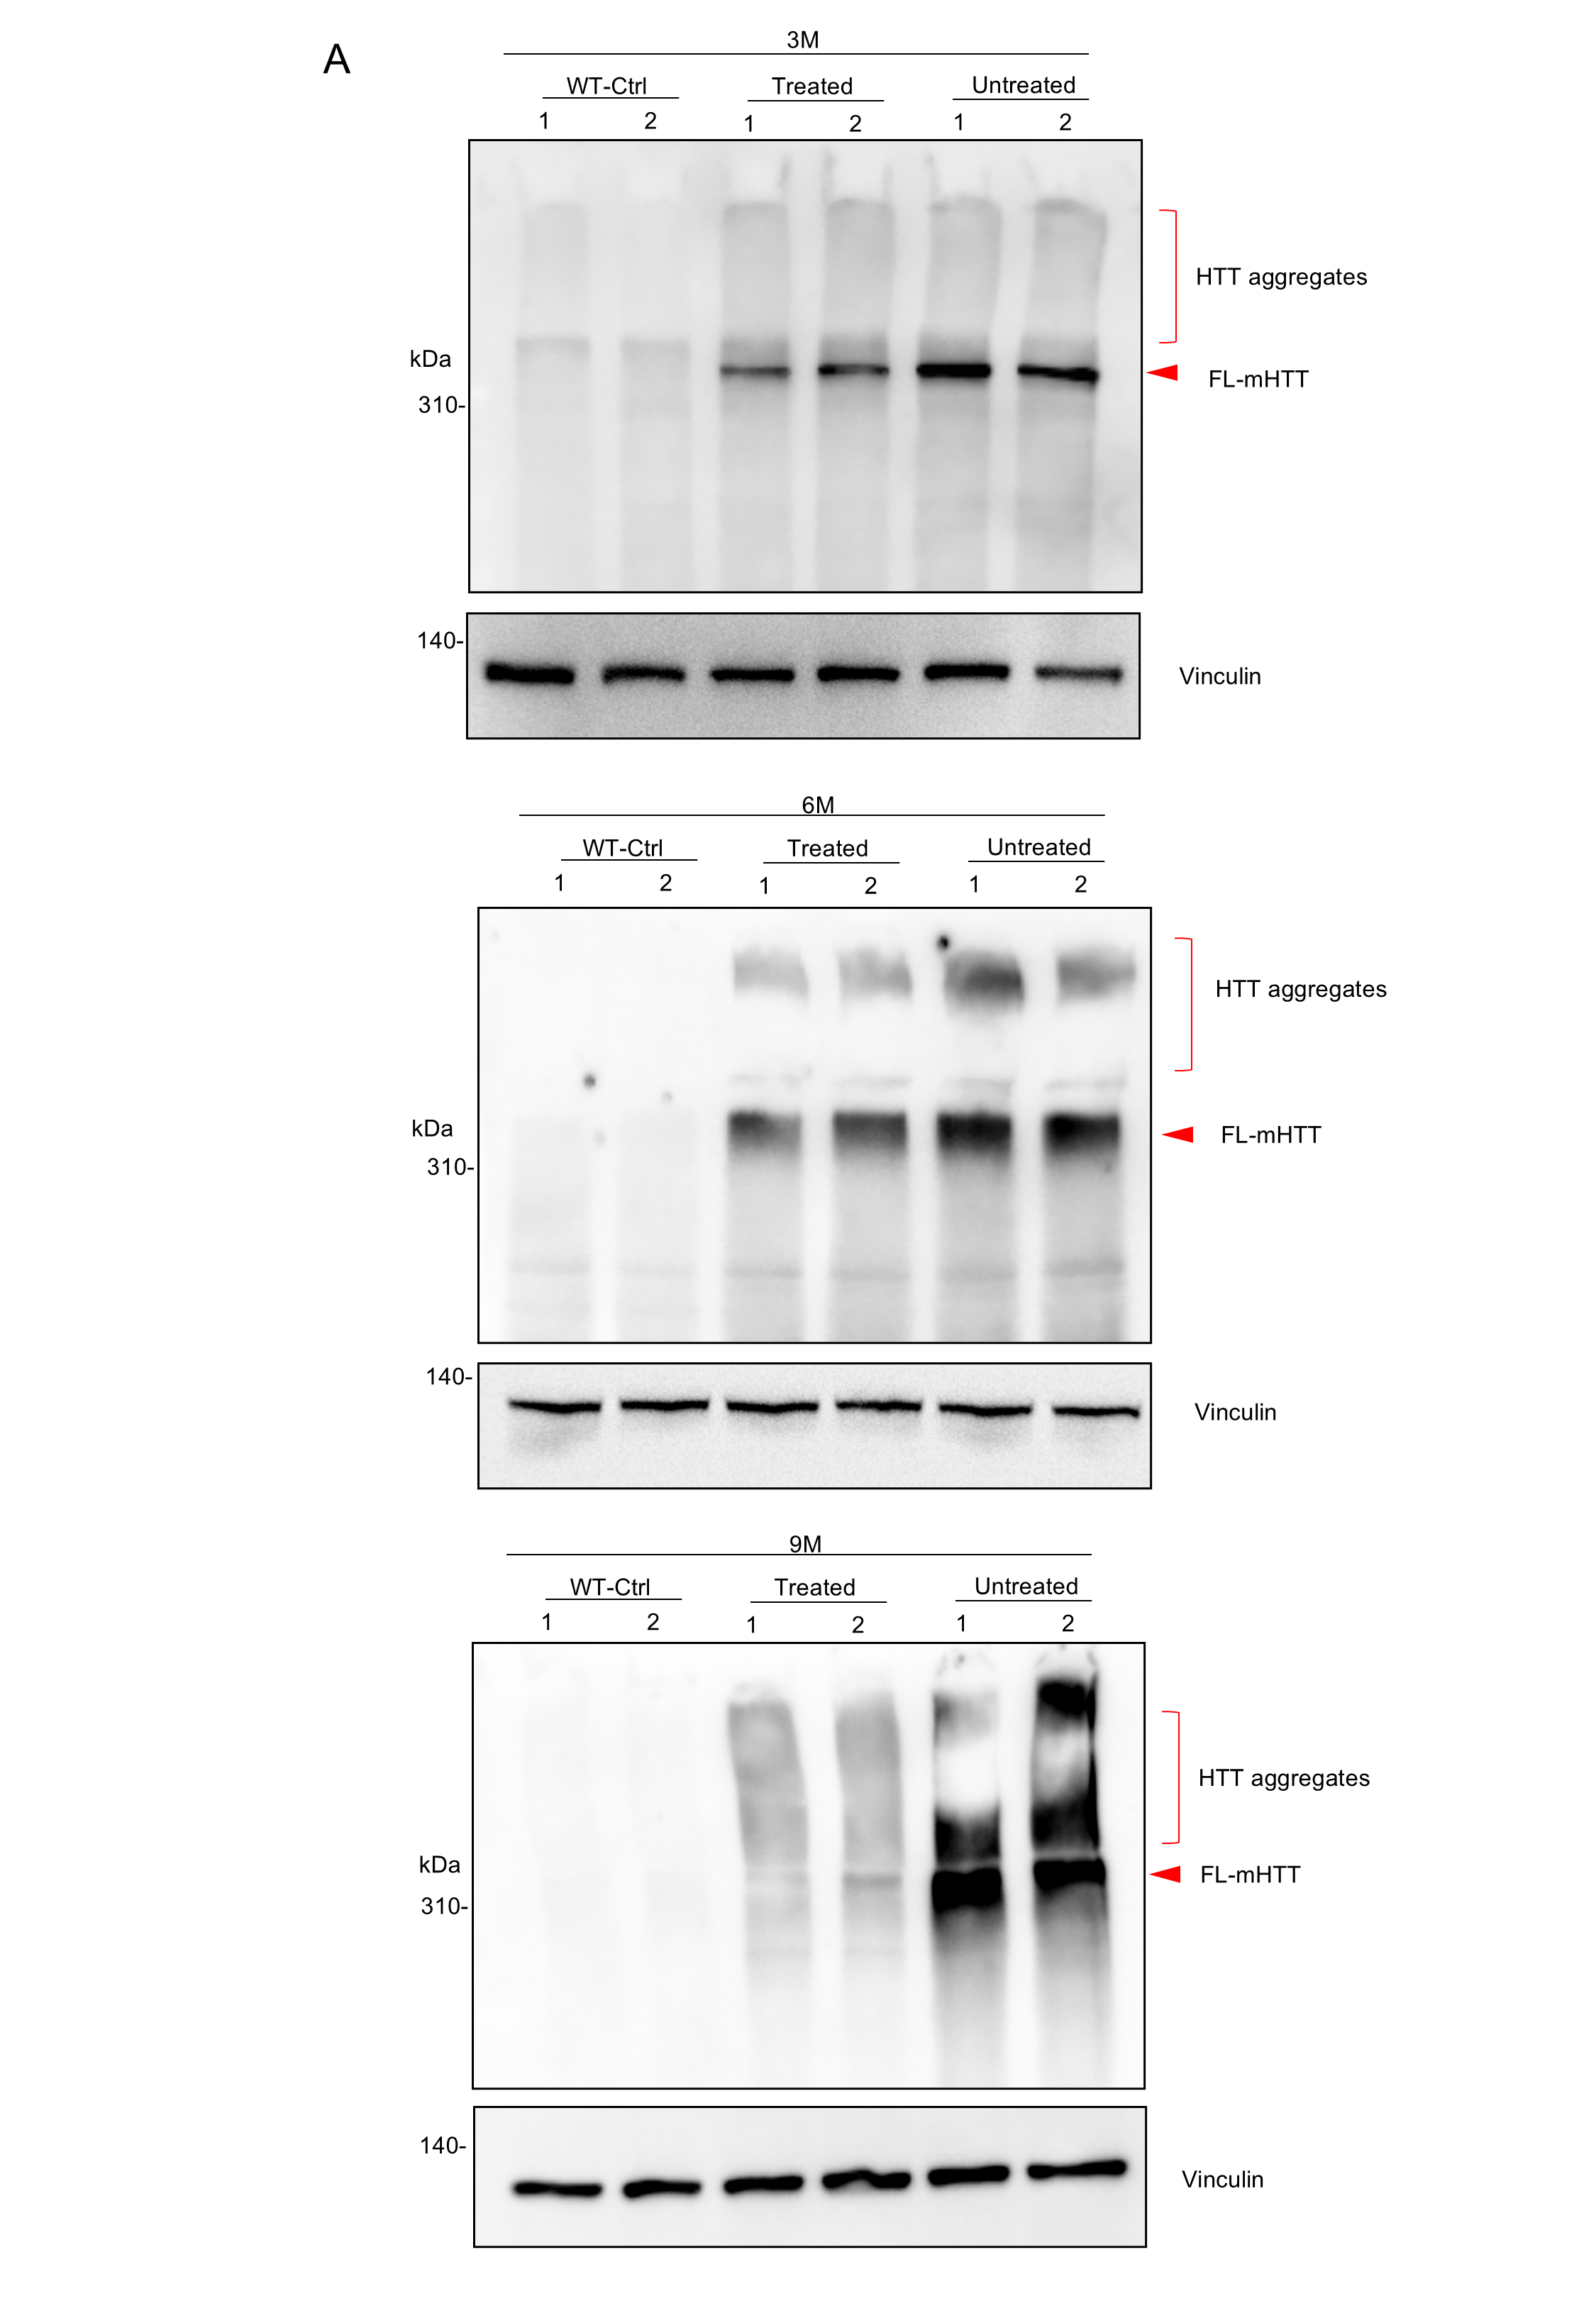
`

Extended Data Fig. 2 | CRISPR/CasRx reduced the expression of mutant HTT in the striatum of HD KI-140Q mice with different degrees of disease. (A) Representative Western blots of the striatum in HD KI-140Q mice were obtained one month after stereotaxic injection with AAV-CasRx/HTT gRNAs (Treated) or AAV-CasRx/Ctrl gRNA (Untreated), with treatments administered at 3, 6, and 9 months of age. The mEM48 antibody was used to detect the presence of mHTT and its aggregates, and vinculin was used as a loading control.

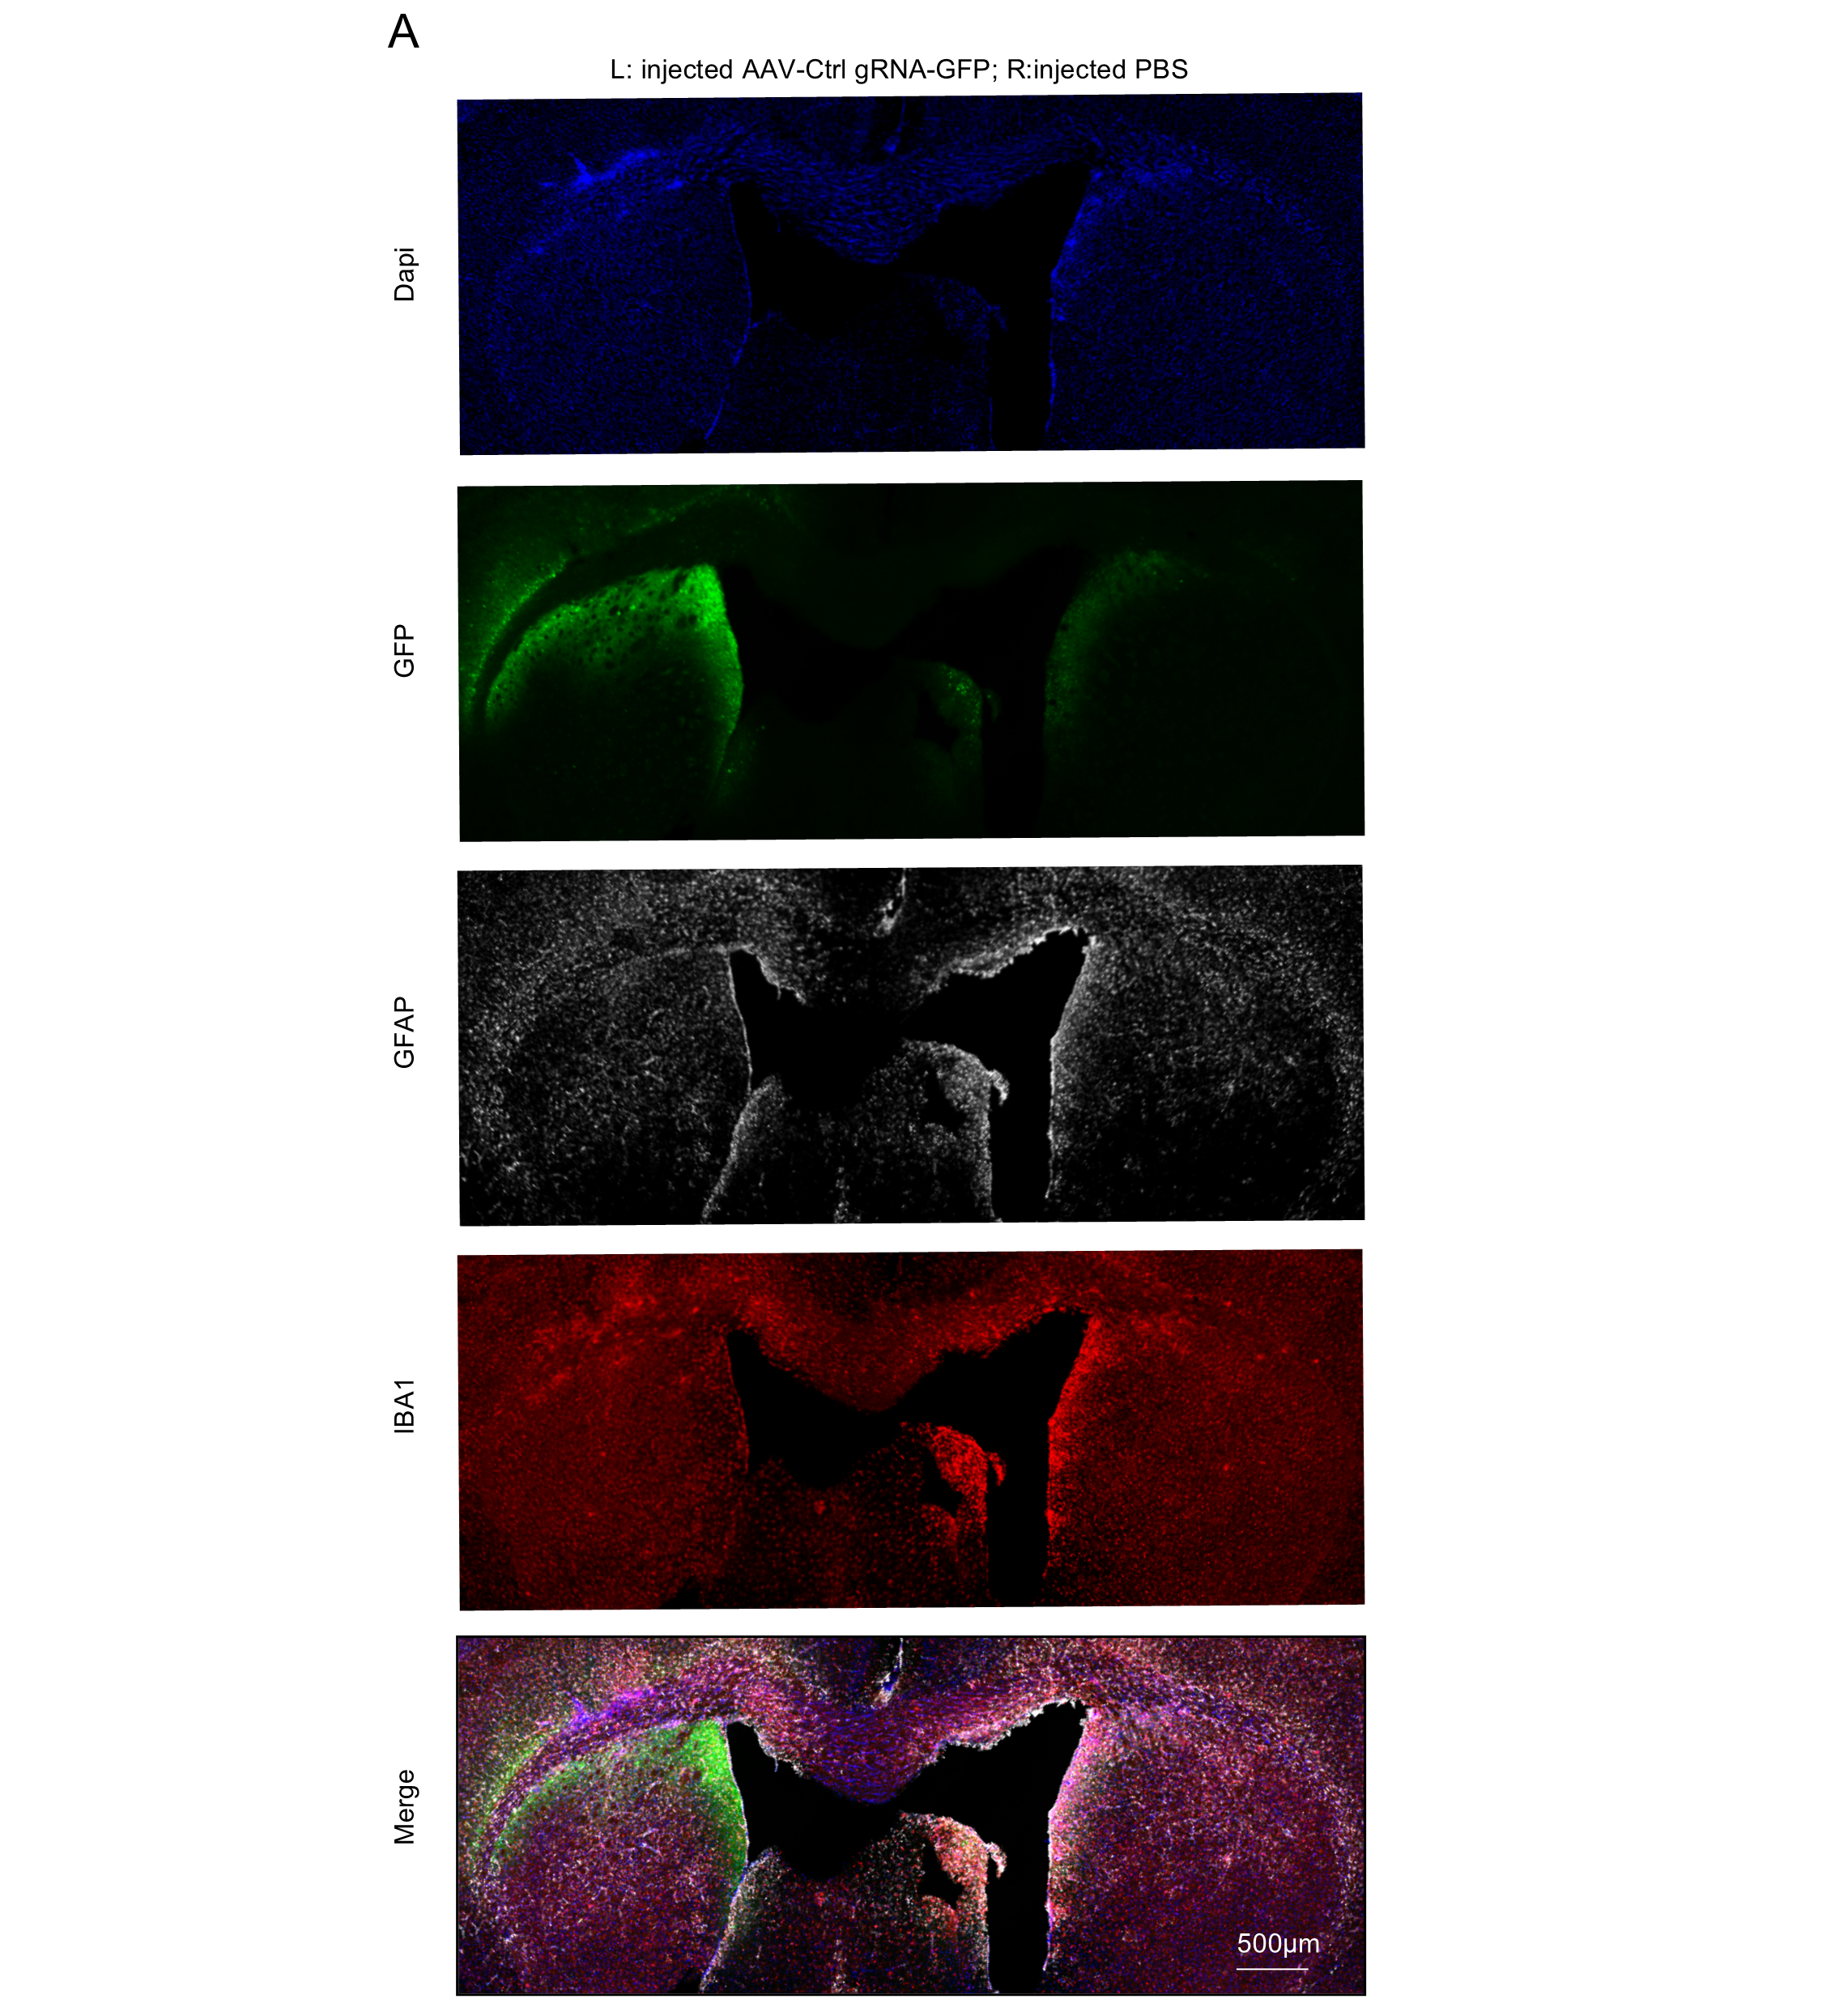

Extended Data Fig. 3 | Immunofluorescence staining of astrocytes and microglia of WT mice. (A) Immunofluorescence images of brain sections from mice injected with AAV-Ctrl gRNA-GFP on one side and PBS on the other side. Antibodies for GFAP and Iba1 were used. Scale bars: 500 μm.

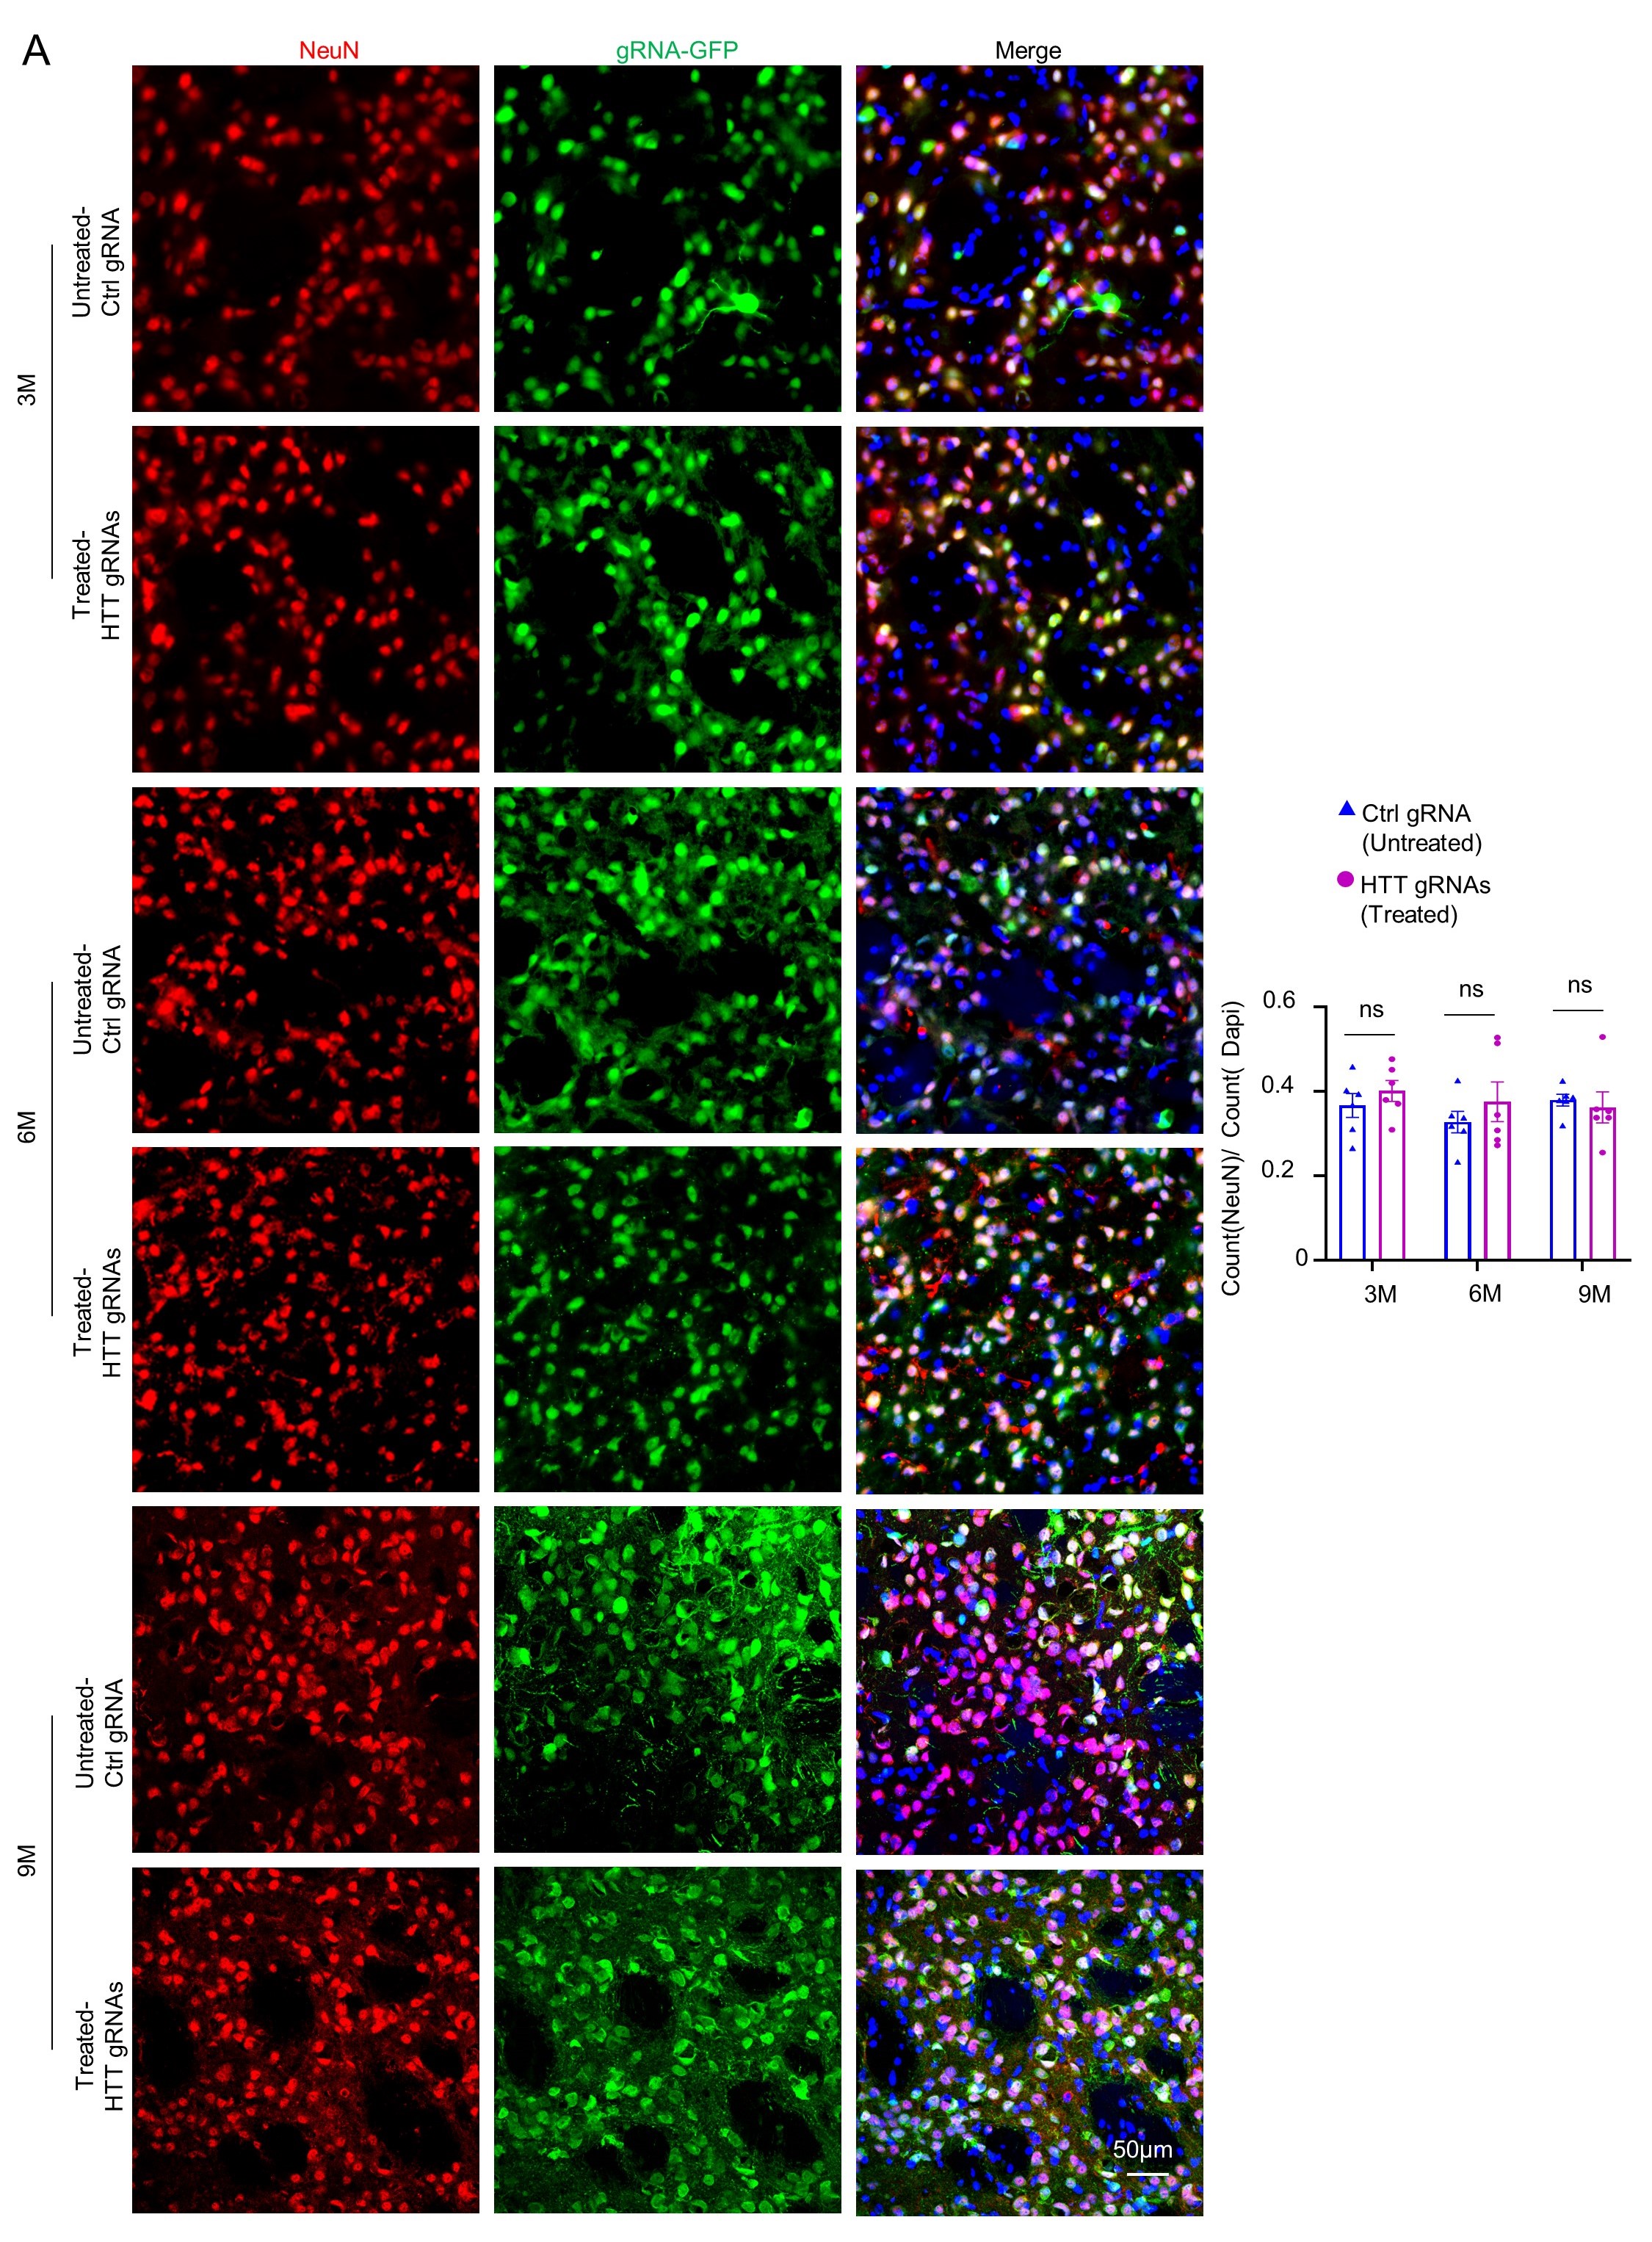

Extended Data Fig. 4 | Immunofluorescence staining of neurons in the striatum of HD KI-140Q mice with different degrees of disease. (A) Representative micrographs of immunofluorescence staining of the striatum were obtained from HD KI-140Q mice that were injected with AAV-CasRx/Ctrl gRNA (Untreated) or AAV-CasRx/HTT gRNAs (Treated) at 3, 6, and 9 months of age. Brain slices were examined 1.5 months after viral injection and stained with antibodies specific to NeuN and GFP. Scale bars: 50 μm. Quantification of NeuN-positive cells is presented below the staining. Data are expressed as mean ± SEM, with a sample size of 6 animals per group. Statistical analysis was performed using two-way ANOVA. The p-values for NeuN were as follows: *P* = 0.7582 (3M); *P* = 0.7822 (6M); *P* = 0.9649 (9M).

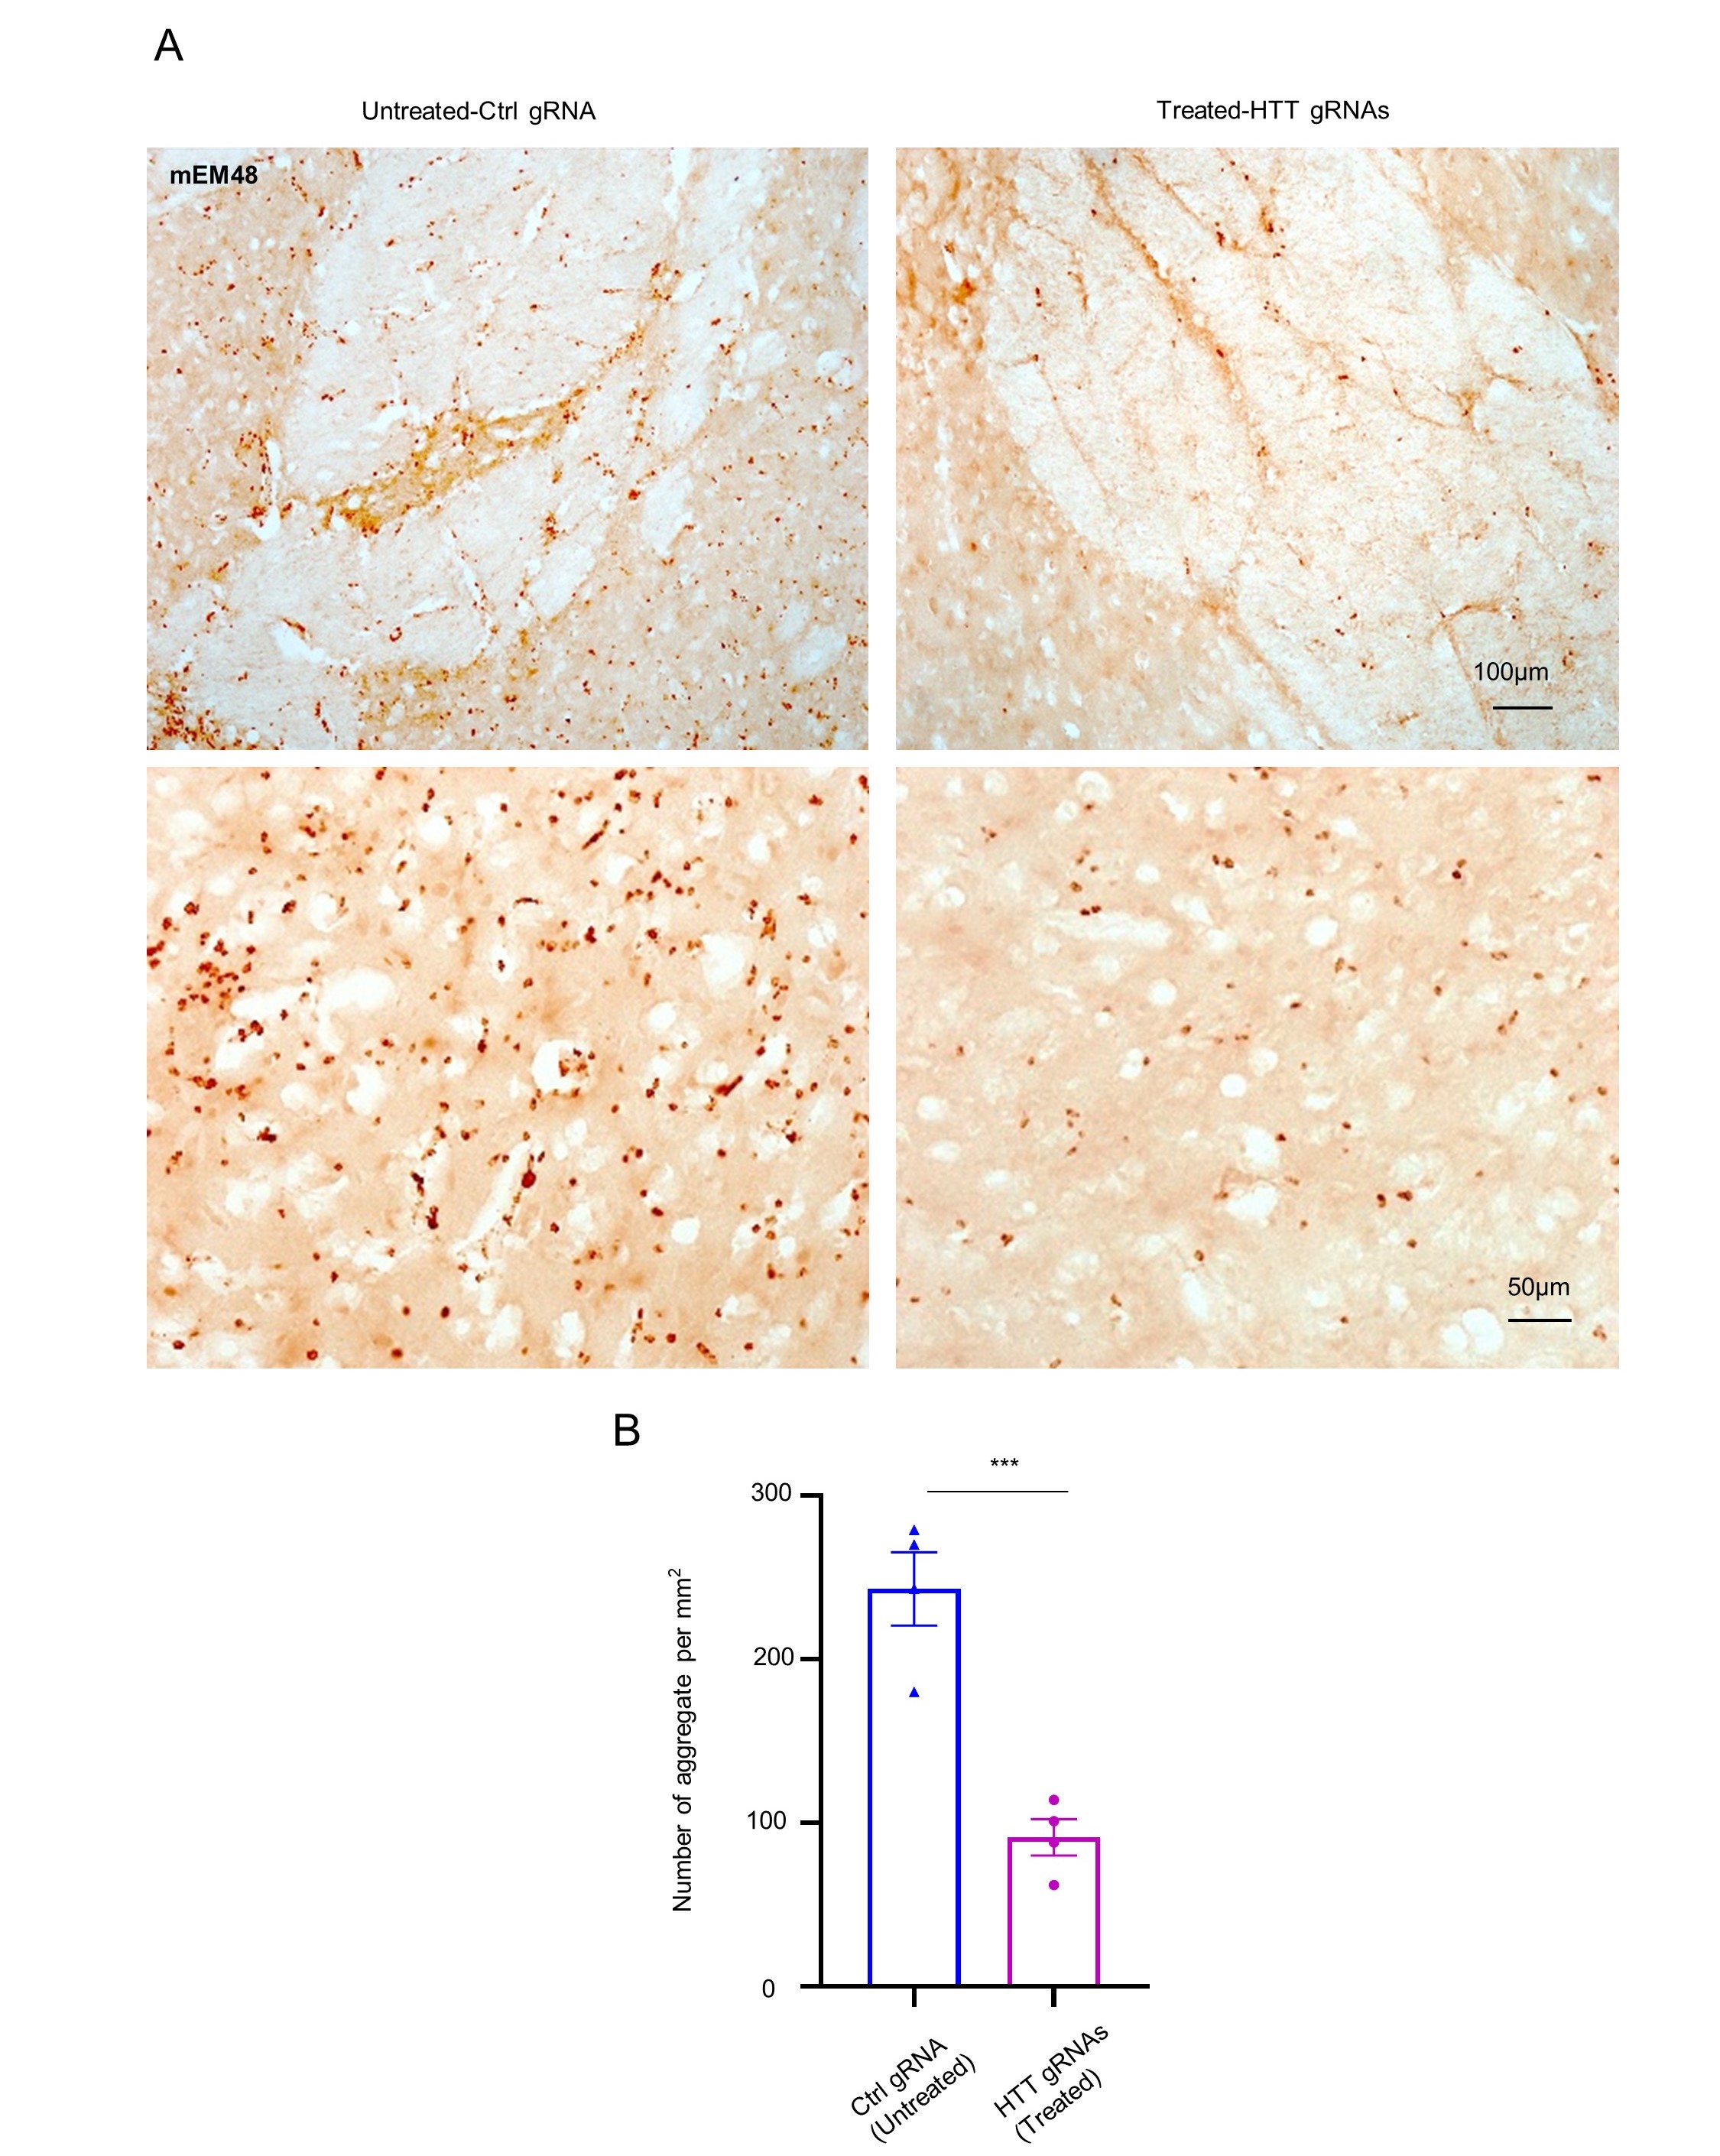

**Extended Data Fig. 5 | Immunohistochemistry staining of HTT aggregates in the striatum of HD-KI pigs.** (A) Representative immunohistochemistry micrographs of the striatum in HD-KI pigs injected with AAV-CasRx/Ctrl gRNA (Untreated), and AAV-CasRx/HTT gRNAs (Treated), stained with anti-HTT antibody (mEM48). Scale bar: 100 μm (top), 50 μm (below). (B) Quantification of the relative density of mHTT-positive cells per 0.1 mm^2^, with 4 animals per group. Statistical analysis was performed using an unpaired two-tailed t-test, and the data are presented as mean ± SEM. ****P* < 0.001.

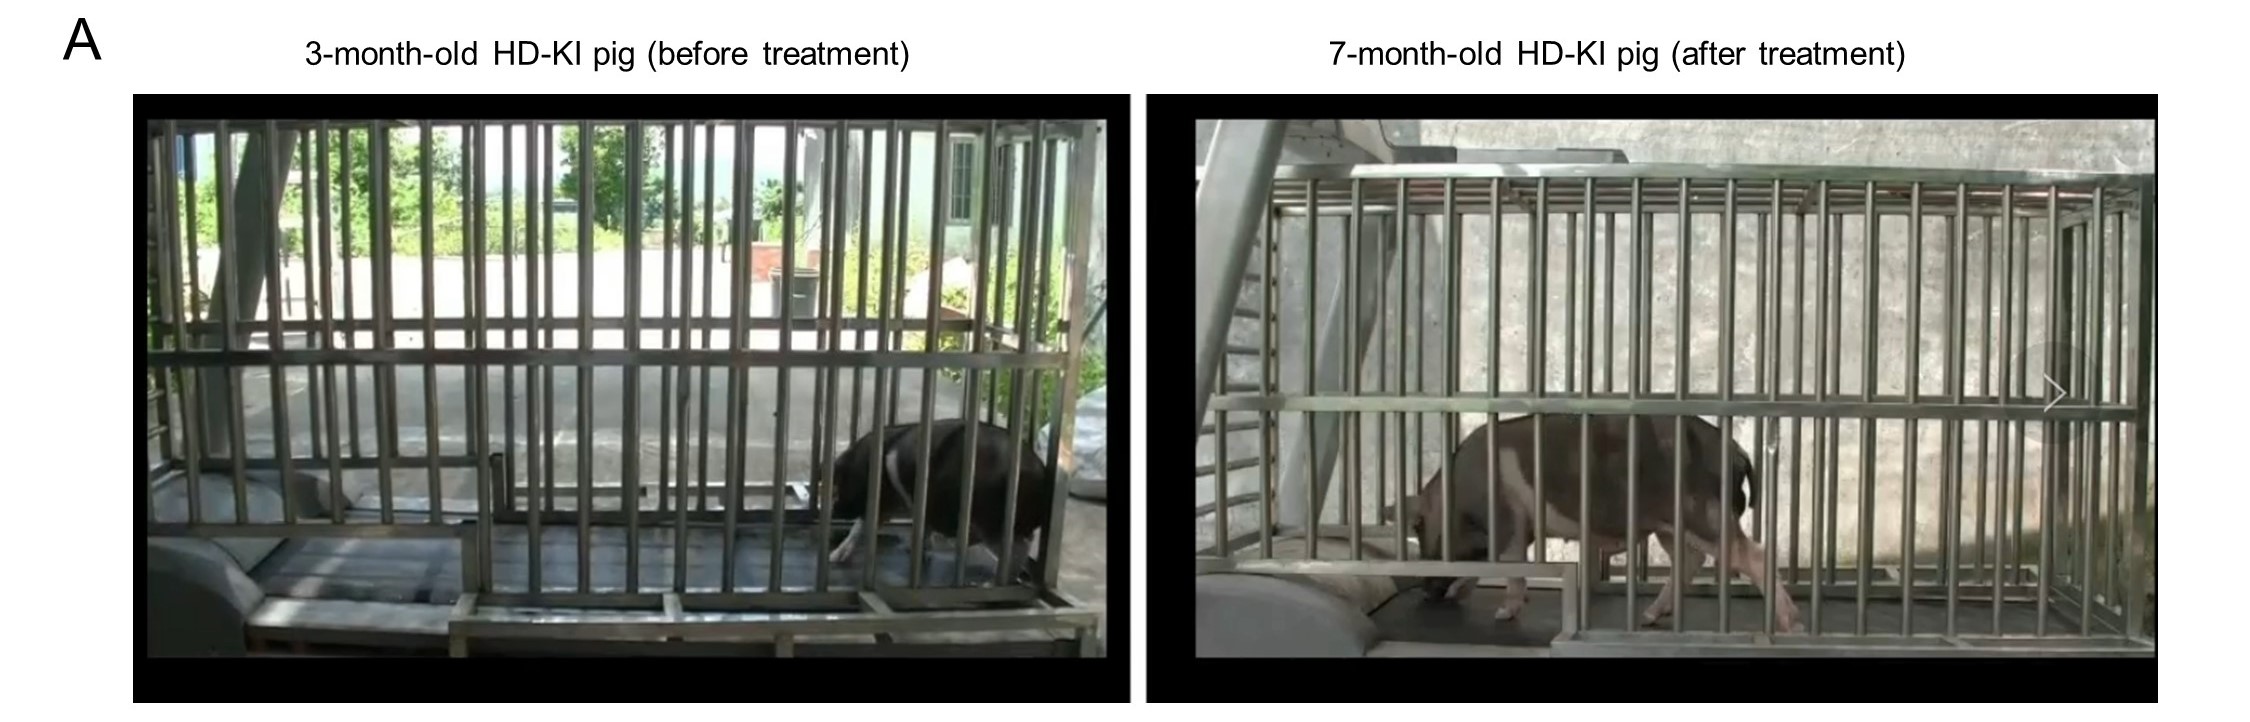

**Extended Data Fig. 6 | Treadmill analysis of the motor ability in HD-KI pig.** (A) Treadmill experiments on the same HD-KI pig both before (left) and after treatment (right).

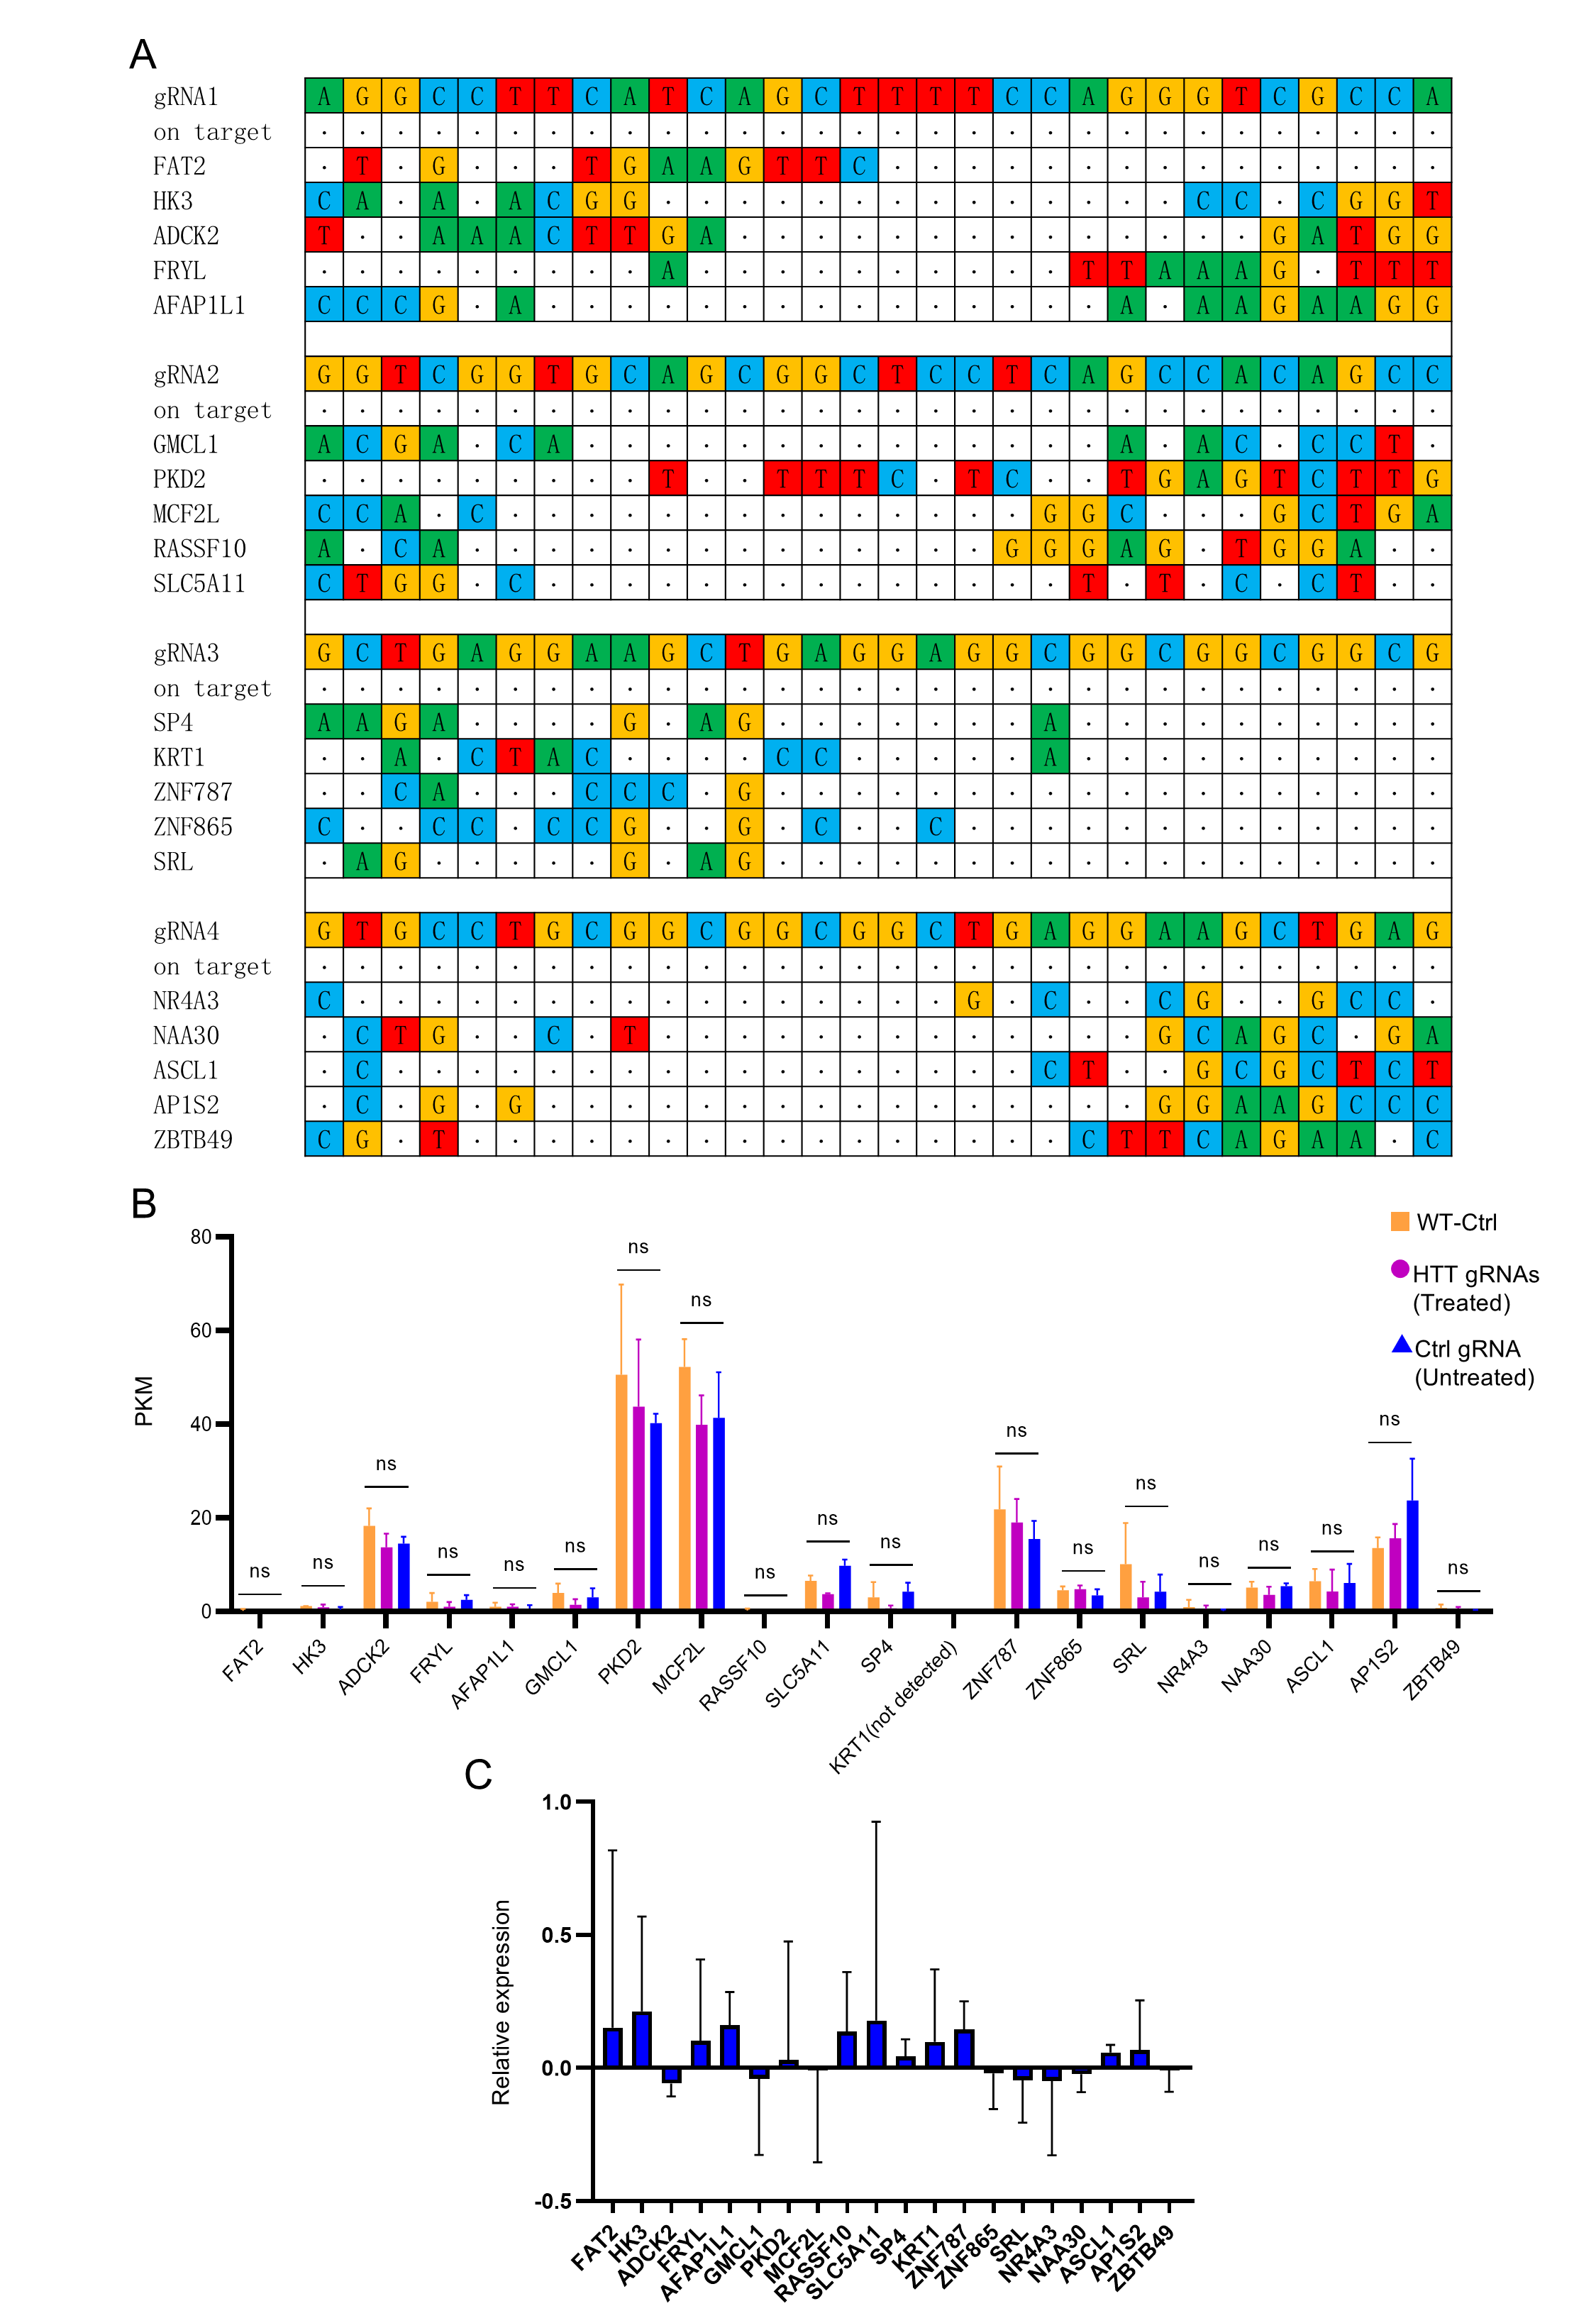

**Extended Data Fig. 7 | Off-target analysis of CRISPR/CasRx system for RNA editing in vivo.** (A) The target sequence of the HTT gRNAs and the candidate off-target sites with at least 10 contiguous nucleotides of homology are presented. Mismatches compared to the on-target site are highlighted in color. The 30 bp sequence (On-target) targeted by the HTT gRNAs were shown in the top row, respectively. (B) Off-target analysis in pigs was conducted using RNA-Seq. No significant difference was observed in the Treated group (injected with AAV-CasRx/HTT gRNAs) and the Untreated group (injected with AAV-CasRx/Ctrl gRNA) when compared to the WT group (injected with AAV-CAG-EGFP), expressing levels are normalized by reads per million (RPM). The data were presented as the mean ± SEM. "ns" indicates no significance. Statistical analysis was performed using multiple unpaired t-tests. (C) The normalized log2 fold-change of candidate off-target transcripts from HD-KI pigs injected with AAV-CasRx/HTT gRNAs relative to HD-KI pigs injected with AAV-CasRx/Ctrl gRNA (n=3) was shown. The fold-change was determined using the 2^-ΔΔCT^ method. The data were presented as the mean ± SEM. Statistical analysis was performed using one-way ANOVA. *P* > 0.05; not significant.

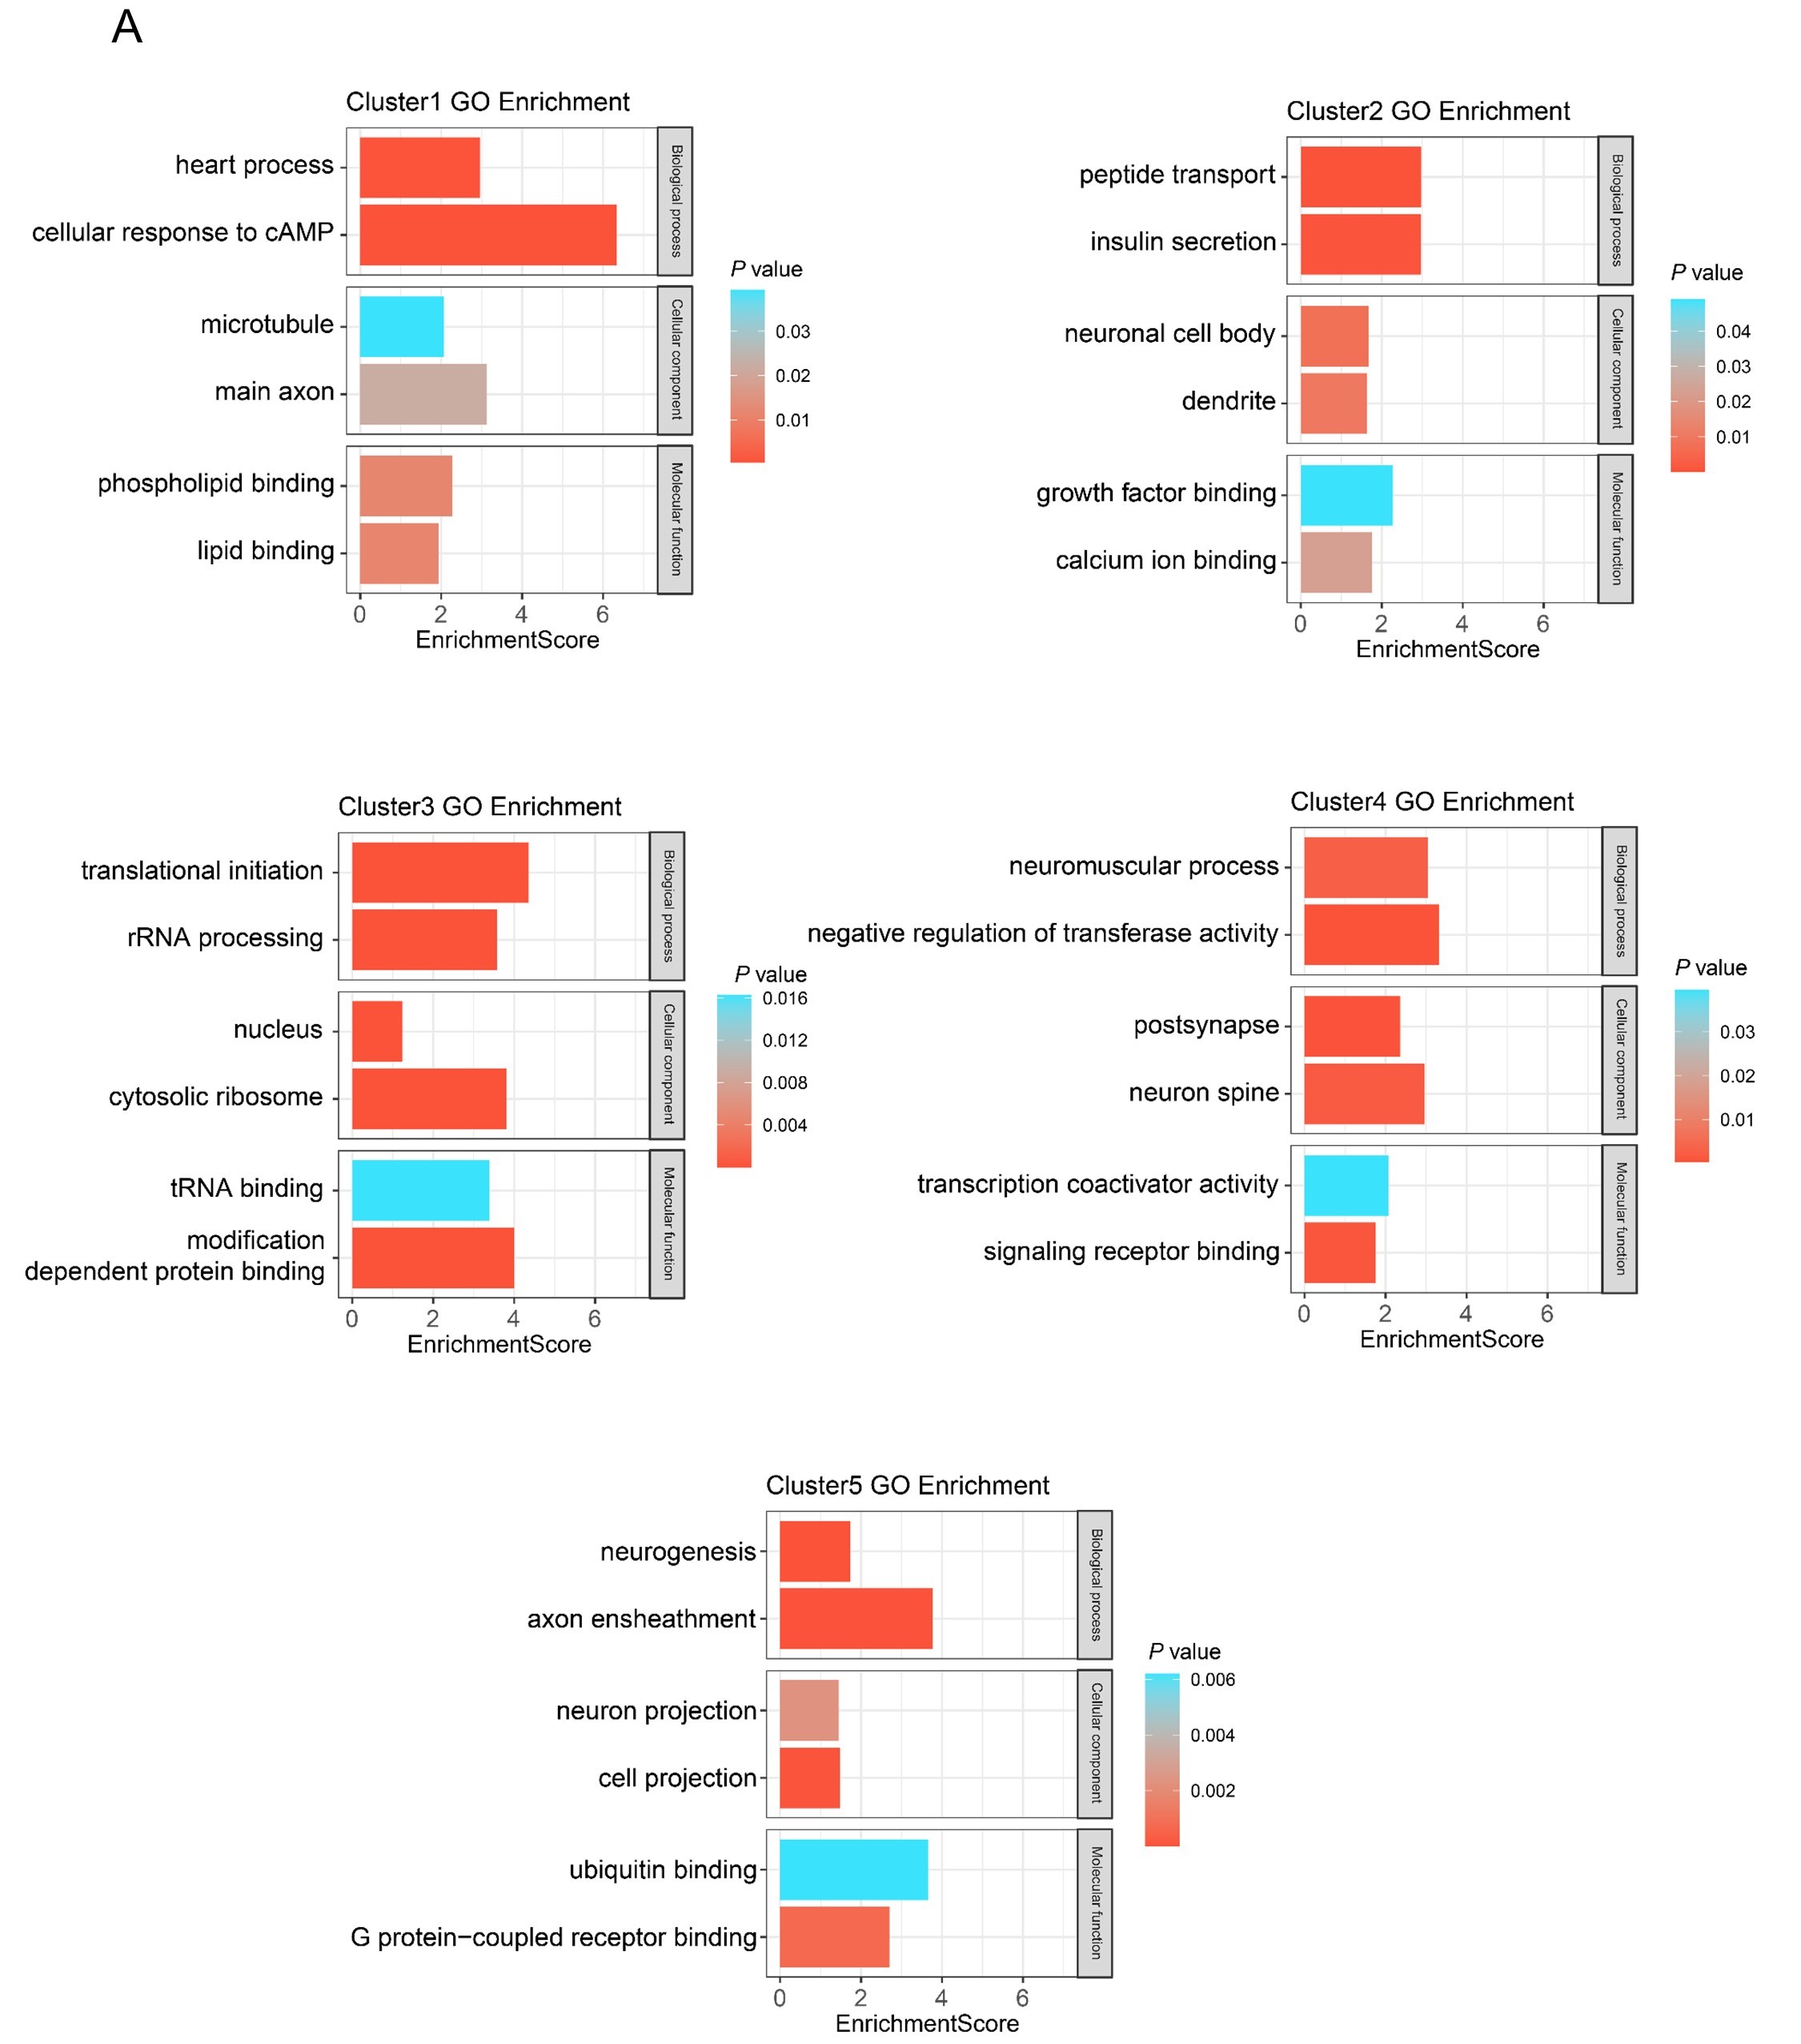

Extended Data Fig. 8 | Enrichment analysis of genes with the same expression trend in pig differential RNA-seq results. (A) GO enrichment analysis of clustering results in figure 7C were shown by barplot (*P* < 0.05).

Supplementary Videos

Supplementary Video 1: Foot print in sands of HD-KI brain injection of AAV-CasRx/Ctrl gRNA-untreated pigs and brain injection of AAV-CasRx/HTT gRNAs-treated pigs.

Supplementary Video 2: Treadmill performance of a HD-KI pig before (at 3 months of age) and after (at 7 months of age) treatment with CRISPR/CasRx.

Supplementary Tables

Supplementary Table 1. Sequences of the oligonucleotides used in this study.

| Name | Sequence | |
| --- | --- | --- |
| Gene | Forward (5′ - 3′) | Reverse (5′ - 3′) |
| HTT gRNA1 | AGGCCTTCATCAGCTTTTCCAGGGTCGCCA |  |
| HTT gRNA2 | GGTCGGTGCAGCGGCTCCTCAGCCACAGCC |  |
| HTT gRNA3 | GCTGAGGAAGCTGAGGAGGCGGCGGCGGCG |  |
| HTT gRNA4 | GTGCCTGCGGCGGCGGCTGAGGAAGCTGAG |  |
| Ctrl gRNA | CGGAATTCATCCAGCCACCAGGGTCGCCG |  |
| qPCR-human-HTT | ATGGCGACCCTGGAAAAGCTGAT | TGAGGCAGCAGCGGCTG |
| qPCR-human-GAPDH | GCGAGATCCCTCCAAAATCAA | GTTCACACCCATGACGAACAT |
| qPCR-mouse-hHTT | GCCCGGCTGTGGCTGA | TTCACACGGTCTTTCTTGGTGG |
| qPCR-mouse-GAPDH | CTGAGCAAGAGAGGCCCTATCC | CTCCCTAGGCCCCTCCTGTT |
| qPCR-pig-HTT | AGGAGCCGCTGCACCGA | CTGAGAGACTGTGCCACTATGTT |
| qPCR-pig- GAPDH | ACCTGCCGCCTGGAGAAACC | GACCATGAGGTCCACCACCCTG |
| Genotyping-mouse | ACTGCTAAGTGGCGCCGCGTAG | GAGGCAGCAGCGGCTGTGCCTG |
| Genotyping-pig | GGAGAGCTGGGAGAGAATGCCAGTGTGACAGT | GCGGCTGAGGCAGCAGCGGCTGTGCCTG |
| qPCR-FAT2 | AGCAGCTCAGGTGTTGATGT | AATTCACTGCTCCGGGCAT |
| qPCR-HK3 | GCTGCTGTGGTGGAGAAGAT | AAGGTGACCTCACAGCAAGG |
| qPCR-ADCK2 | ACGAGTGCAAGGATGTGGAG | TTGAGGCGAAGTTGCTCTCC |
| qPCR-FRYL | AACTGCTGATCCACTTGCCT | AAGCCTGACAACTGGGAAGG |
| qPCR-AFAP1L1 | GGCAAAGGGAAGAAGAACAGC | AGCACGTTCAGGTGACCAC |
| qPCR-GMCL1 | ACTCCGAGACAGACGAGGAT | TTCCTTCGAGGGGTGTTGAG |
| qPCR-PKD2 | AGGTCTCTGGGGAACAAGACT | GTGGCCAGTTCCCGTAAAAC |
| qPCR-MCF2L | GAGCGTCCTGGAGAGCATC | TCGGTTTCATTCAGCTGGGC |
| qPCR-RASSF10 | ACGCTGGTGCATTTGGTACT | AACGTAGTTGACTCCGTGCC |
| qPCR-SLC5A11 | TGTTTCCCCAGAGGACGTTG | TTGCTGGCAAACAAGGATGC |
| qPCR-SP4 | AGTGTCTCCGTCTGAGGGTT | CTGGGAGCCTGAGGTTTTGG |
| qPCR-KRT1 | AGCAGGATGTCTGGAGAGTG | AACTTAATGCTGGAACTGCCAC |
| qPCR-ZNF787 | TGCGGAGACACAAGAAGGTC | GTAGTAGCTCTGTCCGCAGC |
| qPCR-ZNF865 | TCAAGAAACCCAGCCACCTC | TGCACACAGAGCAGGAGAAG |
| qPCR-SRL | CCTGGAGAAGCTGATTGGCA | CACACGTCGTTGAAGGGGTA |
| qPCR-NR4A3 | CCAGTTATGCAGCCCAGACA | CCAAGGTCCATGGTCAGCTT |
| qPCR-NAA30 | GACCAAGGTTTTGAGTGCGG | CGGCTCCTTTTGTTGCAGTC |
| qPCR-ASCL1 | ATGAGCATGACGCGGTGAG | TCCGACGAGTAGGATGAGACC |
| qPCR-AP1S2 | TGGATGAGTTTCTTTTGGGCG | AAATATTCATGACGTGGCTCCTGC |
| qPCR-ZBTB49 | GAAGGCCGTTCACCTGAAGA | CTGTGGACTTTCTCCACGCT |

Supplementary Table 2. Off-target sites.

The 20 off-target genes screened by aligning with sequence of HTT-sgRNAs in pigs.

| Gene name | Gene_chr | Gene_description |
| --- | --- | --- |
| FAT2 | 16 | FAT atypical cadherin 2 |
| HK3 | 2 | hexokinase 3 |
| ADCK2 | 18 | aarF domain containing kinase 2 |
| FRYL | 8 | FRY like transcription coactivator |
| AFAP1L1 | 2 | actin filament associated protein 1 like 1 |
| GMCL1 | 3 | germ cell-less 1, spermatogenesis associated |
| PKD2 | 8 | polycystin 2, transient receptor potential cation channel |
| MCF2L | 11 | MCF.2 cell line derived transforming sequence like |
| RASSF10 | 2 | Ras association domain family member 10 |
| SLC5A11 | 15 | solute carrier family 5 member 11 |
| SP4 | 9 | Sp4 transcription factor |
| KRT1 | 5 | keratin 1 |
| ZNF787 | 6 | zinc finger protein 787 |
| ZNF865 | 6 | zinc finger protein 865 |
| SRL | 3 | sarcalumenin |
| NR4A3 | 1 | nuclear receptor subfamily 4 group A member 3 |
| NAA30 | 1 | N-alpha-acetyltransferase 30, NatC catalytic subunit |
| ASCL1 | 5 | achaete-scute family bHLH transcription factor 1 |
| AP1S2 | X | adaptor related protein complex 1 subunit sigma 2 |
| ZBTB49 | 8 | zinc finger and BTB domain containing 49 |

Supplementary Table 3. Antibodies.

| Target | Host | Reference | Concentration |
| --- | --- | --- | --- |
| Anti-Rat IgG Alexa Fluor 594 | Goat | Invitrogen A-11007 | 1:1000 (IF) |
| Anti-Rabbit IgG Alexa Fluor 488 | Donkey | Abcam ab150073 | 1:1000 (IF) |
| Anti-Mouse IgG Alexa Fluor 594 | Goat | Abcam ab150116 | 1:1000 (IF) |
| Anti-Mouse IgG HRP | Donkey | Jackson ImmunoResearch 715-035-151 | 1:5000 (Wes) |
| Anti-Rabbit IgG HRP | Donkey | Jackson ImmunoResearch 711-035-152 | 1:5000 (Wes) |
| Anti-Rat IgG HRP | Goat | Invitrogen 31470 | 1:5000 (Wes) |
| Vinculin | Rabbit | Abcam ab91459 | 1:1000 (Wes) |
| NeuN | Mouse | Millipore MAB377 | 1:500 (IF, Wes) |
| GFAP | Rat | Invitrogen 13-0300 | 1:1000 (IF, Wes) |
| Iba1 | Rabbit | WAKO 019-19741 | 1:500 (IF, Wes) |
| GFP | Rabbit | Invitrogen A-11122 | 1:1000 (IF) |
| mEM48 | Mouse | Millipore MAB5374 | 1:50 (IF, Wes) |
| Anti-Polyglutamine  -Expansion Diseases Marker(1C2) | Mouse | Millipore MAB1574 | 1:1000 (Wes) |
| Flag | Mouse | Millipore F1804 | 1:1000 (Wes) |
| GAPDH | Mouse | Abcam ab8245 | 1:1000 (Wes) |

Supplementary Table 4. Information of the pigs used in this manuscript.

| Name | Genetic background | Sex | Age to treat | Age to analyze |
| --- | --- | --- | --- | --- |
| F4-56 | HD | M | 3M | 7M |
| F4-51 | HD | F | 3M | 7M |
| F4-59 | HD | M | 3M | 7M |
| F4-61 | HD | F | 3M | 7M |
| F4-62 | HD | F | 3M | 7M |
| F4-70 | HD | F | 3M | 7M |
| F4-66 | HD | M | 3M | 7M |
| F4-65 | HD | M | 3M | 7M |
| WT-1 | WT | M | 3M | 7M |
| WT-2 | WT | F | 3M | 7M |
| WT-3 | WT | F | 3M | 7M |
| WT-4 | WT | M | 3M | 7M |

How the deposited data were processed for this re-analysis (not part of the article)

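RNA was sequenced from the striatum of 9 mice and 9 pigs, with 3 animals in each of 3 groups per species. WT animals were injected with AAV-Ctrl gRNA, untreated HD knock-in animals with AAV-CasRx/Ctrl gRNA and treated HD knock-in animals with AAV-CasRx/HTT gRNAs. Each library comes from 1 animal. The replicate number in the GEO labels is the only number by which animals of different groups can be paired, and animals with the same number are different animals.

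The authors prepared 3′ mRNA libraries with an oligo-dT primer, aligned and quantified the reads with STAR, and deposited raw counts per Ensembl gene for each species. The values are counts, whole numbers without normalization. In the mouse counts 378 genes hold a 1 in every library, most often microRNA (141) and small nucleolar RNA (90) genes, and no gene does so in the pig counts. Of the mouse gene IDs, 94.1% are in the reference tables used for names, chromosomes and gene types (GENCODE M21), and they hold 99.8% of the counts. Because 2142 of the mouse IDs belong to a newer annotation and the build behind the counts is not named, only chromosomes are given and no start or end position. The files do not pair the pig gene IDs with names, so pig results that need a gene name were not analysed here. These are pig HTT, the gene lists, the 20 candidate off-target genes and sex-linked genes. GO terms were not used.

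Counts were analysed in R 4.3.3 with edgeR 4.0.16, separately for each species. Genes were kept by filterByExpr with its default settings and the group as design, libraries were scaled by TMM, and all 9 libraries of a species were fitted together with glmQLFit, which leaves 6 residual degrees of freedom. The 3 comparisons were tested with glmQLFTest. A DEG had an unadjusted P under 0.05 and a fold change of at least 2 in either direction, as in the results and figure legends of the paper, whose methods give P under 0.01. Benjamini-Hochberg adjusted p-values are given beside single genes. Standard errors are the log2 fold change divided by the square root of the quasi-likelihood F. Log2 CPM values used a prior count of 2. Where every library of a group had no more than 3 counts, the fold was computed against 3 counts and is a lower bound.

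The distance from WT was scored in each animal over the DEGs of untreated animals and compared with a two-sided exact permutation test, whose smallest p with 3 animals against 3 is 0.1. The same score was computed on animals left out of the choice of genes, for all 9 combinations of 1 untreated and 1 WT animal. Gene lists for 20 cell types and processes, drawn up without reference to the values, were tested among DEGs with Fisher's exact test and along the ranked genes with fgsea 1.28.0, each with Benjamini-Hochberg adjustment over lists with at least 5 tested genes. The Reactome sets that come with fgsea were tested at sizes from 15 to 500 genes. Camera, with an inter-gene correlation of 0.01, and fry came from limma 3.58.1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

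Named genes were chosen by a fixed rule. They are Htt, the genes of the paper's markers GFAP, IBA1 and NeuN, Xist and the Y-linked genes. For each comparison they also include the 3 genes with the largest rise and the 3 with the largest fall among genes with an adjusted p under 0.05, or an unadjusted P under 0.05 where fewer than 6 passed. These had to change at least 2-fold, have at least 10 counts on average in the higher group, and have no overlap between the groups. Within a reported gene list, the 3 members with the smallest P were named. In pigs, whose IDs have no names, only the 2 largest rises and the 2 largest falls between treated and untreated pigs are given.

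The alternatives were library size scaling without TMM factors, DESeq2 1.42.0, edgeR's exact test, no expression filter, a filter of at least 10 counts in every library, a fit of only the compared groups, a block on replicate number, a covariate for the share of Y-linked counts, a P under 0.01, an adjusted p under 0.05, a prior count of 0.5, other choices of scored genes, and each animal left out in turn. Thinning of every library to the smallest one (10 random draws), a restriction to genes outside the X and Y chromosomes, the log2 total count as a covariate in pigs, and an adjusted p under 0.05 combined with another choice for the ratio of DEGs were added after the data were seen. The closing section gives their effect.

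The steps were tested on simulated data with the depth and spread of each species and 200 changed genes. At an adjusted p under 0.05, edgeR found 77.0% of the changed genes in mice, with 5.52% false among the genes called, and 23.0% in pigs, with 9.80% false. Of genes changed 4-fold it found 97.1% in mice and 44.4% in pigs. In simulated groups without any change, 221 genes in mice and 407 in pigs met the DEG definition, which uses no adjustment. None of 20 random gene lists was called in those data.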

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

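The tests of mixed libraries, of a mislabelled library, of blood left in the tissue and of reads divided among immunoglobulin genes were chosen only after the results were seen.

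Xist stood out as a signal that the paper did not analyse, with a mean of 969 CPM in the 3 treated mice and at most 3.76 CPM in the WT mice. Untreated replicates 2 and 3 also had Xist and no Y-linked counts, and untreated replicate 1 had Y-linked counts as the WT mice did. Sex is not given for single mice, and the paper's methods describe equal numbers of males and females. RNA of several animals in one library was tested as a technical explanation. The largest Xist level in a library with Y-linked counts was 0.410% of the mean of the other libraries, which leaves little room for mixing. A mislabelled WT library was tested next. Untreated replicate 1 scored 0.92 along the untreated change over DEGs chosen without it, between 0.71 and 1.04 for the 3 WT mice that were left out in turn, where a WT library would score near 0. Neither explanation accounts for the pattern. The 5 libraries with Xist had 0 Y-linked counts and the other 4 had at least 3435, without overlap, as libraries of female and male mice would, although the labels do not state the sex. By these counts, sex separates treated from WT mice completely and divides the untreated group. Of the DEGs between treated and WT mice, 3.35% lie on the X or Y chromosome, against 3.31% of the genes tested, so genes on these chromosomes do not make up the count. On the other chromosomes, the difference between untreated replicate 1 and the other untreated mice had a correlation of 0.450 across genes, which are not independent replicates, with the difference between WT and treated mice. That value leaves open how far sex contributes, since replicate 1 was also the untreated mouse nearest to WT.

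Immunoglobulin genes were a signal that the paper did not discuss. The B cell and immunoglobulin list stood 4.78 above the WT mean in untreated mice and 5.72 above it in treated mice, in log2 CPM, in 3 of 3 mice of each group. The summed level of its 15 genes was 28.1 ± 14.7 CPM (SD, n = 3) in WT, 545 ± 467 CPM (SD, n = 3) in untreated and 969 ± 337 CPM (SD, n = 3) in treated mice. Blood left in the tissue would raise red blood cell genes as well, but the red blood cell list fell by 3.78 in treated against WT mice. Reads divided differently among the listed genes would leave their sum in place, but it rose by 5.11 on the log2 scale in treated against WT mice. Because reads could also move between listed and unlisted copies, the sum of all 432 immunoglobulin genes and pseudogenes in the reference was taken too, and it rose by 5.61. Median depth was 27675089 counts in WT, 29100087 in untreated and 30504223 in treated mice, and the summed levels are in CPM, which scale counts to a common library size. Reads carried over between libraries were not tested. A biological explanation may lie in the knock-in allele, in the CasRx vector that only the HD groups received, or in sex, and the design cannot part these for treated mice. Untreated replicate 1, which had Y-linked counts like the WT mice, stood 3.19 above the WT mean, so sex alone would not account for its rise. These readings are hypotheses, found and tested on the same mice.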

How the results depend on the processing

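Most alternatives were chosen before the data were examined. Thinning, the restriction to genes outside the X and Y chromosomes the log2 total count as a covariate, and an adjusted p under 0.05 combined with another choice for the ratio of DEGs were chosen after seeing the data. The comparison results comprise 15 values with 238 alternatives, of which 176 stayed within the limit set for them (1.5 times a count, 1 SD of a score), 59 moved beyond it and 3 reversed. For 143 changes of single genes, 1885 alternatives gave the same direction and side of the threshold in 1557, a weaker result in 225, a stronger result in 86 and a reversed direction in 17. The cause was not tested for any value below, unless stated.

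In mice, DEGs of untreated against WT mice, 1588 with the choices used above, were 933 with at least 10 counts in every library, 946 at P under 0.01 and 733 at an adjusted p under 0.05, and ran from 1228 to 2054 across the 6 fits that each left out 1 mouse. DEGs of treated against WT mice, 1016, were 506 with at least 10 counts, 541 at P under 0.01, 221 at an adjusted p under 0.05 and 620 with the Y-linked share as a covariate, from 833 to 1359 with 1 mouse left out. That covariate gave 1089 for untreated mice. It shared 716 DEGs with the uncorrected fit for untreated mice and 245 for treated mice, and the share that was higher than in WT went from 68.3% to 48.2% and from 73.5% to 36.1%. At an adjusted p under 0.05 the covariate left 172 and 3 DEGs. Only the untreated group held libraries both with and without Y-linked counts. The covariate's slope therefore rests mainly on untreated replicate 1 against replicates 2 and 3. Replicate 1 was also the untreated mouse nearest to WT, so this fit cannot part sex from other features of that mouse. DEGs of treated against untreated mice, 150, were 485 without a filter, 43 with at least 10 counts, 33 at P under 0.01 and 0 at an adjusted p under 0.05 (1071 genes had an unadjusted P under 0.05; DESeq2 gave 5 and edgeR's exact test 31 at that adjusted threshold), and ran from 172 to 263 with 1 mouse left out. The ratio of treated to untreated DEGs, 0.640, was 0.302 at an adjusted p under 0.05 and 0.556 to 0.919 with 1 mouse left out. It stayed below 1 when 1 choice was changed at a time. At an adjusted p under 0.05 combined with another choice, it reversed to 1.57 in a fit of only the compared groups. Combined with library size scaling it was 0.249, with no filter 0.304, with at least 10 counts 0.284 and with the replicate block 0.423. It was 0.524 with DESeq2, 0.875 with edgeR's exact test and 0.0174 with the Y-linked share as a covariate. The remaining distance from WT, 83.8%, was 95.1% in mice left out of the choice of genes. It was 92.6% over the DEGs of treated mice, read the other way round, and ran from 72.4% to 88.9% with 1 mouse left out.

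Gene lists changed between treated and untreated mice fell from 14 with fgsea to 0 with fry, where 1 list had an unadjusted p under 0.05. With 1 mouse left out they were 10 to 16. Camera passed those 14 except antigen presentation and the sex-linked list, and passed red blood cell too. Lists enriched among the DEGs of treated mice, 10, were 5 at an adjusted p under 0.05 and 6 with at least 10 counts. Among DEGs between treated and untreated mice, 1 list was enriched, against 0 with at least 10 counts (0 also at an unadjusted p under 0.05), 3 with the replicate block and 1 to 3 with 1 mouse left out. That list was the sex-linked one, which is also among the 10 and the 14. The fall of the interferon response, T cell and antigen presentation lists in treated mice reversed without untreated replicate 3 and in no other fit that left out an HD mouse. The T cell list also reversed with at least 10 counts in every library (NES 0.99, adjusted p = 0.570 from fgsea). Without treated replicate 1, interferon response and antigen presentation fell but did not pass. Without untreated replicate 3 the log2 fold changes of 7 of the named members of these lists turned positive. Klrd1 stayed negative, from −3.17 to −0.13 with 1 mouse left out, and Cd4 was positive throughout. For the 7, the values with 1 mouse left out ran from −2.84 to 0.18 for Cd8a, −1.55 to 0.32 for Ciita, −1.44 to 0.98 for H2-Q6, −2.33 to 1.97 for H2-Eb1, −0.97 to 0.13 for Herc6, −1.33 to 0.33 for Ifit2 and −2.17 to 0.60 for Irf7. The Y-linked share as a covariate, whose slope rests mainly on untreated replicate 1, reversed the direction of some marker gene changes. These were Gfap (−0.23) and Aif1 (−0.32) between treated and untreated mice, and Rbfox3 (0.059) between untreated and WT mice. With 1 mouse left out these ran from −0.23 to 0.54, from −0.31 to 0.93 and from −0.13 to 0.0029. The Htt change between treated and untreated mice stayed negative under each of its 14 alternatives.

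In pigs, DEGs of untreated against WT pigs, 702, were 1256 without a filter, 437 with at least 10 counts, 247 at P under 0.01 and 0 at an adjusted p under 0.05 (1278 genes at an unadjusted P under 0.05), and ran from 705 to 1160 with 1 pig left out. DEGs of treated against WT pigs, 497, were 966 without a filter, 317 with at least 10 counts, 137 at P under 0.01, 0 at an adjusted p under 0.05 (803 unadjusted) and 241 (144 higher and 97 lower) with the log2 total count as a covariate, from 293 to 757 with 1 pig left out. DEGs of treated against untreated pigs, 1434, were 955 with at least 10 counts, 651 at P under 0.01, 0 at an adjusted p under 0.05 (2283 unadjusted) and 474 with that covariate, 362 of them higher, where 25.8% of the 1434 were higher, and 48 of the 474 were among the 1434, and ran from 970 to 1873 with 1 pig left out. The count of 0 at the adjusted threshold in pigs depends on the test and the filter, since DESeq2, edgeR's exact test and no filter gave DEGs past it in each comparison, as given with those results. The ratio, 0.708, was 0.308 with the covariate. With 1 pig left out it ran from 0.375 to 1.07, where it reversed without treated replicate 1. At an adjusted p under 0.05 it was 0.206 with DESeq2, 0.0702 with edgeR's exact test and, reversed, 1.10 without a filter. The remaining distance from WT, 16.0%, was −79.8% in pigs left out of the choice of genes. It was 7.06% over the DEGs of treated pigs, read the other way round, and ran from 10.5% to 35.6% with 1 pig left out.

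Same-numbered animals had mean correlations of −0.0268 and 0.0205 in the mouse comparisons with WT and 0.0327 between untreated and WT pigs, close to 0. The replicate block gave 1524 and 1043 DEGs in those mouse comparisons and 582 in that of pigs. In pigs fewer simulated changes passed an adjusted threshold than in mice, and the simulation did not separate depth from the spread between animals.

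Some alternatives could not be run. Pig HTT, the pig gene lists, the pig candidate off-target genes and the covariate for Y-linked counts in pigs need gene names, which the files do not pair with the pig IDs. With 0 genes at an adjusted p under 0.05, that threshold gave no pig ratio, no remaining distance in pigs and no list enrichment between treated and untreated mice.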

Differences from the paper's values

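In untreated against WT mice, 1085 DEGs were higher against the paper's 679. Of the alternatives set before the data were examined, edgeR's exact test (900), at least 10 counts in every library (581), a fit of only the compared groups (841), the Y-linked share as a covariate (525), P under 0.01 (606), and leaving out WT replicate 2 (950), WT replicate 3 (984) or untreated replicate 3 (734) came within 1.5 times the paper's value, and the others did not.

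In treated against WT mice there were 1016 DEGs against the paper's 665 in its text and the paper's 663 in its figure legend. Of the alternatives set before the data were examined, at least 10 counts in every library (506), a fit of only the compared groups (987), the Y-linked share as a covariate (620), P under 0.01 (541), and leaving out WT replicate 2 (833), treated replicate 2 (906) or treated replicate 3 (958) came within 1.5 times both values, and the others did not. Genes outside the X and Y chromosomes (982), chosen after seeing the values, came within 1.5 times both, and thinned counts (995), also chosen after seeing the values, came within 1.5 times the value in the paper's text alone.

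In the same comparison, 747 DEGs were higher against the paper's 476. At least 10 counts in every library (342), a fit of only the compared groups (709), P under 0.01 (361), and leaving out WT replicate 2 (631), treated replicate 2 (658) or treated replicate 3 (616) came within 1.5 times the paper's value, and the other alternatives set before the data were examined did not.

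In untreated against WT pigs, 422 DEGs were higher and 280 lower, against the paper's 260 and the paper's 585, which its legend gives for WT versus untreated pigs. For the higher DEGs, library size scaling (320), at least 10 counts in every library (320), the replicate block (334) and leaving out untreated replicate 2 (375) came within 1.5 times the paper's value, and the other alternatives set before the data were examined did not. For the lower DEGs, no filter (520) and leaving out untreated replicate 1 (579) did so, and the other alternatives set before the data were examined did not. The log2 total count as a covariate, chosen after seeing the values, gave 272 higher and 510 lower DEGs and came within 1.5 times both.

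In treated against WT pigs, 97 DEGs were higher against the paper's 167. Of the alternatives set before the data were examined, DESeq2 (112), edgeR's exact test (146), and leaving out WT replicate 1 (112), WT replicate 2 (123), treated replicate 1 (211) or treated replicate 3 (129) came within 1.5 times the paper's value, and the others did not. The log2 total count as a covariate, chosen after seeing the values, gave 144 and came within it too.

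The paper's Fig. 7A describes most DEGs of untreated pigs as down, whereas 60.1% were higher in untreated than in WT pigs here, 48.9% with library size scaling, and 34.8% with the log2 total count as a covariate, chosen after seeing the values. The legend writes WT before untreated pigs, and if its down means lower in WT, the paper's 585 and 260 stand beside 422 higher and 280 lower, each within 1.5 times. Read that way for treated pigs, the paper's 487 and 167 stand beside 97 higher and 400 lower, which are not. The paper gives phagocytosis as activated in treated mice, whereas the phagocytosis and engulfment list had an NES of −0.95. Without untreated replicate 3 its NES was 1.49, with an adjusted p of 0.0439 from fgsea, in a range from 0.0439 to 0.928 over the alternatives. The paper gives neuron-related pathways as activated in treated mice, whereas the synapse list had an NES of −2.33 and the axon and neuron projection list one of −1.61. In log2 CPM against WT, the synapse list's mean was 0.040 in untreated and −0.070 in treated mice. That of axon and neuron projection was 0.095 and 0.0051 (two-sided exact permutation test, p = 0.2 for each list). The striatal projection neuron list, with an NES of 3.41, rose. The paper gives neuronal projection among the pathways of the DEGs, whereas 2 of 61 genes of the axon and neuron projection list were DEGs in untreated mice. The paper names GO terms, and the lists used here hold other genes.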

Other observations

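The tests of a library property that goes with depth in pigs, and of the distance from WT on either side in pigs left out, were chosen only after the results were seen.

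Over the DEGs of untreated mice, the treated mice lay nearer to WT, and part of this may come from choosing the genes on the untreated mice. In mice left out of that choice the mean treated distance was 95.1% of the mean untreated distance. Shares lay between 56.2% and 145%, with a median of 103%, over the 9 combinations. Simulated data without a treatment effect gave 69.6% before and 99.2% after leaving mice out. They held 200 changed genes against the 1588 DEGs of untreated mice, so the 69.6% does not size the effect of gene choice here. The shares went with the untreated mouse left out. They ran from 124% to 145% for replicate 1, 92.6% to 106% for replicate 2 and 56.2% to 73.2% for replicate 3. Replicate 1 was the only untreated mouse with Y-linked counts, so the test mixes gene choice with differences between mice. The choice of genes remains a candidate explanation for the difference between 83.8% and 100%, but these tests cannot decide its part. In pigs left out of the choice of genes the share was −79.8%, so the treated pigs lay on the other side of WT. Their distance was 0.21 against 0.27 in untreated pigs left out, where genes chosen on the same pigs had given 1.52 for untreated pigs, and treated pigs were farther from WT in 3 of the 9 combinations. It thus remains open how far the choice of genes may account for treated pigs lying nearer to WT, although the 2 groups differed in direction in each combination.

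Other splits of the same animals into groups of 3 were counted, among the 4 splits that part all 3 same-numbered pairs and, in brackets, among all 10, the real split included. The other 6 splits keep same-numbered animals together. The smallest share these can give is 1 of 4 or 1 of 10, so none can exclude a chance split. As many DEGs came from 1 of 4 (1 of 10) splits for untreated against WT mice, from 1 of 4 (1 of 10) for treated against WT mice, and from 1 of 4 (6 of 10) for treated against untreated mice, where another split gave 553. A ratio as far from 1 came from 1 of 4 (1 of 10) splits of the HD mice. As many gene lists came from 3 of 4 (5 of 10) splits for fgsea between treated and untreated mice. For lists enriched among DEGs it was 1 of 4 (1 of 10) in untreated and in treated mice against WT, and 4 of 4 (10 of 10) between treated and untreated mice. In pigs, as many DEGs came from 1 of 4 (1 of 10) splits for untreated against WT, 2 of 4 (3 of 10) for treated against WT and 1 of 4 (1 of 10) for treated against untreated, and a ratio as far from 1 from 2 of 4 (5 of 10) splits.

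Sequencing depth differed between the groups and could change the number of DEGs. With every library thinned to the smallest one, the ratio of treated to untreated DEGs was 0.638 in mice and 0.723 in pigs, and treated against untreated pigs had 1262 DEGs, so the number of reads alone does not explain these values. A property of the libraries that goes with depth remains a candidate explanation in pigs. The within-group slope of each gene on the log2 total count had a correlation of 0.440 across genes, which are not independent replicates, with the difference between treated and untreated pigs, and of 0.165 without treated replicate 2, the deepest library. With the log2 total count as a covariate, 48 of the 1434 DEGs between treated and untreated pigs were DEGs again. That covariate nearly follows the groups, so DEGs could be lost whether or not such a property matters. Because the groups do not overlap in depth, the difference between treated and untreated pigs cannot be told apart from such a property. No biological explanation was tested for it beyond the treatment itself.

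Both HD groups were compared with the same WT animals, whose noise enters both comparisons. With different WT mice in each, the changes of untreated and treated mice had a mean correlation of 0.650 across genes, between 0.545 and 0.706, against 0.883 with shared WT mice. The changes that the HD mice share are thus not explained by the WT mice they share. They cannot be divided between the knock-in allele, the CasRx vector and, for most mice, sex. With different WT pigs the correlation was −0.168, against 0.149 with shared WT pigs, so the small similarity of the pig groups may come from the shared WT pigs.

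Choroid plexus tissue in some samples was tested as an explanation for the change of the retinoid and vitamin list. Over the 9 mice, the means of the choroid plexus list and of that list, without shared genes, had a Pearson correlation of 0.554 (permutation p = 0.123) and a Spearman correlation of 0.417 (permutation p = 0.270). Without the 2 mice farthest from the median of the choroid plexus list the Pearson correlation was 0.0976. The test leaves open whether choroid plexus tissue contributes. The choroid plexus list stood at −1.62, −2.40 and −2.62 in untreated and at −1.24, −2.58 and 0.83 in treated mice, in log2 CPM against the WT mean, where the WT mice themselves stood at −2.73, 2.02 and 0.71 (two-sided exact permutation test of untreated against WT mice, p = 0.4).

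For the genes of the paper's marker proteins, the log2 fold change in treated against untreated mice was 0.02 for Gfap, 0.03 for Aif1 and −0.14 for Rbfox3. Against WT it was 1.39 for Gfap and 1.45 for Aif1 in untreated mice and 1.40 and 1.48 in treated mice. None of these had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For the comparisons with WT it was 0.0546 and 0.0958 in untreated and 0.0838 and 0.132 in treated mice. By the unadjusted DEG definition used above, Gfap and Aif1 were DEGs against WT in both HD groups. Their unadjusted P in the same edgeR test was 0.0062 and 0.017 in untreated and 0.0058 and 0.016 in treated mice. For both genes, 6 of 6 HD mice stood above the WT mean. The size of the rise depended on the processing. Apart from fits that left out a mouse, the alternatives set before the data were examined lowered it to as little as 0.77 for Gfap and 0.33 for Aif1 in untreated mice. In treated mice the smallest values were 0.54 and 0.0067.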
